# Distinctive Gene Expression Patterns Define Endodormancy to Ecodormancy Transition in Apricot and Peach

**DOI:** 10.3389/fpls.2020.00180

**Published:** 2020-02-28

**Authors:** Jiali Yu, Anna O. Conrad, Véronique Decroocq, Tetyana Zhebentyayeva, Daniel E. Williams, Dennis Bennett, Guillaume Roch, Jean-Marc Audergon, Christopher Dardick, Zongrang Liu, Albert G. Abbott, Margaret E. Staton

**Keywords:** dormancy, *Prunus*, floral buds, transcriptome, chill requirement, bloom date, co-expression network, RNASeq

## Abstract

Dormancy is a physiological state that plants enter for winter hardiness. Environmental-induced dormancy onset and release in temperate perennials coordinate growth cessation and resumption, but how the entire process, especially chilling-dependent dormancy release and flowering, is regulated remains largely unclear. We utilized the transcriptome profiles of floral buds from fall to spring in apricot (*Prunus armeniaca*) genotypes with contrasting bloom dates and peach (*Prunus persica*) genotypes with contrasting chilling requirements (CR) to explore the genetic regulation of bud dormancy. We identified distinct gene expression programming patterns in endodormancy and ecodormancy that reproducibly occur between different genotypes and species. During the transition from endo- to eco-dormancy, 1,367 and 2,102 genes changed in expression in apricot and peach, respectively. Over 600 differentially expressed genes were shared in peach and apricot, including three DORMANCY ASSOCIATED MADS-box (*DAM*) genes *(DAM4*, *DAM5*, and *DAM6*). Of the shared genes, 99 are located within peach CR quantitative trait loci, suggesting these genes as candidates for dormancy regulation. Co-expression and functional analyses revealed that distinctive metabolic processes distinguish dormancy stages, with genes expressed during endodormancy involved in chromatin remodeling and reproduction, while the genes induced at ecodormancy were mainly related to pollen development and cell wall biosynthesis. Gene expression analyses between two *Prunus* species highlighted the conserved transcriptional control of physiological activities in endodormancy and ecodormancy and revealed genes that may be involved in the transition between the two stages.

## Introduction

In temperate regions, many perennial plants protect their buds and reproductive tissues from winter cold by entering a state of dormancy. To transit from dormancy to bud-burst, these trees must be exposed to a particular period of chilling temperatures and warm temperatures, referred to as chilling requirements (CR) and heat requirements (HR) respectively. The CR for bud break is an intrinsic part of temperate tree phenology that varies between and within species based on adaptations to the climate of their native range (Luedeling, 2012). Various models exist for calculating CR, but they are usually measured as the number of accumulated hours in a specific range, around 0–7°C (Richardson, 1974; Erez, 1979; Shaltout, 1983; Hänninen, 1990; Cesaraccio et al., 2004). For agricultural tree crops, cultivars must be carefully selected for each growing region in order to provide a sufficient amount of cold for regular flowering and reliable fruit or nut production (Luedeling and Brown, 2011). With global climate change, understanding dormancy and its control are critical for the productivity of fruit trees, as increasing or irregular seasonal temperatures impact optimal timing for important phenological traits (Hatfield and Prueger, 2015). Lack of fulfillment of CR due to warm winters affects bud break, resulting in low flowering rates and thus low fruit yield as the fruit trees do not fulfill their CR (Viti and Monteleone, 1991). In addition, early blooming trees can suffer significant yield loss from frost damage to floral blooms during unusually late periods of freezing in the spring (Rieger, 1989).

Winter dormancy is divided into two stages, endodormancy and ecodormancy (Lang et al., 1987). Floral bud endodormancy is a state defined by physiological inhibition of flowering and is induced by cold temperatures and/or short photoperiods (Horvath et al., 2003; Foley et al., 2009). Fulfillment of CR marks the transition point from endodormancy to ecodormancy. In ecodormancy, buds regain competency to respond to external environmental factors. They remain ecodormant under unfavorable growth conditions (e.g. cold temperatures), but quickly progress toward budburst when favorable conditions are present. Plants that do not receive sufficient chilling fail to transition to ecodormancy, which leads to failing to bloom or blooming erratically in the spring (Luedeling et al., 2011). The transition from endodormancy to ecodormancy is irreversible, however, there is not a phenotype which uniquely identifies the physiological state of endodormancy other than measurements of chill accumulation and more recently, studies of starch accumulation in sweet cherry floral buds (Anderson et al., 1985; Citadin et al., 2001; Chavarria et al., 2009; Fadón et al., 2018a). More studies linking floral bud endodormancy with specific physiological networks are necessary to determine what drives the transition from endo- to eco-dormancy and how this transition is regulated at both the genetic and physiological levels.

*Prunus* spp. have genotypes exhibiting CRs ranging from approximately 100 hours to over 1,000 hours (Audergon, 1993; Caruso et al., 1997; Valentini et al., 2002; Alburquerque et al., 2008; Dirlewanger et al., 2012; Quero-Garcia et al., 2016). Genotypes with a broad phenotypic range for this trait provide excellent materials for the study of genetic control of CR and molecular activities at different stages of dormancy. Previous genetic studies on dormancy associated traits suggest that CR is a complex quantitative trait and has a major effect on flowering time in *Prunus* spp. including almond (*P. dulcis*) (Sánchez-Pérez et al., 2012), apricot (*P. armeniaca*) (Olukolu et al., 2009), peach (*P. persica*) (Fan et al., 2010; Zhebentyayeva et al., 2014), and sweet cherry (*P. avium*) (Castède et al., 2014). Some major quantitative trait loci (QTL) for CR appear to overlap orthologous genomic regions across species, suggesting shared underlying molecular mechanisms (Dirlewanger et al., 2012). For example, the most significant QTL responsible for CR and flowering time was identified on LG4 in sweet cherry (Castède et al., 2014) and almond (Sánchez-Pérez et al., 2012). Despite this extensive research, the only QTL region for CR and blooming date (BD) with strongly supported candidate genes is a major QTL on LG1 from peach (Fan et al., 2010; Zhebentyayeva et al., 2014). The strong association between this QTL region on chromosome 1 and CR was also identified from a genome-wide association study on over 400 peach genotypes (Li et al., 2019). This region contains six tandemly repeated DORMANCY ASSOCIATED MADS-box (*DAM1-6*) transcription factors, previously mapped to the *evg (evergrowing)* locus (Wang et al., 2002; Bielenberg et al., 2004). The deletion of four of the six *DAM* genes is associated with the *evergrowing* phenotype in peach, which exhibits an inability to cease growth in winter (Bielenberg et al., 2008). Gene profiling reveals *DAM1–4* peak in expression during bud set and may influence dormancy onset (Li et al., 2009; Yamane et al., 2011) while levels of *DAM5* and *DAM6* are high at the beginning of endodormancy and decreased steadily during chilling period (Li et al., 2009; Jiménez et al., 2010b; Yamane et al., 2011; Leida et al., 2012a). This pattern suggests that these genes likely play a significant role in maintaining the endodormant state. Recent studies of *DAM* genes and their homologs *SHORT VEGETATIVE PHASE-like* (*SVL*) genes suggest they are cooperatively regulated by several transcription factors, hormones, and epigenetic factors (da Silveira Falavigna et al., 2018). Wang et al. (2019) propose peach *TEOSINTE BRANCHED1* transcription factor negatively regulates DAM5 and DAM6 expression, resulting in dormancy release (Wang et al., 2019). Leida et al. (2012b) reported that histone modifications in *DAM6* promoter, the second exon and the second intron are involved in dormancy release (Leida et al., 2012b). Sequencing of the *DAM* gene region in selected members of a QTL population of peach revealed that large intronic insertions in *DAM5* and *DAM6* are associated with the low chill phenotype, and Zhebentyayeva et al. (2014) hypothesize these insertions change the epigenetic factors of the locus to influence expression (Zhebentyayeva et al., 2014).

In *Prunus*, winter buds were originally considered to be in a resting state and thus this state was termed “dormancy.” However, both endodormant and ecodormant *Prunus* buds are now known to have unique and changing transcriptional profiles, continued metabolic activities including starch accumulation and hormone fluctuations, and ongoing floral structure differentiation (Reinoso et al., 2002; Zhu et al., 2015; Chmielewski et al., 2017; Zhang et al., 2018). This differs from other species such as pear, which have a true resting state at endodormancy (Saito et al., 2015b). Previous studies have profiled expression for a subset of genes during bud dormancy in peach (*Prunus persica*) using suppression subtractive hybridization (Leida et al., 2010) and in apricot (*Prunus armeniaca*) using cDNA amplified fragment length polymorphism (Čechová et al., 2012). However, no high throughput global gene expression studies are available in either species. In Japanese apricot (*Prunus mume*), a more recent transcriptome study has profiled global gene expression patterns during bud dormancy (Zhang et al., 2018). Transcriptomic and metabolic profiles indicate that gibberellins (GA) and abscisic acid (ABA) likely play a role in bud dormancy (Zhang et al., 2018). Based on their data and previous results from others, Zhang et al. (2018) proposed a molecular model of dormancy control: cold temperatures induce c-repeat binding factor (*CBF*) transcripts, which promote the expression of *DAM* genes and inhibit the GA signaling pathway, resulting in endodormancy. The long-term cold period then reduces *CBF* and *DAM* gene expression, leading to dormancy release (Zhang et al., 2018). However, Japanese apricot floral timing, unlike other *Prunus* species, are more strongly correlated to HR rather than CR (Kitamura et al., 2017). Research from a wide variety of tree species has yielded other proposed mechanisms for dormancy regulation, including epigenetic regulation of key gene networks through DNA and histone methylation (Lloret et al., 2018). Studies in poplar also support that hormones such as ABA participate in the establishment and release of dormancy (Rinne et al., 2011; Singh et al., 2018; Tylewicz et al., 2018). Low temperature and short photoperiod induce poplar bud dormancy by upregulating ABA signaling, which increases poplar *SVL* expression (Singh et al., 2018; Singh et al., 2019). *SVL* is likely involved in dormancy initiation and bud break (Busov, 2019). ABA has been reported to induce dormancy by increasing the frequency of plasmodesmata closure, which inhibits growth signal transport to the apical meristem (Tylewicz et al., 2018). Overexpression of *Prunus mume DAM6* in apple delays bud break by increasing ABA and decreasing cytokinin levels (Yamane et al., 2019). While ethylene has mainly been characterized as a phytohormone controlling dormancy onset in trees such as poplar and birch (Ruonala et al., 2006; Ruttink et al., 2007), it also may be important for later stages as exogenous application can delay budbreak (Liu and Sherif, 2019).

This study examined global gene expression profiles over dormancy states in the contrasting CR and BD of peach and apricot genotypes, allowing us to differentiate candidate genes responsible for endodormancy maintenance and/or endodormancy to ecodormancy transition. Species of *Prunus* including peach (*P. persica*), apricot (*P. armeniaca*), and plum (*P*. *domestica*) have high genomic synteny (Dirlewanger et al., 2004; Jung et al., 2009). Based on extensive genomic data, the current study proposes to characterize shared molecular mechanisms during the endodormancy to ecodormancy transition in floral bud tissues across two related *Prunus* species, peach and apricot. RNASeq analysis was performed to explore the transcriptomic changes as dormancy progressed in floral buds from four apricot genotypes with contrasting BD, along with floral buds from four peach genotypes with contrasting CR phenotypes. After integrating the peach and apricot RNASeq data, shared differential expression genes between endodormancy and ecodormancy stages were identified. Moreover, co-expression networks revealed similar biological pathways triggered by endodormancy or ecodormancy in both species. Therefore, examination of gene expression patterns in different *Prunus* species is expected to shed light on the physiological and molecular similarities of dormancy across species and potentially help to generate new candidate genes for previously identified QTLs controlling CR.

## Materials and Methods

### Plant Materials

Five apricot genotypes grown at INRA-PACA Domaine des Pins de l'Amarine, France were used for this study: A1956 (Palsteyn, n=2), A2137 (Bakour, n=3), A1267 (Badami, n=3), A660 (Bergeron, n=3), and A2312 (Flamingold, n=1). Two late blooming genotypes (A660, A1267) and three early blooming genotypes (A1956, A2137, A2312) were selected, with the historical record of bloom dates reported in Conrad et al. (Conrad et al., 2019). While CR has not been directly measured for these genotypes, the bloom date (BD) phenotype is correlated with CR (Fan et al., 2010): early BD genotypes have low CR while late BD genotypes have high CR. Floral buds from clonally propagated (grafted) trees of each genotype were collected at 0, 100, 400, and 800 chill hours regardless of their developmental stages, starting from October 29th, 2015. Two additional collections were made at specific developmental stages, when sepals became visible (C2) and when petals became visible (D1) (Conrad et al., 2019).

Peach genotypes A209 (300 CR), A340 (300 CR), A318 (850 CR), and A323 (1,100 CR) were selected from an F_2_ population derived from low CR cultivar “Fla.92-2C” by high CR cultivar “Contender” (Fan et al., 2010; Zhebentyayeva et al., 2014) located at Clemson University. Floral buds from four clones of each genotype were collected at 0, 100, 600, and 1,000 chill hours and the stage of pre-bloom, from October 14th, 2015 until March 17th, 2016 (**Table 1**). No collection was made at the 1,000 chill hours time point for the low chill genotypes as the buds had already flowered.

**Table 1:** Sampling time points and chilling requirements (CRs) for *Prunus persica* trees.

Phenotype Genotype	Low-CR		High-CR	
	A209	A340	A318	A323
Chill requirement^1^ (hours)	300	300	850	1,100
Time point	Sampling date			
0 CH^2^	14/16-Oct-15	14/16-Oct-15	14/16-Oct-15	14/16-Oct-15
100 CH	23-Nov-15	23-Nov-15	23-Nov-15	23-Nov-15
600 CH	28-Jan-16	28-Jan-16	28-Jan-16	28-Jan-16
1,000 CH^3^	NS	NS	27-Feb-16	27-Feb-16
Pre-bloom (PB)	10-Feb-16	10-Feb-16	12-Mar-16	17-Mar-16

^1^CR reported in (Zhebentyayeva et al., 2014.)

^2^Samples were collected over a 2 d period, from October 14th to 16th, 2015.

^3^NS, not sampled.

### RNA Extraction and Sequencing

RNA was extracted from floral buds of five apricot genotypes (four as specified below for RNASeq and one genotype A2312 for qPCR) as previously described (Conrad et al., 2019). Not all samples yielded high quality RNA. Of the 24 genotype by time point collections, 14 had successful extractions of all three biological replicates, eight had successful extractions of only two biological replicates, and two had only a single biological replicate (A2137 at 0 chill hours and A1267 at 0 chill hours) (**Supplementary Tables 1** and **2**). The 60 RNA samples from four apricot genotypes (A1267, A660, A1956, A2137) were submitted to MOgene, LLC (St. Louis, MO, USA) for library preparation and sequencing by an Illumina NextSeq 500, yielding 50 bp single-end reads.

Peach RNA samples were prepared by grinding 1 g of flower buds to a fine powder in the presence of liquid nitrogen followed immediately by the addition of 5 ml cold Invitrogen Plant RNA Reagent (Thermo Fisher Scientific, Waltham, MA, Cat# 12322-012), aliquoted 1 ml into microcentrifuge tubes and following the manufacturer's instructions. RNA pellet was dissolved in 100 μl of RNASecure (Thermo Fisher Scientific, Waltham, MA, Cat# AM7006). Additional removal of DNA was required by adding an equal volume Sigma Tri-Reagent (Sigma, St. Louis, MO, Cat# T9424) using manufacturer's instructions with two additional purification steps using Phenol : Chloroform and final elution in 100 μl of RNASecure (Thermo Fisher Scientific, Waltham, MA, Cat# AM7006). One μg of RNA sample were loaded on a Low EEO/Multipurpose Agarose gel (Thermo Fisher Scientific, Waltham, MA, Cat# BP160) and normalized using a Typhoon 9600 FLS (GE Healthcare, Marlborough, MA) with ImageQuant TL Image Analysis Software version 8.1 (GE Healthcare, Marlborough, MA). All genotype by time point combinations had at least three biological replicates and most had four biological replicates (**Supplementary Tables 1** and **2**). Sixty-nine RNA samples were submitted to GeneWiz (South Plainfield, NH, USA) for library preparation and sequencing on the HiSeq platform to generate 150 bp paired-end reads.

### Quality Control

RNA-seq yielded approximately 19–35 million reads per library. Raw reads were analyzed for quality by FastQC (Andrews, 2010). Adaptors and low-quality reads were trimmed by skewer (Jiang et al., 2014).

### Read Alignment and Gene Quantification

As an apricot reference genome is not available, and peach and apricot are closely related, the peach reference genome was used as a reference for both species. Initial read alignments revealed the peach RNAseq libraries contained significant portions of reads derived from rRNA. rRNA filtering was conducted before re-aligning to reference genome. Raw reads were mapped to small and large subunit rRNAs from SILVA ribosomal RNA database (Quast et al., 2013) and the mapped reads were removed. STAR (Dobin et al., 2013) was used to align the clean apricot and peach RNA-seq reads to both *Prunus persica* genomes: *Prunus persica* v1.0 (The International Peach Genome Initiative et al., 2013) and *Prunus persica* v2.0 (Verde et al., 2017). The aligned reads were analyzed by HTSeq-count (Anders, Pyl et al., 2015), which counts for the aligned reads mapped to the exons. The *Prunus persica* v2.0 was used for all analyses except for the DAM region, which is correctly annotated in the original version of the genome *Prunus persica* v1.0 (**Supplementary Figure 1**). For the HTSeq-count results, the DAM region in *Prunus persica* v2.0 (from Prupe.1G531100 to Prupe.1G531700, peach chromosome Pp01 from 43,417,246 to 43,480,648 bases) was removed and replaced by the read counts from the six *DAM* genes (ppa018667m, ppb017585m, ppa010758m, ppa011123m, ppa010822m, and ppa010714m) annotated in *Prunus persica* v1.0 assembly.

### Differential Expression Analysis and Functional Enrichment

Gene counts were analyzed for gene-level differential expression using DESeq2 (Love et al., 2014). Sample distances were calculated using the regularized log transformation of gene counts available from the DESeq2 package. The principal component (PC) analysis used the first and second largest sample distances as the first PC and second PC. Two Wald tests were performed. The first utilized one factor, stage of development. A second test was run with one factor, phenotype, coded as either early bloom or late bloom for each sample. Significantly differentially expressed genes (DEGs) were identified with fold change > 2 and adjusted p-value < 0.05. Genes of interest were annotated with gene ontology (GO) by AgriGO v2.0 (Tian et al., 2017) using both peach *Prunus persica* v2.0 and *Arabidopsis* TAIR10 genomes. The *Arabidopsis* genes corresponding to peach genes were obtained as the best hit of *Arabidopsis* as recorded in the annotation information file from Phytozome12 (Goodstein et al., 2012). GO enrichment analysis was conducted using the hypergeometric statistical model and p-values were adjusted by the Hochberg method. The GO terms with FDR < 0.05 were regarded as significantly enriched.

### Differential Co-Expression Analysis and Network Enrichment Analysis

Weighted Gene Correlation Network Analysis (WGCNA) (Zhang and Horvath, 2005; Langfelder and Horvath, 2008) was used to identify modules of highly correlated genes based on the DESeq2 normalized gene expression data following the steps in the documentation for the WGCNA Package (Langfelder and Horvath, 2014). Genes with 0 normalized count were removed. The expression profiles of the remaining genes were hierarchically clustered into modules containing at least 100 genes. The expression profiles of each module were summarized using the first PC as the module eigengene (ME). Module-traits correlations were calculated by Pearson correlation coefficient (PCC) where each module was represented by its ME, and each developmental stage was represented with a numeric vector with “1” for the trait, and “0” for all the others. Genes from selected modules were annotated with the *Arabidopsis* gene as described above. The GO enrichment networks were analyzed by BiNGO in Cytoscape (Maere et al., 2005).

### Reverse Transcription Quantitative PCR (RT-qPCR)

Total RNA was extracted as previously described (Conrad et al., 2019). One RNA sample from each of three apricot genotypes (A2137, A1956, A2312) at time points 100, 400, 800, and sepal was subjected to real-time qPCR analysis using the Luna^®^ Universal one step RT-qPCR kit (E3005S, New England Biolabs Inc, MA) with the primers listed in **Table 2**. Expression levels of mRNAs of interest were normalized for the 18S RNA levels. Three technical replicates were used for each sample.

**Table 2:** Primers used for qPCR.

Target transcript	Primer sequence (5' to 3')
18S_F	GTTACTTTTAGGACTCCGCC
18S_R	TTCCTTTAAGTTTCAGCCTTG
DAM6_F	TACTGGACCTGCGTTTGTGGAGCC
DAM6_R	TGTTGCAGCTGGTGGAGGTGGCAATT
Prupe.1G104900_F	TCATCTTCCGCTGCCTTTGTAGCCT
Prupe.1G104900_R	GACACTGCCAAGAACACCAAGGACA
Prupe.2G122600_F	GGAGAAATTGGAACGCCTGTGC
Prupe.2G122600_R	TGAGCCCTCAGTTGCTAGTTCAG
Prupe.5G014900_F	TCCCTTTGGACAGATTCCAGTGC
Prupe.5G014900_R	GCAGCCTCTTTCAGGTTGTTGTG
Prupe.7G084900_F	ACCATTTGCCGGATGGATGGAAG
Prupe.7G084900_R	CAACCATGTCAGCTGGAACCAC

### Floral Bud Dissection and Imaging

Ten flower buds were randomly selected from each of the four peach genotypes and dissected longitudinal, slightly off-center using razor blades (Electron Microscopy Sciences Stainless Steel “PTFE” coated Double Edge, PERSONNA brand.004” thick, Fisher Scientific, Waltham, MA, USA, Cat# 50-949-411). The dissected buds were imaged using Nikon SMZ1500 Stereoscopic Zoom Microscope (Nikon Instruments Inc, Melville, NY, USA) with a Pax-it! ARC Model PS-CM camera (Villa Park, IL, USA).

### Multivariate Analysis of Variance

Permutational multivariate analysis of variance (PERMANOVA) (Anderson, 2001; Anderson, 2017) of peach samples was analyzed by “*adonis”* function from R package “vegan” (Oksanen et al., 2019). The regularized log-transformed gene counts were used for the PERMANOVA and the ratios of rRNA content, genotypes, and time points were used as factors.

## Results

### Quantification of Gene Expression During Dormancy in Apricot

In *Prunus* spp., individual genotypes have specific CR accommodating various climatic zones, with trees with lower CR blooming earlier on average and trees with higher CR blooming later (Alburquerque et al., 2008; Fan et al., 2010; Castède et al., 2014; Benmoussa et al., 2017; Fadón et al., 2018b; Balogh et al., 2019). For this experiment, genotypes with varying average bloom dates when planted in the same location were selected. To determine the phenotypes of the four apricot genotypes, the bloom dates from 1999 to 2013 were recorded. Genotypes A1956 and A2137 reached 50% bloom after an average of 60 Julian calendar days and are hereafter referred to as “early blooming” (Audergon, 1993; Dirlewanger et al., 2012; Andreini et al., 2014; Quero-Garcia et al., 2016). Genotypes A660 and A1267 reached 50% bloom after more than 70 Julian days on average (“late blooming”) (**Supplementary Figure 2A**). A2137 was the earliest genotype entering sepal visible stage at 577 chill hours, while the latest one to enter the visible sepal stage at 1,002 chill hours was genotype A1267 (**Supplementary Figure 2B**).

Over the course of a single winter, bud samples were collected at 0, 100, 400, and 800 chill hours as well as at the sepal visible stage and the petal visible stage. Due to the variation in dormancy release time, early blooming trees had already bloomed at 800 chill hours while the late blooming trees were still dormant. Therefore, samples from A660 and A1267 at 800 chill hours are labeled as Bud-800, and samples from A2137 and A1956 are labeled as Flower-800 for clarity in developmental stage of tissues collected.

RNA sequencing was performed with individual libraries for each set of buds collected from each individual tree, yielding from 19.1 million to 35.2 million raw reads per library. 

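The authors deposited the reads they counted on each of 26872 genes in each of these 60 apricot libraries, as raw counts without normalization. Each library came from the floral buds or the flowers of a single tree of genotype A1956, A2137, A660 or A1267. Flowers were sampled only in the early blooming genotypes A1956 and A2137. Of the combinations of genotype and time point, 14 had 3 libraries, 8 had 2 and 2 had 1, the last being A2137 and A1267 at 0 chill hours. The counts of a library added up to between 7593825 and 26253101, with a median of 14127969.5. The median was 14770073.5 for the early and 12016825.5 for the late blooming genotypes at 400 chill hours. A level of 3 counts, taken as the smallest a library can show, was 0.114 to 0.395 CPM (counts scaled to the library size), which covers counting error only. Levels are given as CPM normalized by edgeR's TMM method, with the SD over libraries. Genes with low counts were left out with edgeR's filterByExpr (minimum count 10, minimum total 15), and negative binomial models with edgeR's quasi-likelihood test were fitted to all 60 libraries, grouped by phenotype and time point, by genotype and time point, or by developmental stage. A gene was a DEG when its change exceeded 2-fold (glmTreat) at a Benjamini-Hochberg adjusted p-value below 0.05, and changes of single genes within a genotype or between phenotypes were tested against no change. Standard errors (SE) are those of the log2 fold change. On simulated counts in which 200 genes were changed, the comparison of 3 with 4 libraries at 0 chill hours called 138 of them and 0 unchanged genes.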

Peach and apricot have structurally similar genomes as identified by the comparison of apricot and peach genetic maps (Dirlewanger et al., 2004; Arús et al., 2006). As a *Prunus armeniaca* reference genome and annotations are not publicly available, the peach genome was tested as a possible alternative. Over 90% of the raw reads were successfully mapped, and approximately 70%–80% of the reads map to annotated genes (**Supplementary Figure 3**). 

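The deposited counts hold only the reads assigned to genes, so the share of reads mapped was not analysed here. A median of 22392 genes per apricot library had a count, and 912 of the 26872 genes had none in any of the 60 libraries. The 10 genes with the most counts took a median of 3.46% of a library's counts, with a range of 2.21% to 9.79% over the libraries.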

All additional apricot results are reported in reference to the *Prunus persica* v2.0 genome.

The expression of the *DAM* genes, a tandem duplication of six genes that are well-known regulators of dormancy in peach, were examined. The six *DAM* genes were found to be misannotated in *Prunus persica* v2.0 genome, with exons from *DAM* 1–3 grouped together in a single gene model (**Supplementary Figure 1**). Therefore, we replaced the gene counts in this region using the *Prunus persica* whole genome assembly v1.0, where the *DAM* genes have been manually annotated (The International Peach Genome Initiative et al., 2013). 

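In the deposited counts the genes are listed as ppa018667m (DAM1), ppb017585m (DAM2), ppa010758m (DAM3), ppa011123m (DAM4), ppa010822m (DAM5) and ppa010714m (DAM6), and 0 of the replaced v2.0 gene models remained. They are tandem copies of each other, and the paper's text does not name how reads that fit several copies were counted, so the share of each copy is uncertain. At 100 chill hours in A660, DAM1 and DAM2 were the least abundant, at 2.16 ± 0.520 CPM (SD, n = 3) and 1.65 ± 0.313 CPM. DAM3 was at 31.7 ± 3.97 CPM and DAM4 at 265 ± 20.5 CPM, while DAM5 and DAM6 reached 544 ± 81.5 CPM and 725 ± 135 CPM in the same 3 libraries.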

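The early blooming genotypes A2137 and A1956 were compared with the late blooming genotypes A660 and A1267 at each time point, with 3 early and 4 late libraries at 0 chill hours, 4 and 6 at 100 and 400 chill hours, and 5 and 6 at 800 chill hours. With 2 genotypes in each phenotype, bloom time cannot be separated from other differences between the genotypes. At 0 chill hours the log2 fold changes (early against late) of DAM1 to DAM6 were all below 0, from -0.91 for DAM4 to -2.64 (SE 0.698, edgeR adjusted p = 0.113) for DAM2, and none passed the test after adjustment over all genes, although DESeq2's Wald test called DAM2 (adjusted p = 1.52e-04). At 100 chill hours DAM2 changed by -2.63 (SE 0.621, edgeR adjusted p = 0.00403), DAM3 by -1.58 (SE 0.432, edgeR adjusted p = 0.0139), DAM5 by -1.69 (SE 0.495, edgeR adjusted p = 0.0224) and DAM6 by -2.07 (SE 0.631, edgeR adjusted p = 0.0291). DAM1 (-0.33, SE 0.518, edgeR adjusted p = 0.774) and DAM4 (-1.37, SE 0.927, edgeR adjusted p = 0.410) did not pass the test at that time point. At 400 chill hours the change ranged from -1.82 (SE 0.553, edgeR adjusted p = 0.0119) for DAM1 to -3.55 (SE 0.687, edgeR adjusted p = 1.24e-04) for DAM6, and DAM5 changed by -3.40 (SE 0.545, edgeR adjusted p = 7.99e-06). Only DAM4 missed the threshold there, at -2.24 (SE 0.967, edgeR adjusted p = 0.0821), and DESeq2's Wald test called it (adjusted p = 0.0348). At 800 chill hours, when A2137 and A1956 were in flower, DAM6 changed by -4.14 (SE 0.719, edgeR adjusted p = 6.71e-06) and DAM5 by -2.27 (SE 0.502, edgeR adjusted p = 2.38e-04). DAM2, at -1.88 (SE 0.803, edgeR adjusted p = 0.0500), lay on the threshold, and its adjusted p was between 0.0532 and 0.0607 under the other settings tried. DAM3 changed by -0.97 (edgeR adjusted p = 0.0436), and with DESeq2's size factors in edgeR its adjusted p was 0.0527. 

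**Figure D1:**
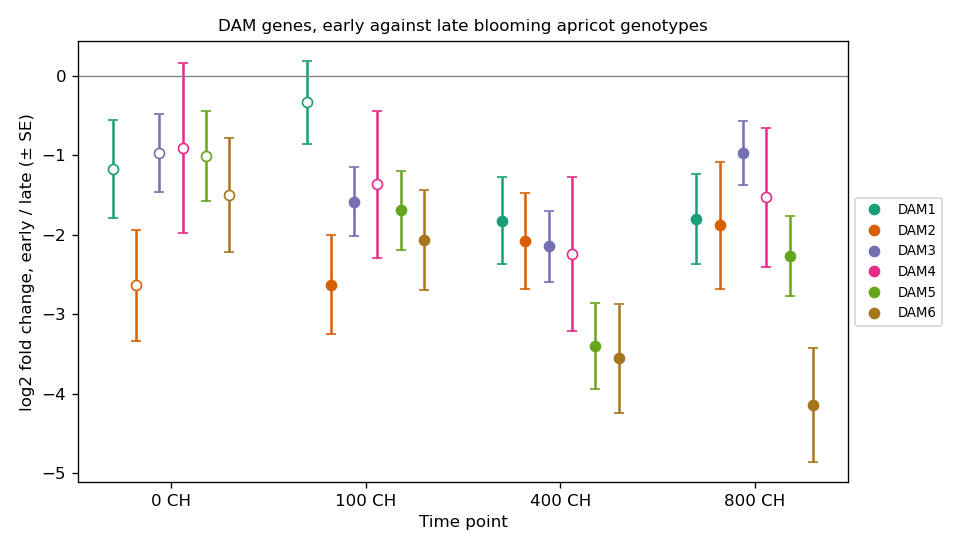
Log2 fold change of each DAM gene between the early (A2137, A1956) and late (A660, A1267) blooming apricot genotypes at 4 time points from 0 to 800 chill hours, with error bars of 1 SE; values below 0 are lower in the early blooming genotypes. Filled points have an edgeR adjusted p below 0.05 and open points do not; DAM6 falls from -1.50 at 0 to -4.14 at 800 chill hours.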

The six *DAM* genes had lower expression levels in the early blooming genotypes than in the late blooming genotypes throughout dormancy to bloom (**Figure 1**). *DAM1* to *DAM3* genes had relatively high expression levels at the beginning of chilling, and were downregulated as chill hours increased. 

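Within A660, which had 3 libraries at every time point, DAM1 changed by a log2 fold change of -0.28 (SE 0.378, edgeR adjusted p = 0.612) from 0 to 400 chill hours and by -1.84 (SE 0.430, edgeR adjusted p = 4.11e-04) from 0 to 800 chill hours. DAM2 in A660 changed by -1.28 (SE 0.420, edgeR adjusted p = 0.0158) from 0 to 400 chill hours, and at 800 chill hours it was at or under 3 counts in each of the 3 libraries. DAM3 changed by -0.79 (SE 0.200, edgeR adjusted p = 0.00201) and -2.28 (SE 0.214, edgeR adjusted p = 1.72e-11) over the same spans. In A1267, DAM1 changed by -1.83 (SE 0.418, edgeR adjusted p = 7.94e-04) and DAM2 by -2.96 (SE 0.512, edgeR adjusted p = 2.16e-05) between 400 and 800 chill hours. In A1956, neither DAM1 (-0.02, SE 0.509, edgeR adjusted p = 1) nor DAM2 (0.38, SE 0.614, edgeR adjusted p = 0.716) changed by more than the spread between libraries from 0 to 400 chill hours. The steps of A2137 and A1267 that start at 0 chill hours rest on a single library and carry no p-value.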

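From 100 to 400 chill hours, DAM1 went from 1.60 ± 0.30 CPM (SD, n = 3) to 3.09 ± 0.781 CPM (SD, n = 3) in A1267, a log2 fold change of 0.93 (SE 0.395, edgeR adjusted p = 0.0912). In the other late blooming genotype, A660, the change was 0.23 (SE 0.390, edgeR adjusted p = 0.733). With DESeq2's Wald test in place of edgeR's test, the step in A1267 had an adjusted p of 0.0371, the only step of DAM1 in these genotypes whose call depended on the setting. In the early blooming genotypes, DAM1 changed by -1.77 (SE 0.531, edgeR adjusted p = 0.00642) in A2137, with 2 libraries at each time point, and by -0.33 (SE 0.510, edgeR adjusted p = 0.855) in A1956.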

*DAM1* in the late blooming genotypes was increased at 400 chill hours, while *DAM1* expression was downregulated at 400 chill hours in early blooming genotypes (**Figure 1**). 

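In A660, DAM4 was at 144 ± 15.6 CPM (SD, n = 3) at 0 chill hours and at 265 ± 63.9 CPM (SD, n = 3) at 400 chill hours, and its step from 400 to 800 chill hours was a log2 fold change of -3.51 (SE 0.218, edgeR adjusted p = 3.33e-16). In A1267, DAM4 was at 225 CPM (n = 1) at 0 chill hours, 357 ± 31.6 CPM (SD, n = 3) at 100 and 425 ± 6.84 CPM (SD, n = 3) at 400 chill hours, followed by a step of -3.02 (SE 0.211, edgeR adjusted p = 2.26e-14). The change of DAM4 from 100 to 400 chill hours in A660 was 0.00 on the log2 scale, and its sign depended on the setting. DAM5 in A660 was at 421 ± 73.1 CPM (SD, n = 3) at 0 chill hours, and between 100 and 400 chill hours it changed by -1.79 (SE 0.215, edgeR adjusted p = 1.10e-07). DAM5 in A1267 went from 395 CPM (n = 1) at 0 and 495 ± 16.7 CPM (SD, n = 3) at 100 chill hours to 189 ± 28.7 CPM (SD, n = 3) at 400 chill hours, a step of -1.39 (SE 0.213, edgeR adjusted p = 6.74e-06) from 100 to 400 chill hours.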

Notably, *DAM4* and *DAM5* in the late blooming genotypes were highly expressed at the beginning of endodormancy, and downregulated after 100 chill hours (i.e. *DAM5*) or 400 chill hours (i.e. *DAM4*). 

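In A2137, DAM4 was at 7.93 CPM (n = 1) at 0 chill hours, 6.96 ± 1.75 CPM (SD, n = 2) at 100 and 3.59 ± 0.299 CPM (SD, n = 2) at 400 chill hours, with 1.59 ± 0.824 (SD, n = 3) CPM in the flowers collected at 800 chill hours. The step from 100 to 400 chill hours was a log2 fold change of -0.95 (SE 0.273, edgeR adjusted p = 0.00443). In the other early blooming genotype, A1956, DAM4 was at 128 ± 3.83 CPM (SD, n = 2) at 0 chill hours and 234 ± 1.64 CPM (SD, n = 2) at 100 chill hours.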

In the early blooming genotype A2137, the expression levels of *DAM4* had little change during dormancy. 

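From 100 to 400 chill hours DAM6 changed by a log2 fold change of -5.44 (SE 0.627, edgeR adjusted p = 4.01e-09) in A2137, -2.67 (SE 0.519, edgeR adjusted p = 0.00165) in A1956, -1.54 (SE 0.404, edgeR adjusted p = 0.00491) in A660 and -1.36 (SE 0.402, edgeR adjusted p = 0.0129) in A1267. In the late blooming genotypes it fell further from 400 to 800 chill hours, with changes of -4.86 (SE 0.482, edgeR adjusted p = 7.68e-11) in A660 and -3.52 (SE 0.443, edgeR adjusted p = 5.87e-08) in A1267. The step from 0 to 100 chill hours could be tested in A660 and A1956, where it was 0.04 (SE 0.394, edgeR adjusted p = 0.976) and -0.36 (SE 0.485, edgeR adjusted p = 0.680).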

*DAM6* expression levels were decreased consistently in all genotypes as chill hours accumulated. However, the four genotypes have different expression levels at 0 chill hour: the earliest blooming genotype A2137 had the lowest *DAM6* expression while the late blooming genotype A660 had the highest expression level (**Figure 1**). 

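At 0 chill hours DAM6 was at 94.3 CPM (n = 1) in A2137, 305 ± 29.5 CPM (SD, n = 2) in A1956, 545 CPM (n = 1) in A1267 and 705 ± 114 CPM (SD, n = 3) in A660. The 2 libraries of A1956 and the 3 of A660 did not overlap, while A2137 and A1267 had no replicate at this time point.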

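At 400 chill hours DAM6 was at 1.19 ± 1.30 CPM (SD, n = 2) in A2137 and 37.2 ± 4.66 CPM (SD, n = 2) in A1956, and at 800 chill hours it was at 8.94 ± 6.02 CPM (SD, n = 3) in A660 and 17.4 ± 0.798 CPM (SD, n = 3) in A1267. DAM5 was at 2.38 ± 0.396 CPM in A2137 and 30.6 ± 2.94 CPM in A1956 at 400 chill hours, against 10.3 ± 5.74 CPM in A660 and 14.3 ± 2.84 CPM in A1267 at 800 chill hours. DAM3 was at 2.74 ± 0.583 CPM, 10.5 ± 0.0496 CPM, 8.06 ± 3.31 CPM and 9.73 ± 2.87 CPM in the same 4 groups of libraries. DAM4 differed more: A1956 at 400 chill hours had 143 ± 9.42 CPM, whereas the late blooming genotypes at 800 chill hours had 23.2 ± 3.04 CPM and 52.5 ± 3.59 CPM.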

Overall, the expression of the six *DAM* genes were downregulated at 400 chill hours in the early blooming genotypes, while in the late blooming genotypes, they reached the same level at 800 chill hours (**Figure 1**). This suggests the expression level is correlated with the timing of growth resumption. 

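At the sepal visible stage DAM6 was at 1.04 ± 0.874 CPM (SD, n = 3) in A2137, 1.26 ± 0.733 CPM (SD, n = 3) in A660 and 1.30 ± 0.49 CPM (SD, n = 3) in A1267, and DAM5 was at 1.78 ± 0.290 CPM, 2.26 ± 0.223 CPM and 5.87 ± 0.974 CPM. DAM4 was at 21.0 ± 1.17 CPM in A660 and 18.7 ± 1.05 CPM in A1267 at the same stage. From the earlier decline in the early blooming genotypes, the paper proposes that the expression level is correlated with the timing of growth resumption.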

The *DAM* genes are highly expressed at the onset of dormancy followed by downregulation at bud break. This is consistent with previous studies that *DAM* genes are associated with dormancy regulation (Bielenberg et al., 2008; Li et al., 2009; Jiménez et al., 2010b). Similar gene expression profiles of *DAM5* and *DAM6* were observed in other apricot genotypes from the same year (Balogh et al., 2019). The difference of *DAM5* expression levels in different apricot genotypes at 400 chill hours was also seen in different peach genotypes (Leida et al., 2012c). However, our results for *DAM5* and *DAM6* expression levels differ from the findings of Li et al. (2009) who reported that *DAM5* and *DAM6* were upregulated until CR was met in peach (Li et al., 2009).

**Figure 1:**
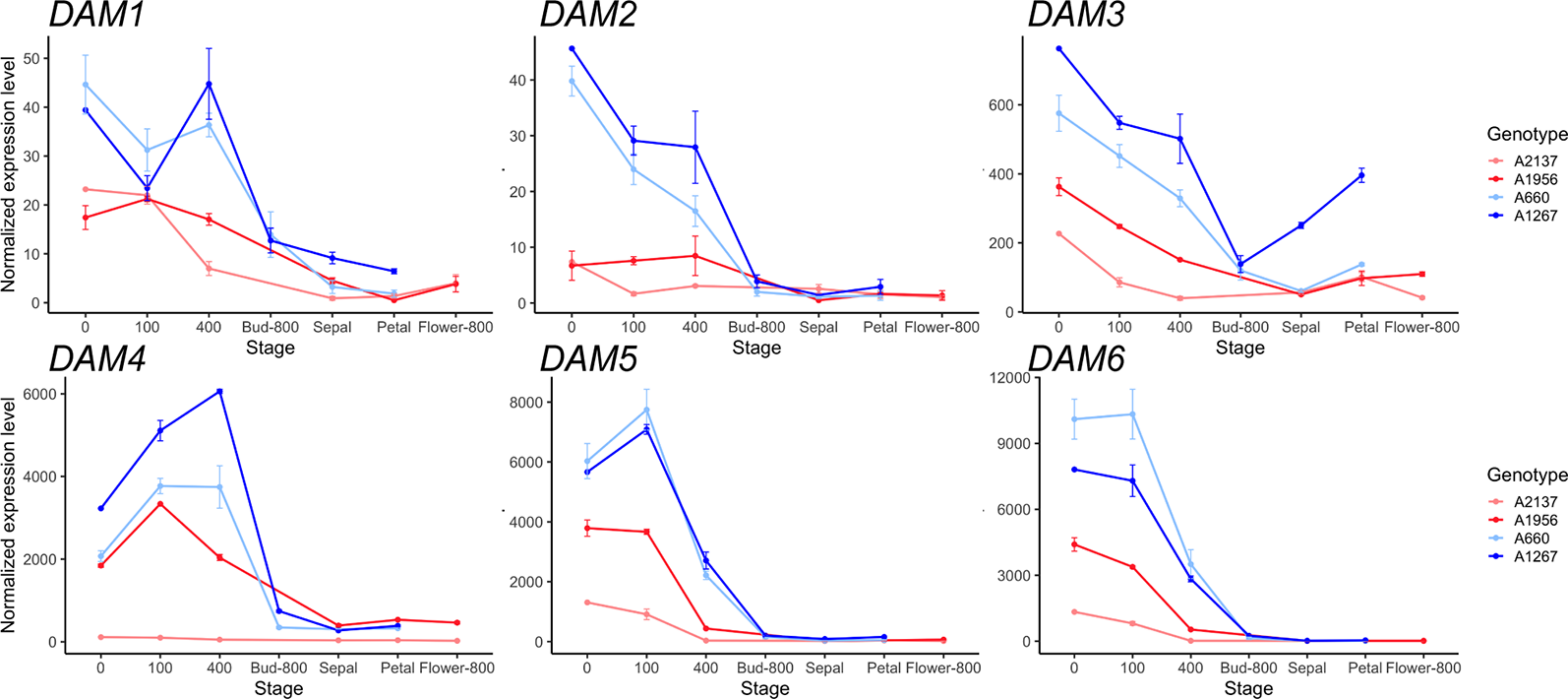
The expression of six *DAM* genes during dormancy through bud break in the four apricot genotypes. Top: *DAM1* to *DAM3*, Bottom: *DAM4* to *DAM6*. Two red lines represent early blooming genotypes, two blue lines represent late blooming genotypes (mean ± SE). Biological replicates range from 1 to 3 for each genotype and time point (**Supplementary Tables 1** and **2**).

### Transcriptome Profiles Clustered by Bud Developmental Stages, Regardless of Chill Hours

To evaluate the overall transcriptomes of four apricot genotypes, the sample distances were represented using a principal component analysis (PCA). 

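The PCA was computed on the regularized log values (DESeq2) of the 500 genes with the highest variance over the 60 apricot libraries, since the paper's text does not name the number of genes. The first PC held 75.1% of the variance (jackknife SE 6.50), the second 11.6% (jackknife SE 3.45) and the third 4.67%. Using all 25960 genes with a count gave 48.4% for the first and 9.38% for the second PC.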

The first two PCs represented the two largest variances in the gene expression profiles, which explain 78% and 10% of the variance for the first and second PCs, respectively. The 60 transcriptome profiles were clearly separated into five groups (**Figure 2A**) correlated with developmental stages. 

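The 28 endodormant libraries lay from -52.6 to -27.8 on PC1 and from 6.76 to 12.8 on PC2. The 11 sepal visible libraries lay from -3.18 to 51.2 on PC1 and from -50.6 to -23.5 on PC2, and the 11 petal visible libraries from 56.7 to 103 and from 10.2 to 20.1. The 5 flower libraries spread over PC1, with a mean of 8.97 ± 5.14 (SD, n = 3) in A2137 and 93.3 ± 2.60 (SD, n = 2) in A1956, while on PC2 they lay from 15.0 to 22.6.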

As CR has not been measured for the four apricot genotypes, the endodormant and ecodormant developmental stages were unknown at the time of collection. However, the PCA plot reveals one main cluster of most dormant bud samples (cluster 1) and a smaller set of dormant bud samples in a separate cluster (cluster 2). Cluster 2 is formed of samples of the earliest blooming genotype (A2137) at 400 hours and one of the later blooming genotypes (A660) at 800 hours. 

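On PC1 the 5 libraries of cluster 2 lay from -40.1 to -26.6, overlapping cluster 1, so the separation was along PC2. On PC2 the 2 libraries of A2137 at 400 chill hours lay at -36.3 and -31.8, and those of A660 at 800 chill hours at -39.5, -34.1 and -3.67, the last of them being replicate 3.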

Both the timing and comparison to bloom date data suggest this cluster represents ecodormancy, i.e., as these two genotypes have different bloom dates, the early blooming genotype moved into ecodormancy earlier than the late blooming genotype. Likely, the ecodormant stage was not captured in the other two genotypes. 

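A1956 at 400 chill hours had a mean PC2 of 9.30 ± 0.351 (SD, n = 2) and was in flower at 800 chill hours. A1267 had a mean PC2 of 10.4 ± 2.35 (SD, n = 3) at 400 chill hours and 8.91 ± 1.58 (SD, n = 3) at 800 chill hours. From the timing and the bloom dates, the paper proposes that cluster 2 represents ecodormancy.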

Although it is difficult to distinguish endodormancy and ecodormancy physically from the buds, the gene expression profiles indicated that the trees were progressing towards the same developmental stages but at different rates. From here on the five PCA clusters will be referred to by these development time points: 1- endodormancy, 2- ecodormancy, 3- sepal visible, 4- petal visible, and 5- flower.

**Figure 2:**
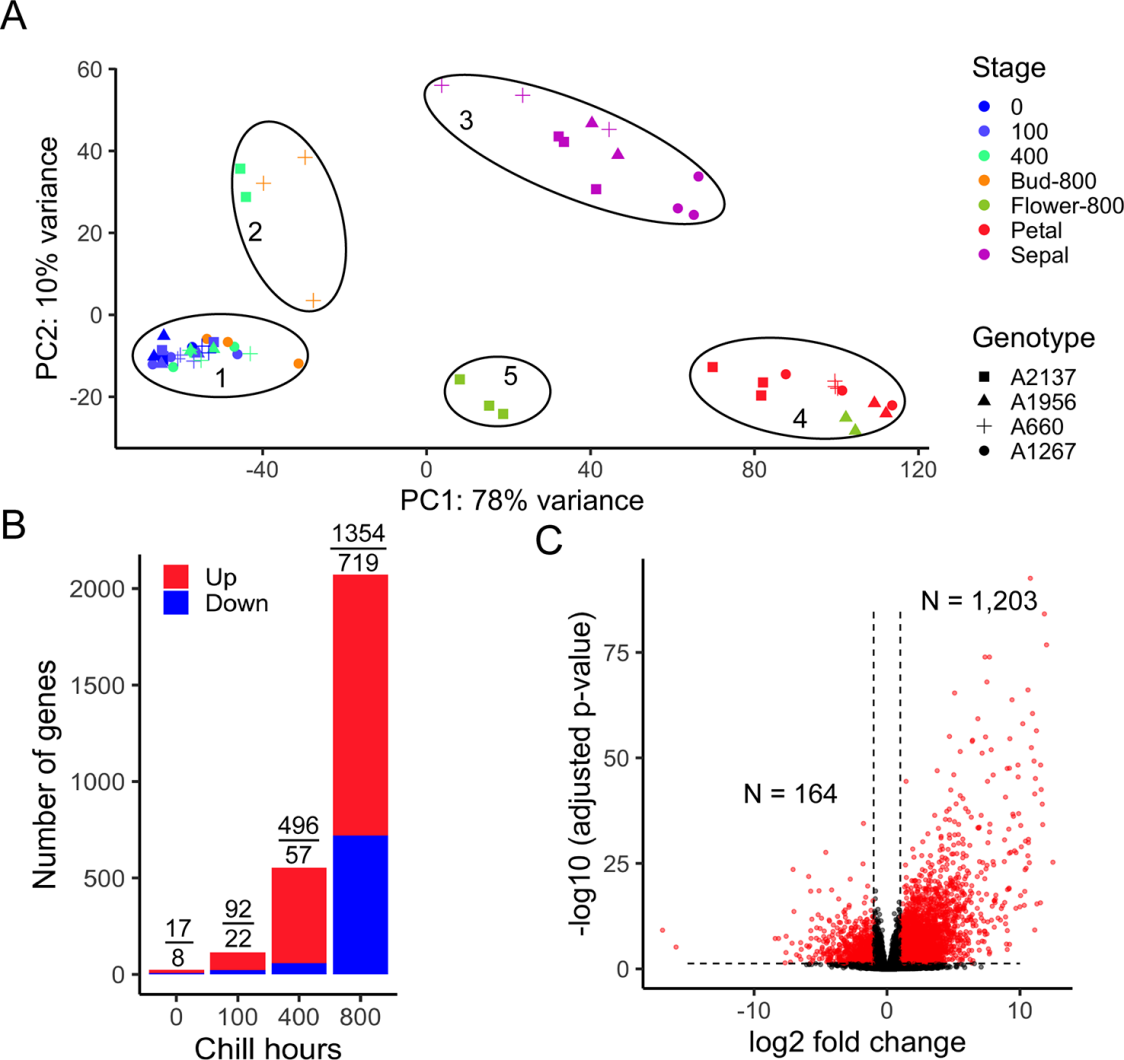
Transcriptome variances distinguish endodormancy and ecodormancy. **(A)** A principal component analysis (PCA) of samples by transcriptome profile in apricot. PC1 and PC2 represent the first two largest sample variances from overall gene expression. The samples were clustered into five groups. 1: endodormancy, 2: ecodormancy, 3: sepal, 4: petal, 5: flower. Biological replicates ranged from 1 to 3 for each genotype and time point (**Supplementary Tables 1** and **2**). **(B)** The number of DEGs between early blooming and late blooming genotypes at 0, 100, 400, and 800 chill hours, with red and blue bars representing the number of upregulated and downregulated genes, respectively. Numbers of DEGs upregulated and downregulated are displayed above the bars. **(C)** Volcano plot of DEGs (red) and non-DEGs (black) (|log2 fold change| > 1, adjusted p-value < 0.05) with 1,203 genes upregulated and 164 genes downregulated at ecodormancy compared to endodormancy.

To understand the phenotypic effect on dormancy transition between early and late blooming phenotypes, we compared the gene expression of early blooming trees and late blooming trees at each of three time points. After experiencing 0, 100, and 400 chill hours, we found 25, 114, and 553 genes, respectively, were differentially expressed between the two phenotypes (**Figure 2B** and **Supplementary Tables 3–5**), suggesting relatively small differences in the transcriptome profiles at the earliest sampling times. However, at 800 chill hours, early blooming genotypes had passed the bud break stage, while the late blooming genotypes were still in dormancy. 

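In the model of all 60 libraries grouped by phenotype and time point, 21778 genes were tested. At 0 chill hours 14 genes differed between 3 early and 4 late blooming libraries, 13 of them higher in the early blooming genotypes. At 100 chill hours 176 genes differed between 4 and 6 libraries (152 higher, 24 lower), and at 400 chill hours 972 (884 higher, 88 lower). DESeq2's Wald test against a 2-fold change came near the paper's counts, with 25 genes at 0 chill hours (17 higher, 8 lower) and 646 over the 3 time points together. Testing against no change and requiring a 2-fold change afterwards gave 47, 1070 and 3015 genes, and contrasts of genotype means gave 154 at 0 chill hours and 666 at 100 (355 higher, 311 lower). With the compared libraries alone in the fit the counts were 5, 12 and 25. In such fits A1267 and A2137 against the other genotypes gave more genes, 179 at 100 and 52 at 400 chill hours. Each phenotype has only 2 genotypes, so these counts do not separate bloom time from other differences between the genotypes. Of the 550 tested genes that the paper's Supplementary Table 5 lists, 539 were called here and 550 changed in the same direction. Of the 114 genes in Supplementary Table 4, 98 were called and 114 had the same direction, and of the 33 in Supplementary Table 3, 11 were called and 27 had the same direction.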

At this point, the expression of 2,073 (1,354 upregulated and 719 downregulated) genes significantly changed (**Figure 2B**). However, since different genotypes progressed developmentally at different rates, comparing genotypes at the same time point does not yield information on the developmental stages of dormancy. 

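At 800 chill hours 5 flower libraries of the early blooming genotypes were compared with 6 bud libraries of the late blooming genotypes, and 2972 genes differed, with 1860 higher and 1112 lower in the early blooming genotypes. With the compared libraries alone in the fit, 1648 genes differed.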

To investigate further, we compared the expression of genes between endodormancy and ecodormancy stages based on the PCA clusters (regardless of the date of sampling) by contrasting the 28 samples in endodormancy and five samples in ecodormancy. In total, 1,367 out of 26,872 genes were significantly differentially expressed with the cutoff for false discovery rate < 0.05 and an absolute fold change > 2 (|log***_2_***FC| > 1). This analysis yielded 1,203 genes that were upregulated and 164 genes that were downregulated at the ecodormancy stage (**Figure 2C**).

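The 5 ecodormant libraries, 2 of A2137 at 400 chill hours and 3 of A660 at 800 chill hours, were compared with the 28 endodormant libraries in a model of all 60 libraries grouped by stage. The endodormant libraries also include A1956 and A1267, which have no ecodormant library. Changes between the stages therefore also carry differences between genotypes. Of 21337 genes tested, 1762 were DEGs. The authors formed both groups from a PCA of the same libraries, so the groups were not independent of the expression values tested. Testing against no change and requiring a 2-fold change afterwards moved the count most, to 3755. The count was 857 when A2137 alone was compared (400 against 0 and 100 chill hours) and 1163 when A660 alone was compared (800 against the earlier time points), each in a fit of the compared libraries. In a fit of all 60 libraries in groups by genotype and time point the same comparisons gave 2148 and 3403. In 586 of the genes tested every ecodormant library lay outside the range of the endodormant libraries, which a random order of the libraries gives for 8.43e-04% of genes. Of these genes, 401 were DEGs.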

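Of the DEGs, 1531 were higher and 231 lower at ecodormancy. Among those whose libraries did not overlap between the stages, gamete expressed protein 1 (Prupe.1G133700) rose most, by a log2 fold change of 12.34 (SE 0.636, edgeR adjusted p = 3.25e-23), followed by Prupe.3G183000 with 11.93 (SE 0.491, edgeR adjusted p = 1.19e-27). Prupe.3G183000 was at 738 ± 436 CPM (SD, n = 5) at ecodormancy and 0.188 ± 0.208 CPM (SD, n = 28) at endodormancy. Prupe.7G087200 and Prupe.7G087300 fell most, with changes of -7.01 (SE 0.960, edgeR adjusted p = 1.69e-07) and -6.92 (SE 0.999, edgeR adjusted p = 6.70e-07). Prupe.7G087200 went from 92.7 ± 65.3 CPM (SD, n = 28) to 0.665 ± 0.268 CPM (SD, n = 5).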

To identify the functions and biological pathways that the DEGs are involved in, GO enrichment analysis was applied. The 1,367 genes differentially expressed between endodormancy and ecodormancy were analyzed by AgriGO v2.0 (Tian et al., 2017), yielding significant GO terms (FDR < 0.05) involved in pathways such as oxidation reduction (GO:0055114, FDR = 0.00075), carbohydrate metabolic process (GO:0005975, FDR = 0.0057), and hydrolase activity (GO:0016787, FDR = 0.014) (**Table 3**). 

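Over 0, 100 and 400 chill hours together, 1104 genes differed between the early and late blooming apricot genotypes, of which 46 did so at both 100 and 400 chill hours and 11 at all 3 time points. Supplementary Tables 3 to 5 of the paper list 642 genes, and 622 of these were among the genes called here. The test against no change with a 2-fold change required afterwards gave 3700 genes, and the compared libraries alone in the fit gave 35. Of the genes called at 400 chill hours, 575 were also DEGs between ecodormancy and endodormancy, all in the same direction, and A2137 at 400 chill hours entered both comparisons. GO terms were not analysed here.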

The GO enrichment analysis of 640 DEGs between early and late blooming genotypes at the 0, 100, and 400 chill hours indicated enrichment of GO terms related to cell wall metabolism (GO:0044036, FDR= 0.00089) and chitin metabolic process (GO:0006030, FDR = 0.00089) (**Table 4**). Our results indicate both oxidative stress and cell wall modification are important during the period of CR acquisition during endodormancy. Changes in cell wall structure and components are critical for the processes of growth and stress resistance (Zwiazek, 1991), and previous studies have shown the increase of cell wall formation and reactive oxygen species (ROS) signaling (Jian et al., 1997; Considine and Foyer, 2014) during bud dormancy. Chitinases were reported to be associated with protection against freezing and promote cell wall biosynthesis during dormancy in white spruce (González et al., 2015).

**Table 3:** Significantly enriched (FDR > 0.05) GO terms of DEGs comparing endodormancy and ecodormancy.

GO term	Category	Functional description	Number in DEGs	Number in genome	FDR
GO:0055114	P	Oxidation reduction	107	1195	0.00075
GO:0005975	P	Carbohydrate metabolic process	58	591	0.0057
GO:0004180	F	Carboxypeptidase activity	13	44	0.00012
GO:0004185	F	Serine-type carboxypeptidase activity	13	42	0.00012
GO:0070008	F	Serine-type exopeptidase activity	13	48	0.00018
GO:0016491	F	Oxidoreductase activity	118	1344	0.00018
GO:0008236	F	Serine-type peptidase activity	24	161	0.0007
GO:0017171	F	Serine hydrolase activity	24	161	0.0007
GO:0004553	F	Hydrolase activity, hydrolyzing O-glycosyl compounds	43	377	0.0007
GO:0008238	F	Exopeptidase activity	13	59	0.0011
GO:0016798	F	Hydrolase activity, acting on glycosyl bonds	43	396	0.0013
GO:0005506	F	Iron ion binding	44	423	0.0027
GO:0020037	F	Heme binding	40	385	0.0051
GO:0046906	F	Tetrapyrrole binding	40	386	0.0051
GO:0009055	F	Electron carrier activity	18	129	0.011
GO:0016787	F	Hydrolase activity	144	1945	0.014
GO:0016651	F	Oxidoreductase activity, acting on NADH or NADPH	8	34	0.016
GO:0016705	F	Oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen	33	323	0.018
GO:0016209	F	Antioxidant activity	15	106	0.023
GO:0070011	F	Peptidase activity, acting on L-amino acid peptides	43	467	0.024
GO:0003824	F	Catalytic activity	412	6346	0.04
GO:0008233	F	Peptidase activity	43	485	0.045

P. biological processes, F. molecular functions.

**Table 4:** Significantly enriched GO terms of DEGs comparing early blooming and late blooming genotypes in endodormancy time points (0, 100 and 400 chill hours).

GO term	Category	Functional description	Number in DEGs	Number in genome	FDR
GO:0044036	P	Cell wall macromolecule metabolic process	6	20	0.00018
GO:0016998	P	Cell wall macromolecule catabolic process	6	19	0.00018
GO:0006030	P	Chitin metabolic process	5	13	0.00018
GO:0006032	P	Chitin catabolic process	5	13	0.00018
GO:0006026	P	Aminoglycan catabolic process	5	13	0.00018
GO:0006022	P	Aminoglycan metabolic process	5	17	0.00066
GO:0000272	P	Polysaccharide catabolic process	5	22	0.0022
GO:0071554	P	Cell wall organization or biogenesis	10	104	0.0032
GO:0005976	P	Polysaccharide metabolic process	8	91	0.02
GO:0005975	P	Carbohydrate metabolic process	27	591	0.024
GO:0004568	F	Chitinase activity	5	13	0.00082
GO:0004553	F	Hydrolase activity, hydrolyzing O-glycosyl compounds	23	377	0.0033
GO:0016798	F	Hydrolase activity, acting on glycosyl bonds	24	396	0.0033
GO:0016787	F	Hydrolase activity	75	1945	0.011
GO:0008236	F	Serine-type peptidase activity	12	161	0.011
GO:0017171	F	Serine hydrolase activity	12	161	0.011
GO:0003824	F	Catalytic activity	207	6346	0.014
GO:0016684	F	Oxidoreductase activity, acting on peroxide as acceptor	8	95	0.023
GO:0004601	F	Peroxidase activity	8	95	0.023
GO:0070001	F	Aspartic-type peptidase activity	7	84	0.027
GO:0016747	F	Transferase activity, transferring acyl groups other than amino-acyl groups	12	198	0.027
GO:0016209	F	Antioxidant activity	8	106	0.027
GO:0004190	F	Aspartic-type endopeptidase activity	7	84	0.027
GO:0004180	F	Carboxypeptidase activity	5	44	0.027
GO:0004185	F	Serine-type carboxypeptidase activity	5	42	0.027
GO:0004175	F	Endopeptidase activity	14	258	0.03
GO:0070008	F	Serine-type exopeptidase activity	5	48	0.031
GO:0016746	F	Transferase activity, transferring acyl groups	13	237	0.032
GO:0004252	F	Serine-type endopeptidase activity	7	97	0.045

P. biological processes, F. molecular functions.

### Co-Expression Analysis Identified Endodormancy and Ecodormancy Related Genes

Co-expression clustering was performed to provide better insight into coordinated gene expression modules that contribute to the endodormancy to ecodormancy transition. 25,960 genes detected by RNA-seq were clustered into 23 co-expression modules based on the TOMsimilarity algorithm in the WGCNA R package (Langfelder and Horvath, 2008). Module size ranged from 126 genes (ME22) to 5,967 genes (ME1) (**Figure 3B**). Module-factor relationship analysis correlated the expression level of the modules to the five developmental stages. Higher correlation p-values of a module at a particular stage indicate the genes in that module have higher expression at that stage. According to the module-factor relationship, we identified two modules, module 2 (ME2) and module 15 (ME15) most correlated to dormancy stages (**Figure 3A**). Module 2 is the most positively related to endodormancy and contains 2,350 genes that are expressed highly at the endodormancy stage (**Figures 3A, C** and **Supplementary Table 6**). 

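The readable part of Supplementary Table 6 lists 1996 genes of ME2, and their eigengene was recomputed as the first principal component of standardized log2 values of normalized counts, which held 56.2% of their variance. Over the 60 libraries its correlation with a vector of 1 for endodormancy and 0 otherwise was 0.922 (Pearson, jackknife SE 0.0191) and 0.864 (Spearman), each with a permutation p of 1e-05, the smallest that 100000 permutations can give, and the same after adjustment over both modules. Without the 2 libraries farthest from the median, both of the petal visible stage, r was 0.922. The eigengene lay between 0.0832 and 0.176 in the 28 endodormant libraries and between -0.189 and 0.0339 in the others, so the correlation is a difference between separate groups and not a graded relation. The authors chose these genes and stages from the same libraries.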

GO network by BiNGO (Maere et al., 2005) associates the genes in module 2 with biological regulation, stress response, reproduction including embryonic development and cell cycle, metabolic process, and chromatin modification (**Figure 3D** and **Supplementary Table 7**). Module 15 is the most related to ecodormancy (**Figures 3A, C**) and the GO network of the 422 genes in the module indicates that they are associated with hormone biosynthesis including ABA catabolism and secondary metabolism such as terpenoid and isoprenoid catabolic process, as well as flower development such as pollen exine formation, sporopollenin biosynthesis, and anatomical structure morphogenesis (**Figure 3E** and **Supplementary Tables 8** and **9**). 

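The eigengene of the 422 genes listed for ME15 held 43.8% of their variance and correlated with a vector for ecodormancy at 0.871 (Pearson, jackknife SE 0.0877) and 0.479 (Spearman) over 60 libraries, with permutation p-values of 1e-05, again the smallest possible. It was 0.557 and 0.574 in the libraries of A2137 at 400 chill hours, and without these 2, which lay farthest from the median, r was 0.807. In A660 at 800 chill hours it was 0.322, 0.367 and 0.0439 for replicates 1, 2 and 3, and no library of another stage exceeded 0.0422.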

The co-expression network patterns indicated that the genes related to pollen and flower development are activated at ecodormancy, suggesting an increase in development of reproductive tissues in the bud at ecodormancy after the CRs are fulfilled.

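Of the ME15 genes, 199 were tested between the stages and 133 were DEGs, all higher at ecodormancy, with a median log2 fold change of 2.80 over the tested genes. This direction follows from how the module was chosen. Of 1974 ME2 genes tested, 155 were DEGs, 74 higher and 81 lower at ecodormancy, with a median of -0.33. From the co-expression patterns, the paper proposes that reproductive tissues in the bud develop further at ecodormancy.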

**Figure 3:**
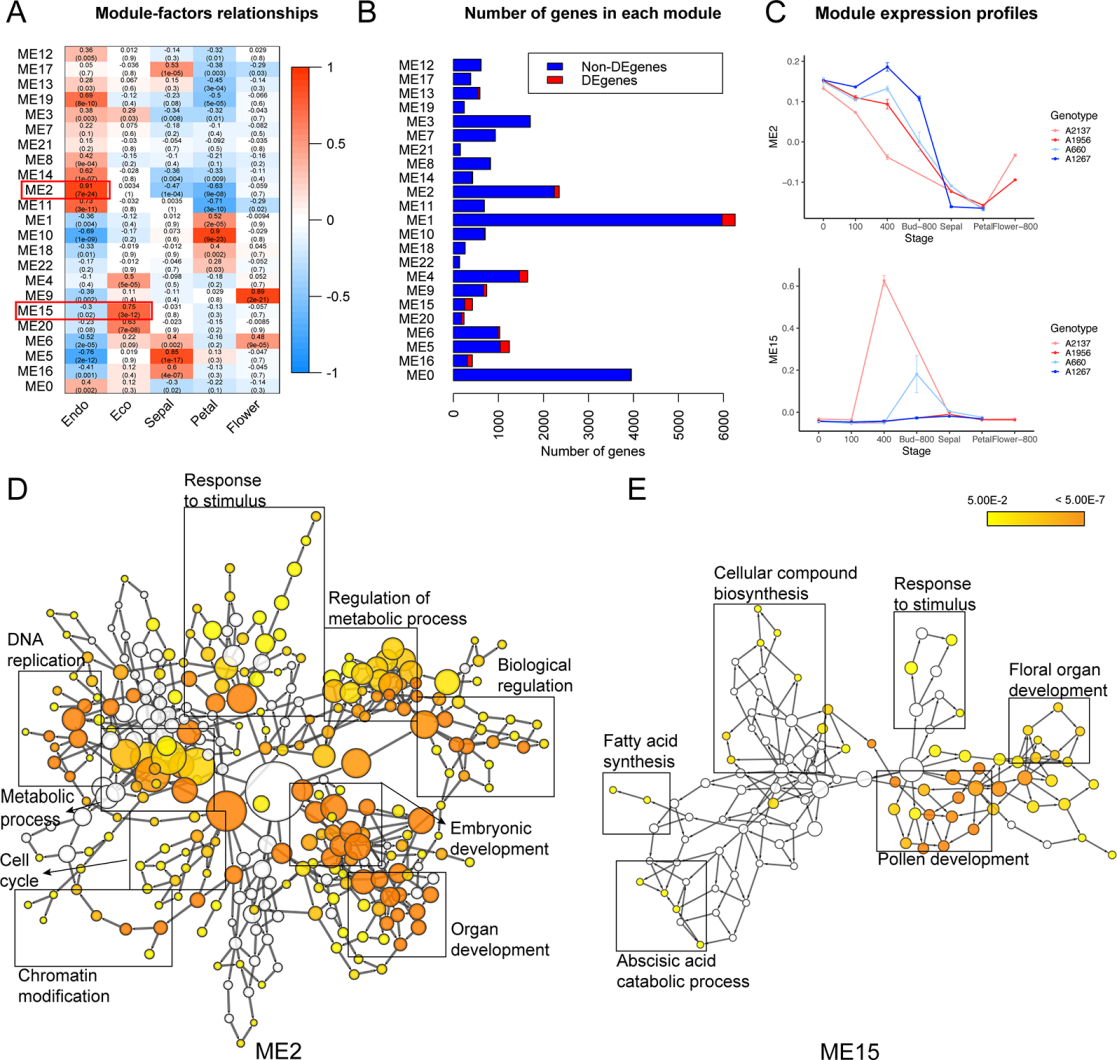
Co-expression modules detected genes induced at endodormancy and ecodormancy. **(A)** The module-factor relationships between modules and developmental stages. **(B)** The number of differentially expressed genes (DEGs) and non-DEGs in each module. **(C)** The expression profiles of ME2 (top) and ME15 (bottom) eigengenes in four apricot genotypes (mean ± SE). The eigengene represents all genes in the module as a single normalized expression pattern. **(D)** The enriched GO network for ME2 genes, and **(E)** the enriched network for ME15 genes. Nodes represent individual GO terms, and node color indicates the *p*-value. General GO categories for the nodes are labeled here with boxes. The individually labeled node networks are available in **Supplementary Figures 4** and **5**. Detailed descriptions of nodes and their *p*-values are in **Supplementary Tables 7** and **9**.

### Validation of RNAseq by qPCR

To validate our transcriptomic analysis, we performed a reverse transcription qPCR (RT-qPCR) experiment using floral bud RNAs from three early blooming apricot genotypes: A2137, A1956, and A2312. We aimed to validate the RNASeq using the same RNA samples for two of the genotypes (A2137 and A1956), and a previously unexamined early blooming genotype (A2312). A2312 had not previously been analyzed by RNASeq, however, bud samples were collected at the same time points and from the same orchard as the other genotypes. As samples at the 0 chill hour and 100 chill hours were very similar in expression pattern in the previous RNASeq analysis, we chose samples from 100, 400, and 800 chill hours as well as sepal stage for the RT-qPCR validation (**Supplementary Table 2**). The five DEGs with the highest fold change between endodormancy and ecodormancy stage were selected. 

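Between endodormancy (28 libraries) and ecodormancy (5 libraries), the male sterility gene MS2 (Prupe.7G084900) rose from 0.141 ± 0.168 CPM (SD, n = 28) to 499 ± 348 CPM (SD, n = 5), a log2 fold change of 11.76 (SE 0.419, edgeR adjusted p = 3.01e-30). LAP6 (Prupe.2G122600) rose from 0.219 ± 0.174 CPM (SD, n = 28) to 418 ± 328 CPM (SD, n = 5), a change of 10.92 (SE 0.534, edgeR adjusted p = 3.50e-24). GSTF13 (Prupe.5G014900) was at or under 3 counts in every endodormant library and at 11.9 ± 7.77 CPM (SD, n = 5) at ecodormancy, at least 33.7-fold higher (edgeR adjusted p = 4.22e-19). LEA (Prupe.1G104900) fell from 625 ± 661 CPM (SD, n = 28) to 10.2 ± 3.99 CPM (SD, n = 5), a change of -5.94 (SE 0.919, edgeR adjusted p = 3.40e-06), and DAM6 (ppa010714m) changed by -5.85 (SE 0.926, edgeR adjusted p = 5.69e-06). All 5 kept their direction and their call under each setting tried.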

Prupe.7G084900 is a fatty acyl-CoA reductase, which is associated with male sterility and is involved in oxidoreductase activity and pollen exine formation (Chen et al., 2011). Prupe.2G122600 encodes a member of the chalcone and stilbene synthase family that most closely matches the *Arabidopsis thaliana* gene less adhesive pollen 6 (*LAP6*, AT1G02050), involved in tapetosome development and pollen viability [The Arabidopsis Information Resource (TAIR); Dobritsa et al., 2010; Wang et al., 2018]. Prupe.5G014900 is a glutathione S-transferase, many of which provide cellular detoxification and have been profiled in stress response in many plant species (Seppänen et al., 2000; Anderson and Davis, 2004; Jain et al., 2010). Prupe.1G104900 is a late embryogenesis abundant protein (LEA), a family known to be involved in cold and drought stress response (Pedrosa et al., 2015) and previously profiled in dormant apricot (Yamane et al., 2006) and oak buds (Ueno et al., 2013). The final RT-qPCR gene was *DAM6* (ppa010714m) discussed above.

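In the RNA-seq libraries of A2137, LEA (Prupe.1G104900) was at 109 ± 2.29 CPM (SD, n = 2) at 100 chill hours, 6.35 ± 1.39 CPM (SD, n = 2) at 400 chill hours and 4.56 ± 0.805 CPM (SD, n = 3) at the sepal visible stage. In A1956 it was at 561 ± 41.3 CPM (SD, n = 2), 487 ± 38 CPM (SD, n = 2) and 4.90 ± 0.410 CPM (SD, n = 2) at the same time points, so A1956 fell only after 400 chill hours. GSTF13 (Prupe.5G014900) reached 11.7 ± 0.0537 CPM (SD, n = 2) in A2137 at 400 chill hours and stayed at 8.03 ± 2.33 CPM (SD, n = 3) at the sepal visible stage. In A1956 it was at or under 3 counts up to 400 chill hours and at 8.98 ± 1.62 CPM (SD, n = 2) at the sepal visible stage. The RT-qPCR values and the genotype A2312 were not analysed here.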

The RT-qPCR analysis of the five genes all matched the RNASeq results in the two previously sequenced genotypes. The expression pattern for A2312, the newly examined genotype, was similar to the other two early blooming genotypes, confirming the replicability of these results (**Figure 4**). 

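DAM6 (ppa010714m) in the RNA-seq libraries of A2137 was at 0.815 ± 0.214 CPM (SD, n = 3) at the petal visible stage and 0.517 ± 0.156 CPM (SD, n = 3) in flower at 800 chill hours. In A1956 it was at 0.808 ± 0.327 CPM (SD, n = 2) at the sepal visible stage, 1.000 ± 0.937 CPM (SD, n = 2) at the petal visible stage and 1.28 ± 1.46 CPM (SD, n = 2) in flower.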

For all three genotypes, the *DAM6* gene was reduced in expression as chill hours accumulated until the release of dormancy at the sepal stage. The expression level of *DAM6* in the genotype A2137, the earliest blooming tree, was already lower at 100 chill hours than that in the other two genotypes. 

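At 100 chill hours DAM6 was at 57.2 ± 8.42 CPM (SD, n = 2) in A2137 and 237 ± 3.97 CPM (SD, n = 2) in A1956 in the RNA-seq libraries, a difference larger than the spread of either pair.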

Two of the genes, jojoba acyl CoA reductase-related male sterility protein (Prupe.7G084900) and chalcone and stilbene synthase (Prupe.2G122600), were only induced at the ecodormancy stage in a single genotype, A2137.

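In A2137 at 400 chill hours MS2 was at 826 ± 94.3 CPM (SD, n = 2) and LAP6 at 751 ± 3.59 CPM (SD, n = 2). At the sepal visible stage of A2137 they were at 0.416 ± 0.0846 CPM (SD, n = 3) and 0.347 ± 0.126 CPM (SD, n = 3). In A1956 at 400 chill hours MS2 was at 0.111 ± 0.0605 CPM (SD, n = 2) and LAP6 at 0.0383 ± 0.0542 CPM (SD, n = 2). The late blooming genotype A660, not assayed by RT-qPCR, had 280.4 ± 242 CPM (SD, n = 3) of MS2 and 196 ± 176 CPM (SD, n = 3) of LAP6 at 800 chill hours, with 7.79 and 14.6 CPM in the lowest library. In every other apricot group the mean stayed at or under 2.28 CPM for MS2 and 9.79 CPM for LAP6. Figure 4 prints another identifier for LAP6, Prupe.1G122600, which changed by a log2 fold change of -0.40 (SE 0.163, edgeR adjusted p = 1) between the stages.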

**Figure 4:**
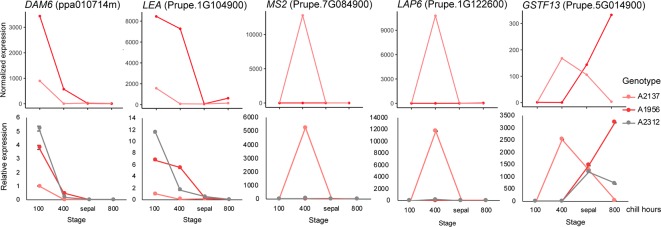
Validation of differentially expressed genes (DEGs) with RT-qPCR. The expression pattern of DEGs in the RNA-seq (top) matched the qPCR (bottom) results. Pink: A2137 (Bakour); red: A1956 (Palsteyn); grey: A2312 (Flamingold). *DAM6*, DORMANCY-ASSOCIATED MADS-box gene 6; *LEA*, Late embryogenesis abundant protein gene; *MS2*, Jojoba acyl CoA reductase-related male sterility gene; *LAP6*, Chalcone and stilbene synthase; *GSTF13*, Glutathione S-transferase family gene. One RNA sample from each genotype at each time point was assayed with three technical replicates.

### Expression Patterns in Peach Buds Were Similar to Apricot During Dormancy Transition

To confirm the transferability of these results to peach, a similar transcriptome profiling experiment was performed using a set of F_2_ peach trees with different CRs. Four genotypes were selected with low CR and high CR: two genotypes with 300 hours CR (A209 and A340; low CR) and two genotypes with 850 hours and 1,100 hours of CR (A318 and A323, respectively; high CR) (Fan et al., 2010; Zhebentyayeva et al., 2014). Floral buds from the low CR genotypes were collected at 0, 100, 600 chill hours, and pre-bloom, while the high CR genotypes were collected with an additional time point, 1,000 chill hours. Based on imaging of dissected buds, (**Supplementary Figure 6**), the carpels from low CR buds were more mature than those from high CR buds at 600 chill hours while the high CR buds developed similar carpal sizes at 1,000 chill hours (**Supplementary Figure 6**). This result suggests tissue differentiation and development proceeds at different rates based on CR with significant floral development activated at ecodormancy. This agrees with previous reports of cell division and differentiation in anthers during winter dormancy, with microsporogenesis beginning after reaching CR in apricot (Julian et al., 2011).

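For peach the authors deposited raw counts on the same 26872 genes in 69 libraries, counted after reads from rRNA had been removed. The low chill genotypes A209 and A340 had 4 libraries at each of 0, 100 and 600 chill hours and pre-bloom, and the high chill genotypes A318 and A323 had 3 or 4 at each of the same time points and at 1000 chill hours. The labels give A323 4 libraries at 100 and 3 at 600 chill hours, while Supplementary Table 2 of the paper gives 3 and 4. The labels were used, and a library of A323 placed at the wrong time point is not excluded. Total counts ran from 494799 to 26858662 per library, with a median of 9692141, and 9 libraries lay under 2423035.2 counts (the median divided by 4), 5 of them at 1000 chill hours and 3 at pre-bloom. The smallest level that 3 counts can show was 0.112 to 6.06 CPM. Models, filter and tests were those of the apricot libraries, fitted to the 69 peach libraries grouped by phenotype and time point or by genotype and time point. The share of rRNA in a library is not in the counts and was not analysed here. 

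**Figure D2:**
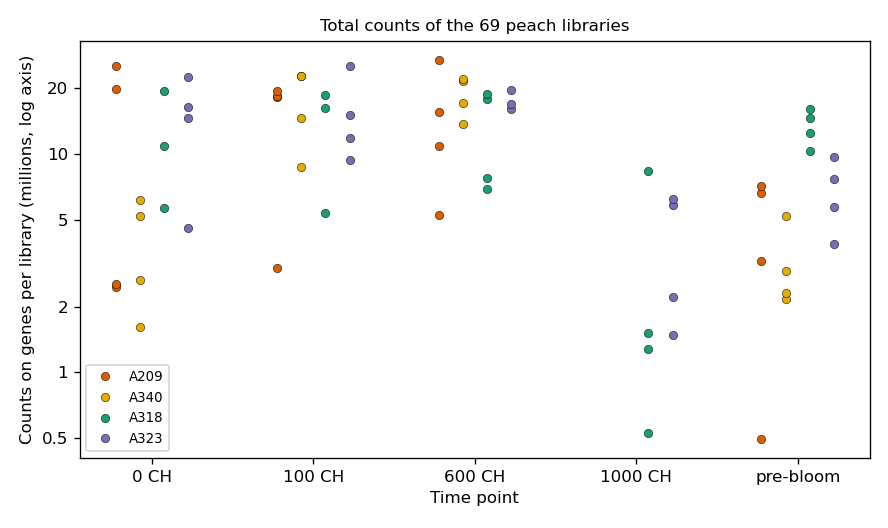
Total counts on genes of each of the 69 peach libraries, on a log axis, by time point and genotype; each point is a library. The libraries at 1000 chill hours have a median of 1859839.5 counts and those at 600 chill hours 16882795.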

To examine the changes in transcriptome profiles at sample time points in these peach floral buds, RNASeq analysis was conducted with 69 peach libraries using a similar experimental approach to that of the apricot. Unlike the apricot data, significant ribosomal RNA (rRNA) contamination was identified in more than 50% of the libraries (**Supplementary Figure 7**). To inspect whether the rRNA contamination significantly affected the transcriptome profiles, a PERMANOVA was conducted with transcriptome distance matrices. 

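A PERMANOVA of the Bray-Curtis distances between the regularized log values of the 69 peach libraries was run with time point, genotype and their interaction, since the rRNA shares are not in the deposited counts. Time point held 37.8% of the variation (F = 13.8), genotype 8.53% (F = 4.14) and the interaction 18.8% (F = 2.74), with 35.0% left over. Each had a permutation p of 0.0001, the smallest that the permutations can give. Leaving out the 9 libraries with the lowest totals moved the share of time point most, to 40.7%. Of the regularized log values, 14.7% were below 0, and Euclidean distances, which allow such values, gave 38.4% for time point and 9.52% for genotype.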

The result indicated that the percentage of rRNA in the library is a significant factor in the transcriptome variation, but it does not show a significant interaction with the genotype or time point factors (**Supplementary Table 10**). The rRNA content was likely caused by the failure of rRNA depletion during library preparation before sequencing and, based on the statistical results, can be adequately factored out of the experimental analysis. This is further supported by PCA plotting, showing the gene expression profiles clustering into developmental stages regardless of rRNA content (**Figure 5**). 

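In the PCA of the 69 peach libraries, computed as for apricot, the first PC held 43.7% of the variance (jackknife SE 5.65) and the second 20.6% (jackknife SE 6.16). With all 26347 genes that had a count, the shares were 23.4% and 13.3%. The 41 libraries that the paper places at endodormancy lay from -37.7 to 5.71 on PC1 and from -17.8 to 5.40 on PC2. The 16 pre-bloom libraries lay from 4.01 to 34.1 on PC1 and from 2.5 to 57.1 on PC2, where A318 had a mean of 52.5 ± 7.57 (SD, n = 4) and A340 of 8.22 ± 5.12 (SD, n = 4).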

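At 600 chill hours the mean PC1 was 46.5 ± 5.05 (SD, n = 4) in A209 and 47.3 ± 5.01 (SD, n = 4) in A340. It was -15.4 ± 9.37 (SD, n = 4) in A318 and -27.7 ± 1.10 (SD, n = 3) in A323, and no library of one pair of genotypes lay within the range of the other.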

In a strikingly similar pattern to the apricot data, the clustering reveals that the low CR buds were in an ecodormant state at 600 chill hours while the high CR buds were still at endodormancy. One genotype may indicate this pattern does not perfectly correspond to endo- and ecodormancy. 

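The 4 libraries of A318 at 1000 chill hours lay from 11.0 to 19.2 on PC1, between the endodormant and the ecodormant libraries, while those of A323 at 1000 chill hours had a mean PC1 of 1.78 ± 3.29 (SD, n = 4). In the plane of PC1 and PC2, their distances to the mean of the endodormant libraries were 37.2, 29.0, 34.8 and 29.97 for replicates 1, 2, 3 and 4, against 36.6, 41.3, 38.4 and 43.3 to the mean of the ecodormant libraries. Thus 3 of the 4 were closer to the endodormant mean, and with all genes in place of 500, all 4 were. Their total counts were 529219, 1279823, 1509999 and 8316974.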

Buds at 1,000 chill hours from genotype A318 with 850 CR (i.e. putatively ecodormant) were clustered more closely to other endodormant buds (**Figure 5**). Whether the buds were actually endodormant or ecodormant can only be predicted from chill hours and was not directly assayed. However, the overall transcriptome profile variations in peach and apricot both indicate two distinct transcriptional programs that largely correspond to endodormancy and ecodormancy. 

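At 600 chill hours the 8 libraries of A209 and A340 had a median total count of 16264543.5 and the 7 of A318 and A323 of 16882795, so neither group was shallow. From the profiles of both species the paper reads 2 transcriptional programs that correspond largely to endodormancy and ecodormancy, and it notes that the stage of the buds was not assayed directly.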

To ensure that the differential gene expression analysis of peach samples clearly represents these two stages, the differential expression analysis was performed on samples from the 600 hour time point, in which both the PCA-based clustering and predicted chill hours for each cultivar both agree on the endodormant and ecodormant stage of the samples.

**Figure 5:**
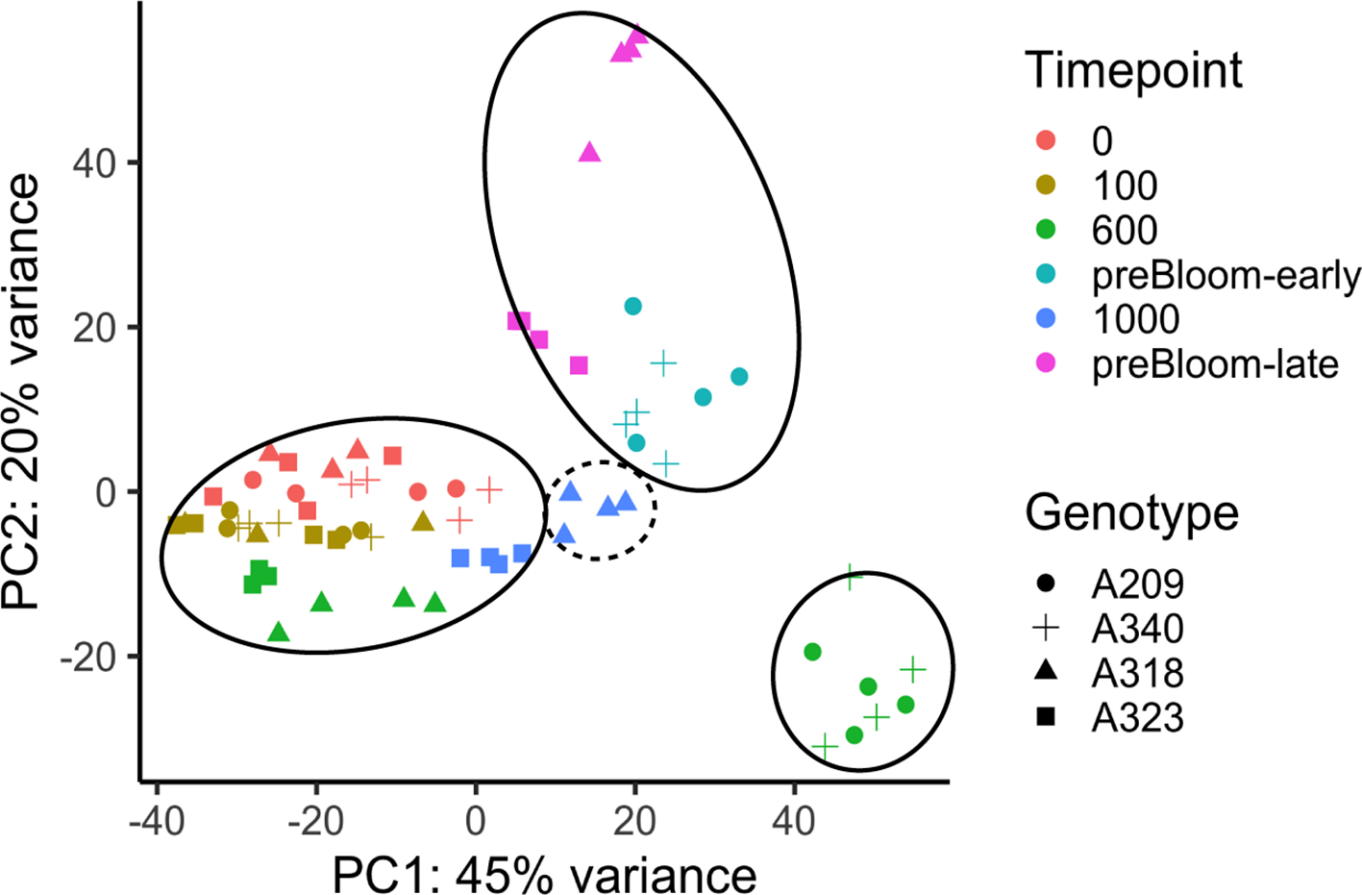
Transcriptome variances of peach floral buds in dormancy during chill accumulation. PCA analysis of peach bud transcriptome profiles. PC1 and PC2 represented the largest two components of variation identified among samples. Solid circles indicate samples at endodormancy (bottom left), ecodormancy (bottom right) and pre-bloom (top) stages. The dashed circle indicates the four A318 samples taken 1,000 chill hours. Despite this genotype having a previously measured CR of 850 hours, these samples cluster more closely with endodormant buds. All genotypes and time points had three or four biological replicates (**Supplementary Tables 1** and **2**).

The expression profiles of the *DAM* genes were comparable in peach and apricot. 

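Between the low chill (A209, A340) and high chill (A318, A323) peach genotypes, DAM5 differed by a log2 fold change of -3.33 (SE 0.434, edgeR adjusted p = 8.89e-08) at 0 chill hours and -4.56 (SE 0.453, edgeR adjusted p = 6.33e-12) at 100 chill hours, with 8 low and 7 high chill libraries at each. DAM6 differed by -1.92 (SE 0.377, edgeR adjusted p = 7.21e-04) and -2.88 (SE 0.388, edgeR adjusted p = 1.11e-07). DAM3 and DAM4 differed at 100 chill hours, by -0.84 (SE 0.207, edgeR adjusted p = 0.00688) and -0.77 (SE 0.171, edgeR adjusted p = 0.00217), and not detectably at 0 chill hours. DAM1 and DAM2 did not differ at any of the 4 time points compared, with adjusted p-values from 0.123 upward. At pre-bloom, with 8 libraries each, the sign was the opposite for DAM4 (1.22, SE 0.171, edgeR adjusted p = 4.93e-08), DAM5 (1.65, SE 0.418, edgeR adjusted p = 0.00140) and DAM6 (1.79, SE 0.375, edgeR adjusted p = 1.24e-04). 

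**Figure D3:**
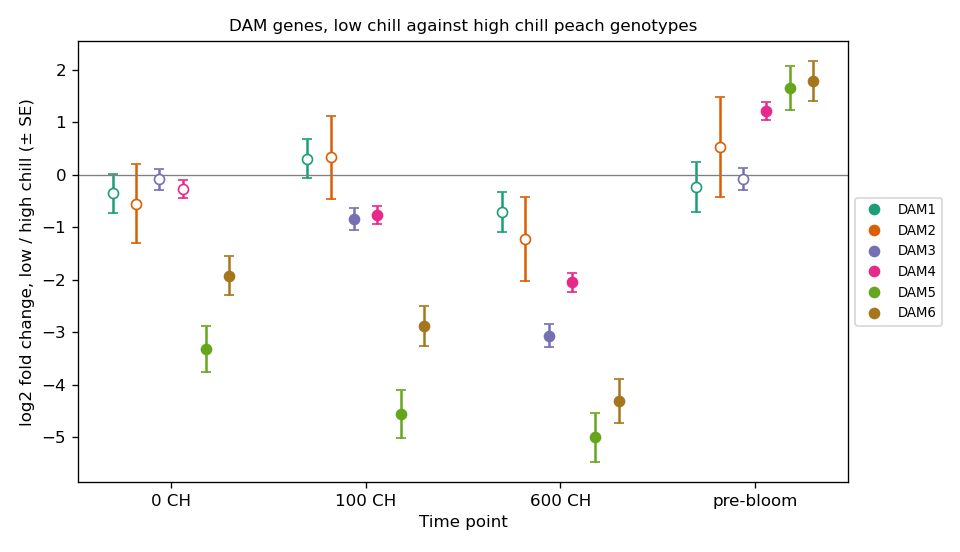
Log2 fold change of each DAM gene between the low chill (A209, A340) and high chill (A318, A323) peach genotypes at 0, 100 and 600 chill hours and pre-bloom, with error bars of 1 SE; values below 0 are lower in the low chill genotypes. Filled points have an edgeR adjusted p below 0.05 and open points do not; DAM5 and DAM6 lie below 0 up to 600 chill hours and above 0 at pre-bloom.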

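From 100 to 600 chill hours peach DAM6 changed by a log2 fold change of -3.07 (SE 0.50, edgeR adjusted p = 1.45e-06) in A209, -4.63 (SE 0.534, edgeR adjusted p = 2.97e-10) in A340, -2.92 (SE 0.509, edgeR adjusted p = 2.61e-05) in A318 and -1.74 (SE 0.521, edgeR adjusted p = 0.0163) in A323. DAM5 changed by -1.95 (SE 0.492, edgeR adjusted p = 0.00145) in A209, -3.75 (SE 0.522, edgeR adjusted p = 4.28e-08) in A340, -2.87 (SE 0.506, edgeR adjusted p = 3.11e-05) in A318 and -1.57 (SE 0.515, edgeR adjusted p = 0.0300) in A323. At 0 chill hours DAM6 was at 1207 ± 236 CPM (SD, n = 3) in A318 and 1172 ± 156 CPM (SD, n = 4) in A323, against 319 ± 30.9 CPM (SD, n = 4) in A209. For DAM5 the levels were 367 ± 44.0 CPM in A318, 386 ± 105 CPM in A323 and 30.4 ± 14.8 CPM in A209. Replicate 1 of A323 at 0 chill hours had a DAM5 level of 229.7 CPM, below its 3 fellow libraries, and replicate 1 of A209 at 600 chill hours a DAM6 level of 74.2 CPM, above its fellow libraries.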

Similar to apricot *DAM5* and *DAM6*, peach *DAM5* and *DAM6* were expressed at a high level at the beginning of endodormancy then downregulated after 100 chill hours. However, a different expression profile for *DAM3* was found between the species. In peach, *DAM3* shared the same expression pattern with *DAM4*, generally upregulated in endodormancy, then downregulated at ecodormancy (**Figure 1** and **Supplementary Figure 8**). This is different from *DAM3* in apricot, which is consistently downregulated from the beginning of dormancy to the end.

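DAM3 was at 58.8 ± 0.767 CPM (SD, n = 3), 100.1 ± 11.9 CPM (SD, n = 3) and 76.8 ± 11.4 CPM (SD, n = 4) in A318 and at 63.8 ± 2.16 CPM (SD, n = 4), 91.0 ± 20.4 CPM (SD, n = 4) and 111 ± 22.1 CPM (SD, n = 3) in A323 at 0, 100 and 600 chill hours. From 600 to 1000 chill hours it changed by a log2 fold change of -1.97 (SE 0.236, edgeR adjusted p = 1.17e-08) in A318 and -2.03 (SE 0.233, edgeR adjusted p = 2.88e-09) in A323. In the low chill genotypes it fell earlier, from 100 to 600 chill hours, with changes of -2.39 (SE 0.224, edgeR adjusted p = 5.67e-13) in A209 and -2.14 (SE 0.220, edgeR adjusted p = 1.02e-11) in A340. DAM4 was at 165 ± 35.3 CPM, 556 ± 86.6 CPM and 671 ± 106 CPM in A323 at 0, 100 and 600 chill hours, and changed by -1.24 (SE 0.197, edgeR adjusted p = 4.69e-06) in A318 and -2.10 (SE 0.209, edgeR adjusted p = 7.68e-11) in A323 from 600 to 1000 chill hours. In A209, DAM4 went from 124 ± 6.90 CPM to 319.7 ± 53.2 CPM and 123 ± 29.1 CPM over the same time points.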

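In apricot, DAM3 went from 53.2 CPM (n = 1) at 0 to 38.3 ± 2.46 CPM (SD, n = 3) at 100 and 35.0 ± 7.94 CPM (SD, n = 3) at 400 chill hours in A1267, and from 25.1 ± 2.5 CPM (SD, n = 2) to 17.3 ± 0.71 CPM (SD, n = 2) in A1956 between 0 and 100 chill hours. From 400 to 800 chill hours it changed by a log2 fold change of -1.49 (SE 0.213, edgeR adjusted p = 2.49e-07) in A660 and -1.85 (SE 0.209, edgeR adjusted p = 5.46e-09) in A1267. In A2137 the step from 100 to 400 chill hours was -1.12 (SE 0.272, edgeR adjusted p = 8.75e-04).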

Transcriptome profiles for low chill and high chill genotypes were compared to identify the DEGs at each time point. As expected, at 0 and 100 chill hours, when low chill and high chill genotypes were both in endodormancy, few gene expression differences were found: 49 DEGs at 0 chill hour and 77 DEGs at 100 chill hours (**Supplementary Figure 9A**). 

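Of 20798 genes tested in peach, 59 differed at 0 chill hours between 8 low and 7 high chill libraries, 9 higher and 50 lower in the low chill genotypes. At 100 chill hours 99 genes differed, 31 higher and 68 lower. Of these, 52 were also called at 0 chill hours. Testing against no change and requiring a 2-fold change afterwards raised the counts to 176 and 525. Replicate 4 of A323 at 0 chill hours carried the expression level of A318 at all 9 genes that tell A318 from A323, and without it 56 genes differed at 0 chill hours.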

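At 600 chill hours 2688 peach genes differed between 8 ecodormant libraries of the low chill genotypes and 7 endodormant libraries of the high chill genotypes, with 1946 higher and 742 lower at ecodormancy. These are differences between genotypes at a single time point and not changes over time. The same holds for the other peach values given for ecodormancy. The libraries did not overlap between the groups in 1898 of them. Among all genes tested they did not overlap in 3274, which chance gives for 0.0311% of genes. At pre-bloom 1031 genes differed, 475 higher and 556 lower in the low chill genotypes. Prupe.3G242100 and Prupe.6G098700 were at or under 3 counts in every endodormant library and at least 35.9-fold and 94.3-fold higher at ecodormancy (edgeR adjusted p = 2.73e-12 and 9.81e-13). Prupe.8G133900 and Prupe.5G204300 were at or under 3 counts in every ecodormant library and at least 96.3-fold and 31-fold lower there than in the endodormant libraries (edgeR adjusted p = 2.33e-15 and 4.05e-12). In A318, Prupe.8G133900 was at 0.152 ± 0.196 CPM (SD, n = 3) at 0 and 81.2 ± 18.9 CPM (SD, n = 4) at 600 chill hours. In A209 it was already at 1.05 ± 1.53 CPM (SD, n = 4) at 0 chill hours. The files do not pair these identifiers with names.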

At the time point of 600 chill hours, when the two low chill genotypes moved into ecodormancy and the high chill genotypes were still in endodormancy, 2,102 genes were differentially expressed, with 1,603 upregulated and 499 downregulated (**Supplementary Figures 9A, B**). Four of the six *DAM* genes (*DAM3*, *DAM4*, *DAM5,* and *DAM6*) were included in the DEGs (**Supplementary Table 11**). 

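At 600 chill hours DAM3 differed by a log2 fold change of -3.07 (SE 0.221, edgeR adjusted p = 3.01e-13), DAM4 by -2.05 (SE 0.175, edgeR adjusted p = 1.06e-07), DAM5 by -5.01 (SE 0.471, edgeR adjusted p = 5.08e-12) and DAM6 by -4.31 (SE 0.416, edgeR adjusted p = 3.07e-11). DAM6 was at 17.8 ± 23.0 CPM (SD, n = 8) in the low chill and 347 ± 177 CPM (SD, n = 7) in the high chill genotypes. DAM1 (-0.71, SE 0.377, edgeR adjusted p = 1) and DAM2 (-1.22, SE 0.802, edgeR adjusted p = 0.808) were not DEGs.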

The DEGs were enriched in the pathways of oxidation reduction process (GO:0055114, FDR = 1.01e-08), carbohydrate metabolic process (GO: 0005975, FDR = 1.7e-07), and cell wall metabolic process (GO: 0044036, FDR = 4.89e-04), which were also enriched in the apricot DEGs (**Supplementary Figure 9C**). These results confirm that the genes involved in stress response, sugar metabolism, and cell wall assembly contribute to the endodormancy to ecodormancy transition, and that this pattern of expression is replicable across at least two *Prunus* species.

### Comparison of Peach and Apricot Transcriptome Profiles

To compare peach and apricot, we considered only the DEGs found to differentiate endodormancy and ecodormancy stages. The DEGs in both apricot and peach were distributed across all eight chromosomes (**Figure 6A**). 

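By the chromosome in the v2.0 gene identifiers, chromosomes 1 to 8 held 418, 181, 191, 200, 164, 234, 185 and 187 apricot DEGs, or 6.95% to 8.96% of the genes tested on each. In peach they held 616, 349, 324, 301, 247, 328, 257 and 253 DEGs, or 11.6% to 13.9% of the genes tested. A further 2 apricot and 13 peach DEGs lay on unplaced scaffolds, and the DAM genes, which have v1.0 identifiers, were counted with chromosome 1.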

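Over the 19529 genes tested in both species, 1578 apricot DEGs (ecodormancy against endodormancy) and 2416 peach DEGs (low against high chill genotypes at 600 chill hours) had 852 genes in common. Lists of these sizes drawn at random would share 195, so the overlap was 4.36 times that number. Testing against no change and requiring a 2-fold change afterwards moved the overlap most, to 1850 genes.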

Of the 1,367 DEGs identified in apricot and the 2,102 DEGs in peach, 608 genes were statistically significant in both species (**Figure 6B**). 

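Of the shared DEGs, 738 were higher and 97 lower at ecodormancy in both apricot and peach, which makes 98.0% with the same direction. The remaining 17 had opposite directions, 4 being lower in apricot and higher in peach and 13 the reverse. Without the low-count filter the number with opposite directions was 36, with the test against no change 137, with DESeq2's Wald test 7 and with the compared libraries alone 11.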

When comparing with the fold change of DEGs in peach and apricot, over 99% of the DEGs were either upregulated or downregulated consistently in both species, with only six genes expressed inconsistently (**Figure 6C**, **Supplementary Table 11**). Prupe.8G238000, Prupe.6G047900, and Prupe.5G057900 were downregulated at ecodormancy in apricot but were upregulated in peach. 

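Prupe.8G238000 changed by a log2 fold change of -3.05 (SE 0.715, edgeR adjusted p = 0.00744) in apricot and 1.94 (SE 0.274, edgeR adjusted p = 9.09e-04) in peach. Prupe.5G057900 changed by -4.49 (SE 0.983, edgeR adjusted p = 0.00178) and 3.78 (SE 0.617, edgeR adjusted p = 2.59e-05). Prupe.6G047900 was at or under 3 counts in every ecodormant apricot library and at 2.82 ± 3.50 CPM (SD, n = 28) in the endodormant libraries, at least 7.14-fold lower (edgeR adjusted p = 0.00771), and some endodormant libraries had no count of it. In peach it changed by 3.21 (SE 0.539, edgeR adjusted p = 9.12e-05).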

Prupe.3G259300, Prupe.4G069300, and Prupe.3G127600 were upregulated in apricot but downregulated in peach. These very consistent patterns between peach and apricot gene expression suggest there is a highly conserved gene regulatory system governing dormancy stages and transitions across *Prunus* spp. as well as a few potentially important variations.

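Prupe.3G259300 was at or under 3 counts in every endodormant apricot library and at 0.272 ± 0.590 CPM (SD, n = 5) in the ecodormant libraries, where a single library held most of the counts, so no fold change is given for it in apricot. In peach its log2 fold change between low and high chill genotypes at 600 chill hours was -9.48 (SE 0.792, edgeR adjusted p = 1.18e-14). In A318 it was at 0.607 ± 0.633 CPM (SD, n = 3) at 0 and 181 ± 167 CPM (SD, n = 4) at 600 chill hours. A209 was already at 0.589 ± 0.886 CPM (SD, n = 4) at 0 chill hours. Prupe.4G069300 changed by 3.11 (SE 0.384, edgeR adjusted p = 5.92e-06) and -2.36 (SE 0.484, edgeR adjusted p = 0.00584), and Prupe.3G127600 by 2.52 (SE 0.382, edgeR adjusted p = 6.71e-04) and -1.95 (SE 0.288, edgeR adjusted p = 0.00151). Prupe.4G069300 rose more in A660 (3.82, SE 0.181) than in A2137 (1.05, SE 0.270), with an edgeR adjusted p of 3.64e-08 for the difference.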

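Of the 726 apricot DEGs that were tested but not called in peach, 576 (79.3%) had the same sign of change in peach, and of the 1564 peach DEGs not called in apricot, 1189 (76.0%) had the same sign in apricot. From the shared directions, the paper proposes that the gene regulation of dormancy stages is highly conserved across Prunus.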

**Figure 6:**
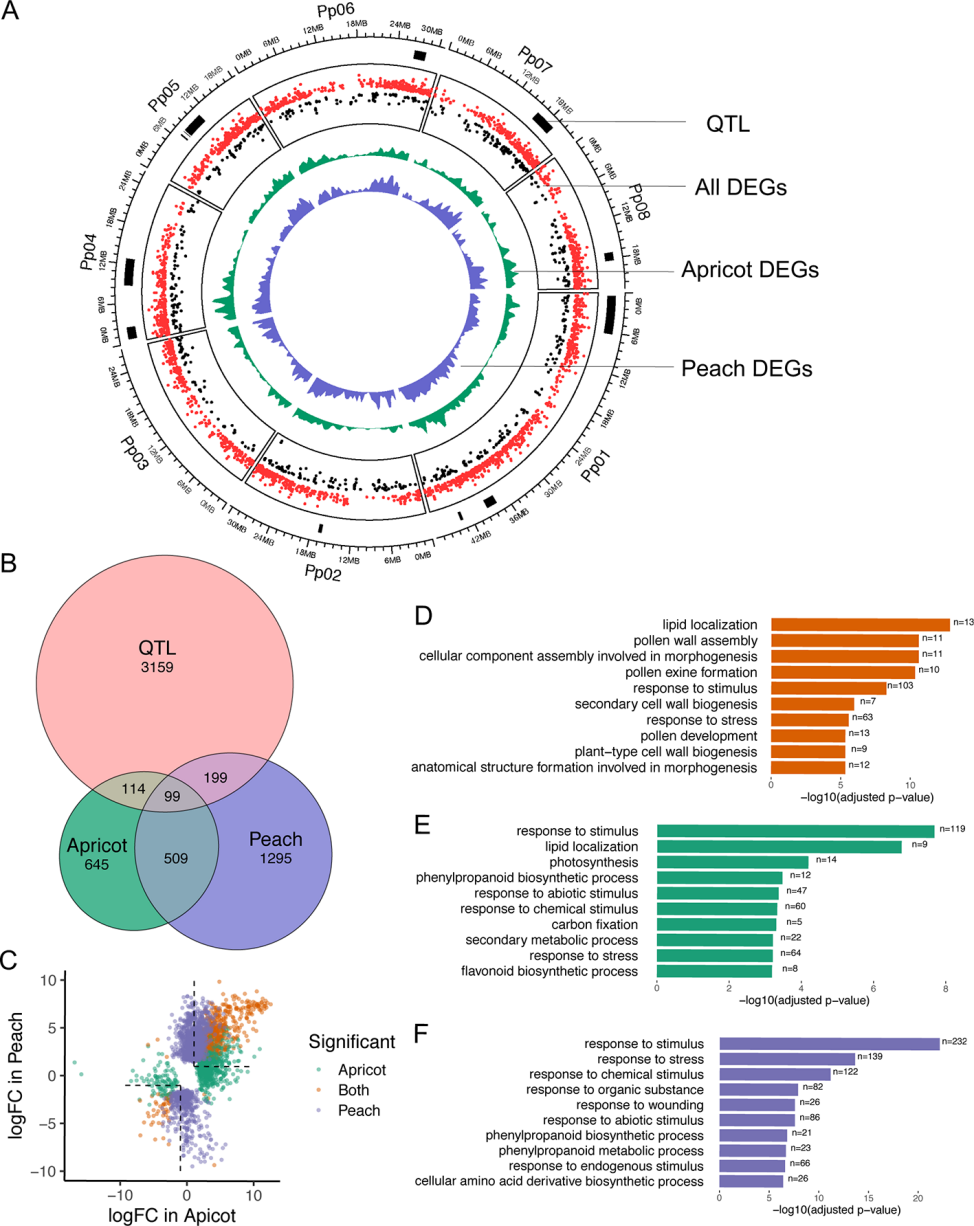
Comparison of differentially expressed genes (DEGs) between endodormancy and ecodormancy in apricot and peach. **(A)** The distribution of DEGs and quantitative trait loci (QTLs) on the reference genome. Red and black dots represent up and down fold changes, respectively. **(B)** Venn diagram of apricot and peach DEGs overlapping with peach CR QTLs. **(C)** A comparison between DEGs in apricot and peach based on the log2-fold change (logFC). Colors indicate genes that were statistically significant in apricot only (green), peach only (purple), or both (orange). **(D–F)** Top 10 GO terms enriched in DEGs found in both species **(D)**, peach only **(E)**, and apricot only **(F)**.

CR and bud break QTLs have previously been identified in both apricot and peach linkage maps (Olukolu et al., 2009; Fan et al., 2010; Zhebentyayeva et al., 2014). Using these genetic mapped positions, we sought to filter our DEGs for possible candidate genes in these QTL regions. For apricot, there are 1,059 markers [43 simple sequence repeats (SSR) and 1,016 amplified fragment length polymorphism (AFLP)] located on the Perfection and A.1740 linkage map (Olukolu et al., 2009). The detected CR QTLs regions were delimited by AFLP markers, which were unable to be located in the peach reference genome due to a lack of marker-associated sequence data. For peach, 15 QTLs associated with CR from a cross of peach cultivars “Fla.92-2C” and “Contender” (Fan et al., 2010; Zhebentyayeva et al., 2014) encompass a total of 3,571 genes. These genes were extracted to compare with apricot and peach DEGs. Of 1,367 apricot DEGs, 213 were detected in the QTLs while 298 out of 2,102 peach DEGs overlapped with these QTLs (**Figure 6A**). A final set of 99 genes was identified as being located within the QTL regions and statistically significant in dormancy-associated expression changes in both apricot and peach (**Figure 6A**). *DAM4* (ppa011123m), *DAM5* (ppa010822m), and *DAM6* (ppa010714m) were part of this final set and were the only genes located on QTL qCR1a-2009.

In order to broadly understand the functions of DEGs in peach and apricot individually as well as their shared functions, a GO enrichment analysis was conducted for three sets of genes: the shared DEGs (608), the DEGs unique to apricot (759), and the DEGs unique to peach (1,494). When examining GO term enrichment of the DEGs shared in both peach and apricot, significantly enriched terms include lipid localization (GO:0010876, FDR=1.5e-13), response to stimulus (GO:0050895, FDR=5.3e-9), pollen wall assembly (GO:0010208, FDR=2.6e-11), and cellular component assembly involved in morphogenesis processes (GO:0010927, FDR=2.6e-11) (**Figure 6D**). The 2,253 DEGs identified in either peach or apricot but not both, were enriched in the same biological pathways as the DEGs that were only significant in one species. Despite the two lists not sharing any genes, when examining the unique peach DEGs and the unique apricot DEGs, four of the top 10 enriched GO terms based on the lowest FDR values were shared (**Figures 6E, F**). This shared set of GO terms suggests that peach and apricot share many of the same functions and pathways during dormancy stages and transitions, even if different individual genes are being identified as differentially expressed. For example, 232 DEGs involved in stimulus response were in peach but not in apricot, while 119 stimulus response genes were differentially expressed in apricot but not in peach. A similar situation was found for phenylpropanoid biosynthetic pathway, response to abiotic stimulus, and response to chemical stimulus, i.e. they are significant in both species but mostly consisted of different underlying genes from peach and apricot. In contrast, pollen and floral development genes tended to be found as DEGs in both species, and thus GO terms relevant to those processes appear on the shared list.

There are pathways that were enriched only for one species but not for the other. For example, GO terms for photosynthesis and carbon fixation were significant in apricot. Fourteen and five DEGs, respectively, were found to be associated with those GO terms (**Figure 6E**), and all are found in the chloroplast genome. A different set of five DEGs involved in photosynthesis was found in the peach transcripts, but was not significantly differentially expressed between stages. While chloroplasts occur in green floral tissues such as sepals, they have also been found to be photosynthetically active in other floral organs such as petals and corollas in other plants (Weiss et al., 1989; Pyke and Page, 1998). Chloroplasts have also been proposed as essential for redox processes and developmental signaling during flower development (Muñoz and Munné-Bosch, 2018).

### Comparison of Co-Expression Networks Between Apricot and Peach

Similar to apricot co-expression networks, peach bud transcriptome profiles distinguished co-expressed genes that were upregulated at endodormancy or ecodormancy, respectively. ME6, the cluster of genes with the highest expression level at endodormancy was identified as positively related to endodormancy stage (correlation = 0.63). (**Supplementary Figure 10A**). The co-expression networks by Cytoscape indicated that the ME6 genes were enriched in phenylpropanoid biosynthetic process (GO:0009699, FDR=0.024), regionalization (GO:0003002, FDR=0.0319), and positive regulation of flavonoid biosynthetic process (GO:0009963, FDR=0.0319) pathways (**Supplementary Figure 10C** and **Supplementary Table 12**). ME4 and ME10, were both identified as positively related with the ecodormancy stage (ME4 correlation = 0.94, ME10 correlation = 0.75) (**Supplementary Figures 10A**, **B**). ME4 genes were enriched in organic acid catabolic process (GO:0016054, FDR=7.59e-7), oxoacid metabolic process (GO:0043436, FDR=9.68e-7), and response to stimulus (GO:0050896, FDR=9.68e-7). ME10 genes were enriched in pollen wall assembly (GO:0010208, FDR=1.19e-11), cellular component assembly involved in morphogenesis (GO:0010927, FDR=1.19e-11), and pollen exine formation (GO:0010584, FDR=1.86e-11) pathways (**Supplementary Figures 10C**, **D**). Both significant and insignificant GO descriptions are provided in the **Supplementary Tables 12–14**.

Co-expression networks developed independently from the peach and apricot data identified genes involved in many shared pathways, such as pollen wall assembly and stress response. To further investigate the common expression patterns in both apricot and peach, a co-expression analysis integrating the peach and apricot datasets was performed. Twenty-two thousand three hundred seventeen genes expressed in more than half of the samples in the dataset were clustered into 16 modules spanning from 215 genes (ME15) to 6,089 genes (ME1). DEGs were distributed unevenly across the 16 modules, with the largest number as 174 DEGs in ME11, and no DEGs in ME7 or ME15 (**Figure 7B**). To understand the major biological processes that genes are involved in for each module, genes were then enriched by AgriGO v2.0 using the *Prunus persica* background. Three hundred thirty-nine significant GO terms from the biological process category were enriched across the 16 modules. ME1 had the most with 84 enriched GO functions, while ME0, ME6, ME13, and ME14 had no significant GO terms (**Figure 7D**). Most of the modules do not share the same GO terms, suggesting multiple genes in important dormancy-related biological functions are co-expressed in similar patterns across our experimental time points. For example, cell wall macromolecule catabolic process (GO:0016998) was only enriched in ME4, while cell cycle process (GO:0022402) and mitotic cell cycle process (GO:1903047) were only enriched in ME10.

**Figure 7:**
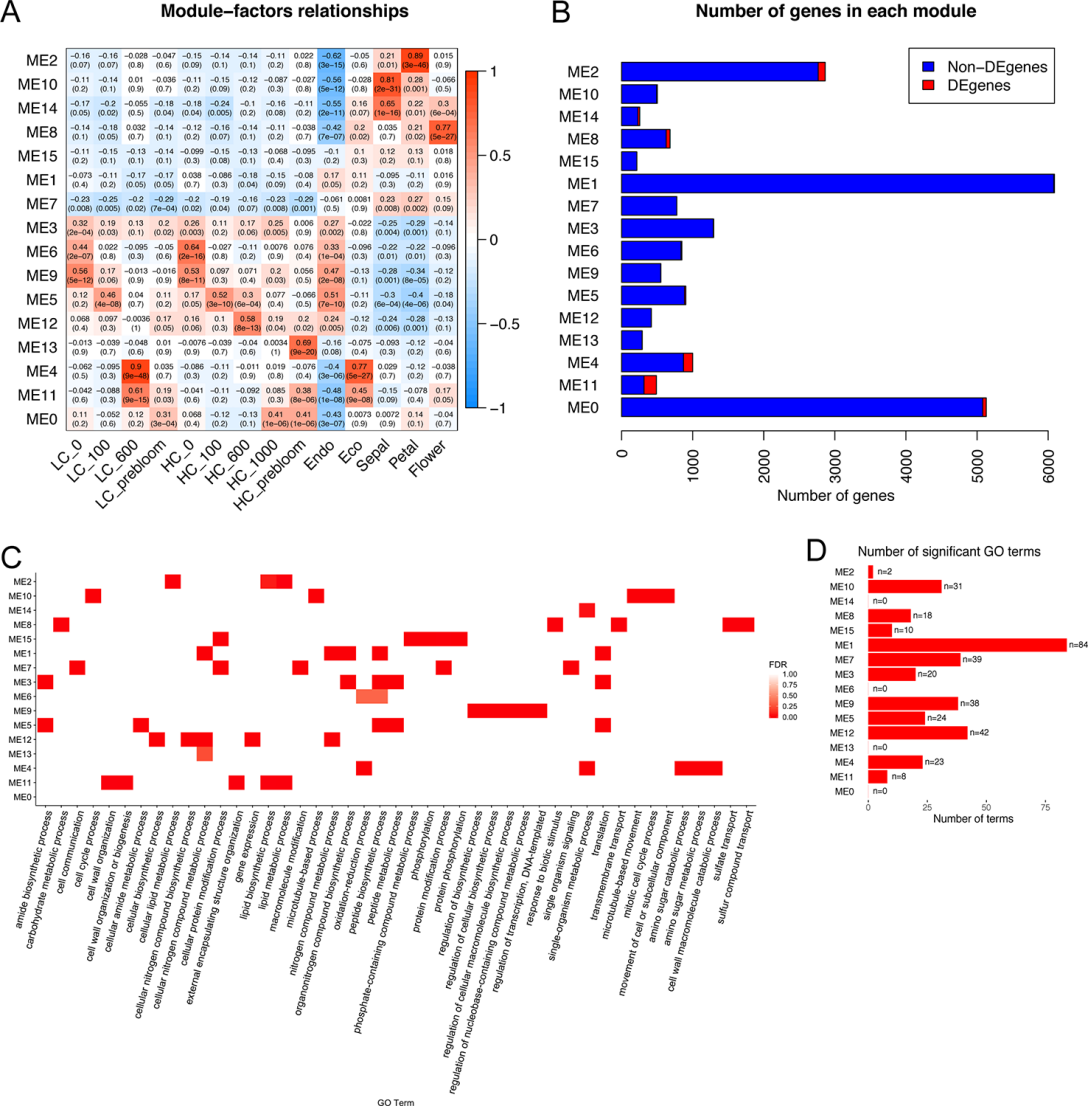
Co-expression modules identified genes induced commonly at endodormancy and ecodormancy in peach and apricot. **(A)** The module-factors relationships with the correlation of module eigengenes (MEs) with time points and developmental stages. LC, low chill; HC, high chill. **(B)** The number of genes in each module, including differentially expressed genes (DEGs) (in red) shared in both species and non-DEGs (blue). **(C)** A heatmap with the top 5 enriched gene ontology (GO) terms for each module. **(D)** The number of significant GO terms shared in both apricot and peach in each module.

Two modules, ME4 and ME11, are highly correlated to ecodormancy in peach (correlation = 0.9) and apricot (correlation = 0.77) in the co-expression analysis (**Figure 7A**). A total of 35.5% of the genes in the ME11 were DEGs shared between apricot and peach, and of 1,000 genes in ME4, 129 were shared DEGs (**Figure 7B**). These two modules contained half of the shared DEGs (303 out of 608), suggesting that genes in these two modules are essential to defining transcriptional patterns in ecodormancy. The expression profile of the ME4 eigengene showed an upregulation at ecodormancy in peach low chill genotypes but up-regulation in only one apricot genotype, A660 (**Figure 8C**). The expression of ME11 eigengene was upregulated at ecodormancy in both peach and apricot genotypes, however, the eigengene in apricot A660 continued increasing at the sepal stage (**Figure 8D**). The GO enrichment network of ME4 indicates the genes are involved in response to abiotic and biotic stimuli and response to hormones (ethylene, abscisic acid, gibberellin, and jasmonic acid). A group of genes in ME4 were involved in organic acid transport and secondary metabolic processes, specifically sesquiterpenoid metabolism (**Figure 8A** and **Supplementary Table 15**). These pathways indicate the ME4 genes are most likely responding to the abiotic stress imposed during winter (**Supplementary Table 15**). The other module, ME11, is enriched in pollen wall development, flower development, lignan metabolism, and lipid transport (**Figure 8B** and **Supplementary Table 16**). These results suggest that both peach and apricot activate new floral development activities including pollen wall and flower morphogenesis after CRs are fulfilled.

**Figure 8:**
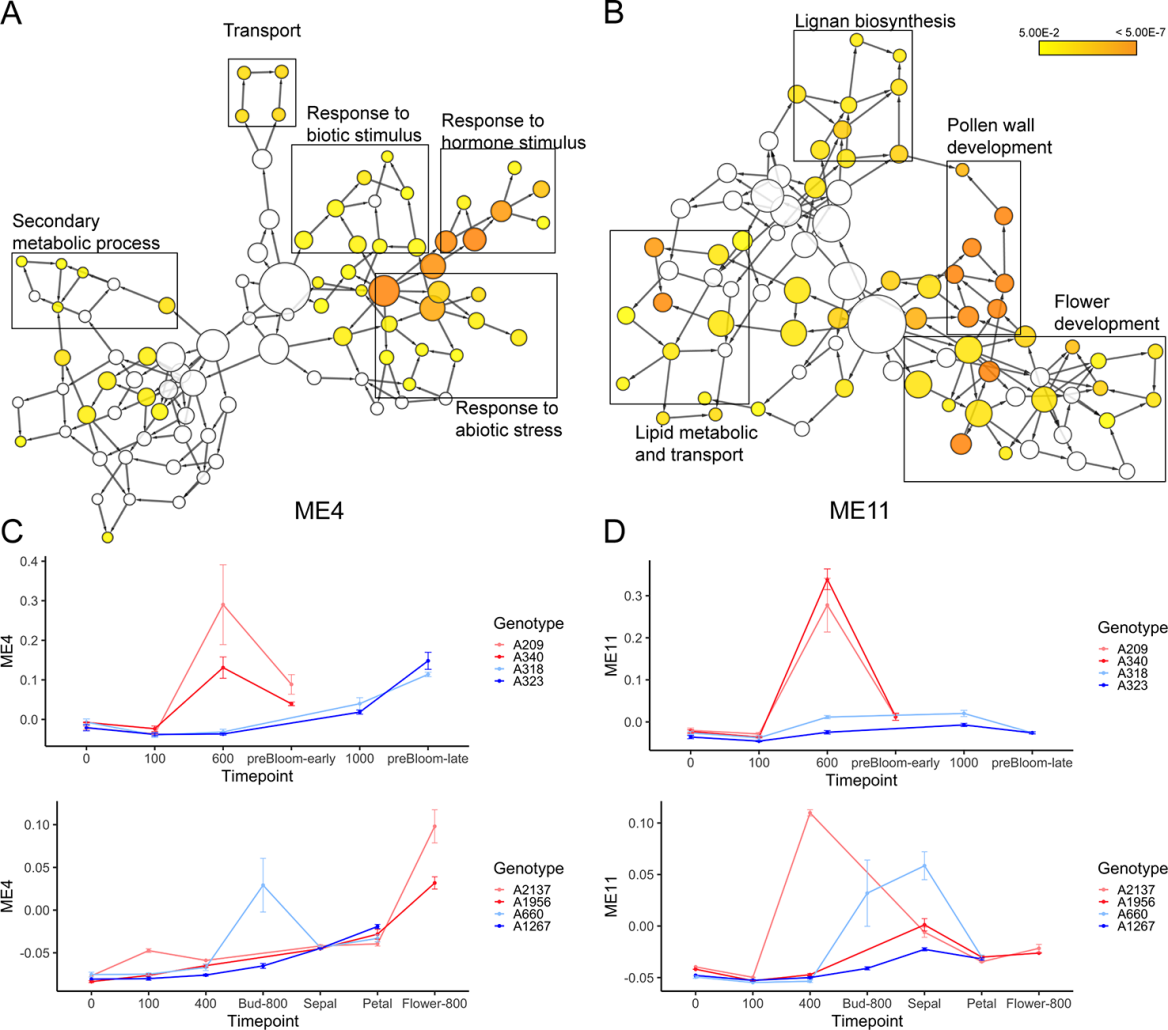
The enriched gene ontology (GO) networks for ME4 **(A)** and ME11 **(B)**. **(C)** The expression profiles of the ME4 eigengene (mean ± SE) in peach (top) and apricot (bottom). **(D)** The expression profiles of the ME11 eigengene (mean ± SE) in peach (top) and apricot (bottom).

## Discussion

*Prunus* flowers are sensitive to frost damage, and maintenance of winter dormancy for a sufficient time period is essential to prevent frost damage to delicate reproductive tissues, especially during the spring months when temperatures may fluctuate. This is one of the most important adaptation mechanisms that ensure perennial plants survive low winter temperatures and coordinates the timing of reproductive activities (Campoy et al., 2011; Luedeling et al., 2011; Leida, 2012). There have been many efforts to find the possible regulation factors of winter dormancy in perennial trees, including examinations of internal factors such as phase change, circadian clock, and hormones, and external factors including photoperiod, temperature, light radiation, and water (Perry, 1971; Rohde and Bhalerao, 2007; Allona et al., 2008; Cooke et al., 2012; Maurya and Bhalerao, 2017). Our time-series transcriptome profiles in apricot and peach buds allowed us to investigate the gene expression changes as floral bud dormancy progressed towards bloom and to compare complementary data from two closely related species and among genotypes varying in CR/BD.

### Buds Stay Active During Winter Dormancy

Meristems are the functional units for plant development, including root and shoot apical meristems, as well as cambium and intercalary meristems (Esau 1965). Dormancy of buds at the cellular level is defined as eco-developmental quiescence of a shoot meristematic organ, whereby tissues fail to respond to the environment (Considine and Considine, 2016). However, based on our transcriptome profiles and imaging of internal tissues, buds continued development during endodormancy. With the co-expression analysis in this study, results showed that cell cycle genes were upregulated during endodormancy (**Figure 3** and **Supplementary Figure 4**). For example, the co-expression module with the highest correlated score to endodormancy stage in apricot (ME2) included cyclin D genes (Prupe.1G430500, Prupe.6G229700, and Prupe.8G146700) and cell cycle checkpoint control protein (Prupe.6G321300), indicating cells were actively dividing during endodormancy. 

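Between endodormancy and ecodormancy in apricot, Prupe.1G430500 changed by a log2 fold change of -0.90 (SE 0.243, edgeR adjusted p = 1), Prupe.6G229700 by -0.97 (SE 0.192, edgeR adjusted p = 1) and Prupe.8G146700 by -1.53 (SE 0.450, edgeR adjusted p = 0.275), and none of the 3 was a DEG. The checkpoint control protein Prupe.6G321300 changed by -0.81 (SE 0.163, edgeR adjusted p = 1). These adjusted p-values are of the test against a 2-fold change. Each of these genes was lower at ecodormancy by more than its SE, so a fall that does not pass this test is not excluded. The sign of these changes differed between the genotypes for Prupe.1G430500, which changed by -1.83 in A660 and 0.58 in A2137 (edgeR adjusted p = 2.65e-09 for the difference). In the endodormant libraries Prupe.6G229700 was at 77.1 ± 20.1 CPM (SD, n = 28), and in the ecodormant libraries at 39.3 ± 17.9 CPM (SD, n = 5).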

Cell division can be induced by cytokinins through increasing cyclin expression (Dewitte et al., 2007). A cytokinin mediated gene, cytokinin response factor 2 (*CRF2*, Prupe.5G114100) in apricot buds was co-expressed with cyclin D genes, indicating potentially high levels of cytokinins during endodormancy. 

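CRF2 was at 12.7 ± 5.33 CPM (SD, n = 28) in the endodormant and 5.76 ± 1.57 CPM (SD, n = 5) in the ecodormant apricot libraries, a log2 fold change of -1.14 (SE 0.306, edgeR adjusted p = 0.762) that did not pass the test against a 2-fold change.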

Treatment of a synthetic cytokinin has been shown to terminate potato tuber dormancy through downregulation of the AGAMOUS-like MADS-box transcription factor, a homolog to the peach *DAM* genes (Campbell et al., 2014). CRF mutants reduced pistil and ovulve growth (Cucinotta et al., 2016) and *CRF2* is transcriptionally induced by cold stress in *Arabidopsis* (Jeon et al., 2016), implying cytokinin signaling may play a critical role in modulating cell division in cold. High expression levels of cell cycle genes and cytokinin response genes during endodormancy suggest that cells in the dormant floral buds were actively dividing and/or differentiating. A previous study of anatomical development of floral structures in peach buds reported slow but continuous differentiation throughout the winter, especially of androecium and gynoecium tissues (Reinoso et al., 2002). Our bud images show increasing definition of floral structures (**Supplementary Figure 6**).

### Epigenetic Modification Plays an Important Role in Dormancy

One set of major dormancy regulators known in fruit trees are *DAM*s, with previous studies reporting that increased trimethylation of H3K27 and decreased H3K4 trimethylation represses the expression of *DAM*s during dormancy (Leida, 2012; Leida et al., 2012b; Saito et al., 2015a). 

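At ecodormancy in apricot (5 libraries against 28), DAM2 changed by a log2 fold change of -3.15 (SE 0.758, edgeR adjusted p = 0.00882), DAM3 by -2.12 (SE 0.514, edgeR adjusted p = 0.0343), DAM4 by -3.75 (SE 0.881, edgeR adjusted p = 0.00494) and DAM5 by -5.20 (SE 0.818, edgeR adjusted p = 6.86e-06). DAM1 changed by -1.48 (SE 0.554, edgeR adjusted p = 0.464) and was not a DEG. DAM3 was not called with DESeq2's Wald test in place of edgeR's, with an adjusted p of 0.180. DAM4 changed by -3.22 (SE 0.200) in A660 and -1.04 (SE 0.257) in A2137, with an edgeR adjusted p of 4.47e-07 for the difference. Both changes were smaller than the -3.75 over all genotypes, which therefore also carries differences between genotypes. At the petal visible stage DAM5 was at 3.65 ± 0.450 CPM (SD, n = 3) in A660 and 10.3 ± 0.721 CPM (SD, n = 3) in A1267, and DAM6 at 0.900 ± 0.607 CPM and 2.56 ± 1.45 CPM.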

In our study, all six copies of *DAM* genes decreased at the transition from endodormancy to ecodormancy, and were maintained at a low level after ecodormancy (**Figure 1** and **Supplementary Figure 8**). The co-expression networks identified a group of genes co-expressed with *DAM1* (ppa018667m) and *DAM3* (ppa010758m), and that were involved in chromatin modification and organization (**Figure 3D** and **Supplementary Figure 4**), including Prupe.2G042400 and Prupe.1G177800 related to histone H3K4 methylation, Prupe.4G091400, and Prupe.6G153800 and Prupe.1G533300 related to production of small RNA involved in gene silencing. However, none of these genes were differentially expressed between endodormancy and ecodormancy stages. 

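The 5 genes Prupe.2G042400, Prupe.1G177800, Prupe.4G091400, Prupe.6G153800 and Prupe.1G533300 changed at ecodormancy by log2 fold changes between -0.92 (Prupe.4G091400) and 0.03 (Prupe.6G153800) in apricot and between -1.09 (Prupe.4G091400) and -0.52 (Prupe.1G177800) in peach, and none was a DEG in either species. In the model that separates A2137 and A660, Prupe.4G091400 changed by -1.48 (SE 0.144) in A660 and by 0.05 (SE 0.180) in A2137, with an edgeR adjusted p of 9.49e-07 for the difference.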

Studies reported H3K4 trimethylation was enriched during bud break in pear (Anh Tuan et al., 2016) and a transcription factor EARLY BUD-BREAK 1 (*EBB1*) associated with H3K4 positively regulated bud break in poplar (Yordanov et al., 2014), confirming that histone methylation is involved in winter dormancy and bud break of woody trees. Small RNA profiles in Japanese pear have also been shown to be associated with bud dormancy transition (Bai et al., 2016), however, whether the epigenetic effects are causative or consequential remains unclear.

### Genes Responsive to Cold Stress Play a Key Role in Maintaining Endodormancy

One major function of endodormancy is resistance to cold temperatures and the protection of new tissues developing inside of buds. Cold-response genes were identified as DEGs during the endodormancy to ecodormancy transition in apricot and peach. For example, Prupe.2G294400 is a catabolite activator protein (CAP160), which has previously been associated with cold stress response (Kaye et al., 1998). The expression of Prupe.2G294400 initially increased as chilling accumulated and then declined once ecodormancy was reached (**Supplementary Figure 11**), and this expression pattern was consistently observed in all four genotypes of both species. This mirrors experiments in other plants, for example, expression of *CAP160* transcripts in spinach increased when plants were exposed to low temperatures, and a transgenic tobacco overexpressing *CAP160* displayed a higher tolerance to freezing stress (Kaye et al., 1998). 

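CAP160 (Prupe.2G294400) in A660 went from 239 ± 43.4 CPM (SD, n = 3) at 0 to 357 ± 67.4 CPM (SD, n = 3) at 100 and 834 ± 141 CPM (SD, n = 3) at 400 chill hours, and then to 73.2 ± 54.7 CPM (SD, n = 3) at 800 chill hours. In A2137 it went from 97.2 CPM (n = 1) at 0 to 155 ± 31 CPM (SD, n = 2) at 100 and 39.8 ± 1.32 CPM (SD, n = 2) at 400 chill hours. From 0 to 100 chill hours the log2 fold change in A1956 was 1.44 (SE 0.415, edgeR adjusted p = 0.00955), and from 100 to 400 chill hours in A660 it was 1.22 (SE 0.337, edgeR adjusted p = 0.00758). In peach A209 it was at 109.7 ± 42.4 CPM (SD, n = 4), 1583 ± 140.4 CPM (SD, n = 4) and 80.1 ± 40.9 CPM (SD, n = 4) at 0, 100 and 600 chill hours. At ecodormancy CAP160 changed by -2.92 (SE 0.567, edgeR adjusted p = 0.00122) in apricot and -3.77 (SE 0.359, edgeR adjusted p = 8.56e-11) in peach.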

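In apricot A660, LEA (Prupe.1G104900) changed by a log2 fold change of 1.72 (SE 0.328, edgeR adjusted p = 7.13e-05) from 0 to 100 chill hours and by -6.19 (SE 0.405, edgeR adjusted p = 1.43e-15) from 400 to 800 chill hours. It reached 2079 ± 988 CPM (SD, n = 3) in A1267 at 400 chill hours and was at 42.0 ± 17.1 CPM (SD, n = 3) at 800 chill hours. In A2137 it was at 143 CPM (n = 1) at 0 chill hours and no rise was seen. In peach it rose from 222 ± 47.4 CPM (SD, n = 4) at 0 to 2596 ± 917 CPM (SD, n = 4) at 100 chill hours in A209, and at 600 chill hours its change at ecodormancy was -3.94 (SE 0.368, edgeR adjusted p = 2.98e-11).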

Similar to the CAP160, one *LEA* gene (Prupe.1G104900) was significantly downregulated during ecodormancy but increased during chill hour accumulation in endodormancy (**Figure 4** and **Supplementary Figure 11**). The LEA protein family has been shown to respond to abiotic stress such as cold, drought and salt (Hara et al., 1999; Chandra Babu et al., 2004; Checker et al., 2012; Duan and Cai, 2012; Pedrosa et al., 2015). The *LEA* expression pattern in our experiments is consistent with previously observed *LEA* gene expression, which was induced by short photoperiod and downregulated as dormancy progressed (Jiménez et al., 2010a; Leida et al., 2012a).

*CBF*s are known to respond to cold and drought in plants and are responsible for 10%–20% of transcriptional changes induced by cold (Stockinger et al., 1997; Vogel et al., 2005; Medina et al., 2011; Shi et al., 2018). Two *CBF*s were significantly downregulated during the ecodormancy stage in peach but not in apricot (**Supplementary Table 11**). Overexpression of *CBF* in peach delayed bud break and induced *LEA* genes and other cold-induced genes (Wisniewski et al., 2015; Artlip et al., 2019). CBFs bind upstream of *DAM* genes and induce their expression at early time points (Niu et al., 2016; Zhao et al., 2018). While we did see upregulation of *DAM* genes 4 and 5 in apricot and *DAM* genes 3, 4, 5, and 6 in peach at early time points especially in late blooming genotypes, all *DAM* genes were relatively highly expressed at the beginning of the experiment, prior to chilling that would induce CBFs. These patterns match previous *Prunus DAM* gene expression profiles (Li et al., 2009; Yamane et al., 2011) and may indicate regulatory mechanisms other than CBF that operate prior to chill. 

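From 0 to 100 chill hours DAM4 changed by a log2 fold change of 0.87 (SE 0.196, edgeR adjusted p = 5.82e-04) in A660 and 0.87 (SE 0.24, edgeR adjusted p = 0.00642) in A1956, while DAM5 changed by 0.37 (SE 0.209, edgeR adjusted p = 0.199) in A660. In peach DAM4 changed over the same span by 1.36 (SE 0.196, edgeR adjusted p = 4.41e-07) in A209, 1.14 (SE 0.195, edgeR adjusted p = 1.92e-05) in A340, 1.71 (SE 0.227, edgeR adjusted p = 9.51e-08) in A318 and 1.75 (SE 0.197, edgeR adjusted p = 4.66e-10) in A323. DAM3 changed by 0.77 (SE 0.243, edgeR adjusted p = 0.0225) in A318 and 0.51 (SE 0.210, edgeR adjusted p = 0.0713) in A323, and by 0.30 (SE 0.212, edgeR adjusted p = 0.518) in A209 and -0.56 (SE 0.212, edgeR adjusted p = 0.0607) in A340. In A340 the step of DAM3 passed the threshold with DESeq2's Wald test and with DESeq2's size factors. DAM5 changed by 1.07 (SE 0.531, edgeR adjusted p = 0.167) in A318 and 1.21 (SE 0.461, edgeR adjusted p = 0.0500) in A323, the latter on the threshold, and DAM6 by 0.39 (SE 0.529, edgeR adjusted p = 0.672) and 0.60 (SE 0.459, edgeR adjusted p = 0.373), so the rise of DAM6 was within the spread between libraries.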

Cold-responsive (*COR*) genes are also responsive to CBF signals and are induced by low temperatures, in order to increase plant cold tolerance, leading to cold acclimation (Nylander et al., 2001; Chinnusamy et al., 2007; Chinnusamy et al., 2010). Peach Prupe.7G161100, an *AtCOR* ortholog, was differentially expressed between dormancy phases in peach but not apricot. It also shared similar expression patterns with the *LEA* gene (Prupe.1G104900) (**Supplementary Figure 11**). 

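Prupe.7G161100 changed at ecodormancy by a log2 fold change of -1.90 (SE 0.226, edgeR adjusted p = 1.59e-04) in peach and -2.05 (SE 0.425, edgeR adjusted p = 0.0158) in apricot. The apricot change was not called with DESeq2's Wald test against a 2-fold change, which gave -2.01 (SE 0.355, adjusted p = 0.0731). In apricot it was at 7485 ± 3318 CPM (SD, n = 28) at endodormancy and 1811 ± 1261 CPM (SD, n = 5) at ecodormancy.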

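In A660, Prupe.7G161100 was at 6836 ± 770.4 CPM (SD, n = 3) at 0 and 10817 ± 756 CPM (SD, n = 3) at 400 chill hours, and at 2294 ± 1518 CPM (SD, n = 3) at 800 chill hours. In peach A318 it rose from 7002 ± 1525 CPM (SD, n = 3) at 0 to 18372 ± 1677 CPM (SD, n = 3) at 100 chill hours and was at 4657 ± 1588 CPM (SD, n = 4) at 1000 chill hours.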

The induction of cold responsive genes including *COR*, *LEA*, and *CAP160* during endodormancy suggests that these genes may contribute to cold tolerance of flower buds during endodormancy. The up-regulation of cold tolerance genes lasted longer in the high chill genotypes than in the low chill genotypes in peach, suggesting cold tolerance is consistently maintained throughout endodormancy. 

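At 600 chill hours the COR gene Prupe.7G161100 was at 9599.6 ± 1327 CPM (SD, n = 4) in A318 and 14592 ± 2658 CPM (SD, n = 3) in A323, against 2849 ± 267 CPM (SD, n = 4) in A209 and 3400.1 ± 635 CPM (SD, n = 4) in A340. LEA (Prupe.1G104900) was at 1752 ± 126 CPM in A318 and 2903 ± 669.6 CPM in A323, against 134 ± 65.2 CPM in A209 and 159 ± 111 CPM in A340. CAP160 (Prupe.2G294400) was at 770.0 ± 155 CPM and 1293 ± 248 CPM in the high chill genotypes and fell to 291 ± 185 CPM (SD, n = 4) in A318 and 123 ± 40.3 CPM (SD, n = 4) in A323 at 1000 chill hours.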

In a process analogous to vernalization, it has been proposed that these genes may also contribute to sensing the amount of chill accumulation during endodormancy (Shi et al., 2018). However, after trees fulfilled their CR and moved into ecodormancy, the genes were decreased to a low level of expression, despite the continuing vulnerability to frost or freeze damage during ecodormancy. Therefore, these particular cold responsive genes may only respond to cold and induce tree cold tolerance during endodormancy. Other mechanisms may be involved in combating cold stress during ecodormancy. As these trees are grown outside their climatically adapted ranges, this could also be due to a misalignment of the phenology of the trees with the locale and would be interesting to investigate further in native populations.

### ROS Responsive Genes Are Differentially Expressed Between Endodormancy and Ecodormancy

Oxidative stress response has been found during dormancy and is hypothesized to be not only a stress response but also an important signaling mechanism (Considine and Foyer, 2014). Our results showed that 63 DEGs found in both *Prunus* species were enriched in response to stress, which included oxidation stress (**Figure 6**). Co-expression networks of apricot and peach also indicated ME4, which was induced during ecodormancy, was enriched in genes involved in the oxidation reduction process (**Figure 7C**). The production of ROS, especially hydrogen peroxide (H_2_O_2_) during endodormancy release was identified as the major signal that triggered antioxidation pathways, such as an increase of peroxidase and superoxide dismutase (SOD) (Leida et al., 2010; Tan et al., 2010; Viti et al., 2010; Prassinos et al., 2011; Vergara et al., 2012; Bai et al., 2013). In our analyses, six oxidoreductase genes (Prupe.2G288400, Prupe.3G168200, Prupe.5G089100, Purpe.6G262200, Prupe.8G156700, and Prupe.8G195100) and five peroxidase family proteins (Prupe.1G081600, Prupe.6G191900, Prupe.6G192000, Prupe.6G239400, and Prupe.7G035800) were significantly upregulated during ecodormancy in both species; two of them (Prupe.1G081600 and Prupe.5G089100) are within the peach CR QTL regions (qCR1d-2008 and qCR5-2009, respectively). 

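In apricot 5 of the oxidoreductase genes rose at ecodormancy by log2 fold changes from 2.49 (Prupe.8G195100) to 7.34 (Prupe.2G288400), with edgeR adjusted p-values of at most 0.00157. Prupe.6G262200, printed in the text as Purpe.6G262200, was at or under 3 counts in every endodormant library and at least 1.53-fold higher at ecodormancy (edgeR adjusted p = 0.00245). In peach all 6 rose, with changes from 2.87 (Prupe.3G168200) to 7.24 (Prupe.2G288400), with adjusted p-values of at most 0.00144. Of the peroxidase genes, Prupe.1G081600, Prupe.6G192000 and Prupe.7G035800 rose in apricot with changes from 2.68 (Prupe.7G035800) to 4.38 (Prupe.1G081600), with adjusted p-values of at most 7.79e-06. Prupe.6G191900 and Prupe.6G239400 were at or under 3 counts in every endodormant apricot library and at least 1.02-fold and 5.21-fold higher at ecodormancy (edgeR adjusted p = 6.60e-05 and 3.41e-16). In peach 4 of the peroxidase genes rose with changes from 2.91 (Prupe.7G035800) to 5.35 (Prupe.6G239400), and Prupe.6G191900 was at least 2.33-fold higher (edgeR adjusted p = 4.60e-04). Prupe.2G288400 reached 82.4 ± 72.5 CPM (SD, n = 5) in the ecodormant apricot libraries and 77.7 ± 49.8 CPM (SD, n = 8) in the ecodormant peach libraries.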

Previous studies have shown that exogenous application of H_2_O_2_ can induce endodormancy break in Japanese pear (Kuroda et al., 2005); an increase of H_2_O_2_ was also observed in sweet cherry and peach after applying hydrogen cyanamide, a chemical that induces dormancy-break (Pérez et al., 2008; Ionescu et al., 2017). Our results using field-grown apricot and peach trees found an upregulation of antioxidant defense genes, consistent with the findings from hydrogen cyanamide induced dormancy break (Tang et al., 2019). This supports the hypothesis that ROS induces endodormancy release, which consequently induces bud break. The upregulation of antioxidants and other defense genes likely function as protection from the increase of ROS during dormancy phase transition, which was observed in both apricot and peach buds.

### Flower Development-Related Genes Have Specific Patterns of Expression Corresponding to Endodormancy and Ecodormancy Stages

DEGs and co-expression clusters included a number of genes involved in flower development that are upregulated during ecodormancy. Jojoba acyl CoA reductase-related male sterility proteins (Prupe.7G084900), chalcone and stilbene synthase (Prupe.2G122600 and Prupe.8G159600), Pollen Ole e 1 allergen and extensin family proteins (Prupe.4G061100 and Prupe.3G204300), and gamete expressed protein 1 (Prupe.1G133700) were identified as DEGs in both species, and were clustered into ME11 where gene expression was induced at ecodormancy (**Figure 7D**, **Supplementary Tables 11** and **16**). 

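In peach MS2 (Prupe.7G084900) changed at ecodormancy by a log2 fold change of 7.35 (SE 0.725, edgeR adjusted p = 4.32e-12) and Prupe.2G122600 by 6.95 (SE 0.930, edgeR adjusted p = 3.55e-08). Prupe.8G159600 changed by 9.69 (SE 0.446, edgeR adjusted p = 4.15e-25) in apricot and 4.97 (SE 0.729, edgeR adjusted p = 9.77e-07) in peach. The Pollen Ole e 1 gene Prupe.4G061100 changed by 2.76 (SE 0.648, edgeR adjusted p = 0.0156) in apricot and 7.19 (SE 0.980, edgeR adjusted p = 6.67e-08) in peach, and Prupe.3G204300 by 4.32 (SE 0.481, edgeR adjusted p = 2.59e-08) and 2.74 (SE 0.614, edgeR adjusted p = 0.00491). Prupe.4G061100 was not called in apricot with DESeq2's Wald test (adjusted p = 0.143). Gamete expressed protein 1 (Prupe.1G133700) changed by 7.79 (SE 0.777, edgeR adjusted p = 5.07e-12) in peach. In peach at 600 chill hours MS2 was at 477 ± 264 CPM (SD, n = 4) in A209 and 225 ± 143 CPM (SD, n = 4) in A340, against 3.54 ± 2.82 CPM (SD, n = 4) in A318 and 1.07 ± 0.435 CPM (SD, n = 3) in A323.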

Previous studies reported stamen and microspore development after dormancy break in apricot flower buds, and sweet cherry anthers showed developmental activation after CR fulfillment (Julian et al., 2011; Fadón et al., 2019). Pollen development-related genes have also been shown to be upregulated after dormancy break in peach cultivars (Ríos et al., 2013).

Besides the upregulated DEGs at ecodormancy, genes involved in flower development were also found to be downregulated during ecodormancy. Prupe.1G388300, an ortholog of VERDANDI (*VDD*), which is a transcription factor that regulates female gametophyte differentiation in *Arabidopsis* (Matias-Hernandez et al., 2010), was differentially expressed in both apricot and peach. 

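At ecodormancy VDD (Prupe.1G388300) changed by a log2 fold change of -2.35 (SE 0.390, edgeR adjusted p = 8.62e-04) in apricot. In peach at 600 chill hours it differed by -2.13 (SE 0.339, edgeR adjusted p = 0.00130) between the low and high chill genotypes. Over chill accumulation in apricot it went from 14.0 ± 4.61 CPM (SD, n = 3) at 0 to 14.0 ± 3.28 CPM (SD, n = 3) at 400 and 1.27 ± 0.459 CPM (SD, n = 3) at 800 chill hours in A660. It was at 20.2 ± 0.924 CPM (SD, n = 3), 27.9 ± 0.392 CPM (SD, n = 3) and 8.64 ± 1.98 CPM (SD, n = 3) in A1267 at 100, 400 and 800 chill hours. In A2137 and A1956 no rise was seen: it was at 16.9 CPM (n = 1) and 21.3 ± 5.47 CPM (SD, n = 2) at 0 chill hours and at 10.2 ± 0.874 CPM (SD, n = 2) and 14.0 ± 0.970 CPM (SD, n = 2) at 100 chill hours. In peach it rose from 3.92 ± 1.81 CPM (SD, n = 3) at 100 to 14.3 ± 2.53 CPM (SD, n = 4) at 600 chill hours in A318, and was at 2.78 ± 1.77 CPM (SD, n = 4) in A209 at 600 chill hours. A209 was already at 2.32 ± 1.65 CPM (SD, n = 4) at 0 chill hours. The peach difference thus came with a rise in A318 and no fall in A209 between 0 and 600 chill hours.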

*VDD* was upregulated in endodormancy during chill accumulation and then downregulated at the ecodormancy stage (**Supplementary Figure 12**). In *Arabidopsis*, this gene is induced by ovule identity MADS-box transcription factor complexes consisting of SEEDSTICK (STK), SEPALLATA3 (SEP3), and SHATTERPROOF during ovule development (Favaro et al., 2003). However, the expression of *VDD* in peach and apricot was opposite to the expression of *STK*, as *STK* (Prupe.1G549600) was upregulated from dormancy transition to flowering (**Supplementary Table 11** and **Supplementary Figure 12**). This suggests that *VDD* and female gametogenesis may be regulated by other factors rather than STK complexes during dormancy in *Prunus* spp. Another jojoba acyl CoA reductase-related male sterility protein (Prupe.6G126800) involved in flower wax biosynthesis (Busta and Jetter, 2017) and ovate family protein 2 (OFP2, Prupe.6G290900) involved in vascular formation (Schmitz et al., 2015; Wang et al., 2016) were also downregulated during ecodormancy, indicating that some floral development activities may be completed prior to entering ecodormancy. 

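STK changed at ecodormancy by a log2 fold change of 3.34 (SE 0.366, edgeR adjusted p = 2.08e-07) in apricot and 0.01 (SE 0.511, edgeR adjusted p = 1) in peach, and the sign of the peach change depended on the setting. In A2137 it was at 7.94 ± 0.896 CPM (SD, n = 2) at 400 chill hours and 70.9 ± 17.9 CPM (SD, n = 3) in flower at 800 chill hours. In A660 it was at 2.08 ± 1.99 CPM (SD, n = 3) at 800 chill hours and 9.52 ± 1.14 CPM (SD, n = 3) at the petal visible stage. In peach it was at 1.57 ± 1.15 CPM (SD, n = 4) at 600 chill hours and 3.75 ± 1.94 CPM (SD, n = 4) at pre-bloom in A209.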

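Prupe.6G126800 changed at ecodormancy by a log2 fold change of -2.68 (SE 0.635, edgeR adjusted p = 0.0117) in apricot and -2.21 (SE 0.425, edgeR adjusted p = 0.00544) in peach. OFP2 changed by -2.18 (SE 0.480, edgeR adjusted p = 0.0170) and -2.17 (SE 0.322, edgeR adjusted p = 5.04e-04), and in apricot it was not called with DESeq2's Wald test (adjusted p = 0.0726).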

Julian et al. (2011) reported a rapid development of stamen and vascular differentiation upon CR fulfillment in apricot (Julian et al., 2011). These transcriptional patterns, coupled with our images of developing buds and previous work, demonstrate that floral development progresses in stages closely tied to dormancy progression.

### The DEGs Located in QTL Regions May Be Involved in Dormancy Regulation

Of the shared DEGs for apricot and peach, 99 were located within the CR QTL regions, including three of the *DAM* genes (*DAM4*, *DAM5*, and *DAM6*) in the QTL qCR1a-2009. However, these three *DAM* genes were clustered into two different co-expression modules. *DAM4* fell into ME1, which did not show obvious up or down-regulation during CR accumulation in either peach or apricot, although the *DAM4* gene was downregulated during dormancy release (**Figure 1** and **Supplementary Figure 13**). *DAM5* and *DAM6* were clustered into ME5, where genes were expressed highly at 0 chill hour and decreased during dormancy release (**Supplementary Figure 13**).

Other DEGs overlapping with CR QTLs include genes involved in transcriptional regulation, sugar transportation, stress response, and cell wall development. 

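HSFA2 (Prupe.7G206900) was at 13.2 ± 7.06 CPM (SD, n = 28) at endodormancy and 2.35 ± 0.372 CPM (SD, n = 5) at ecodormancy in apricot, a log2 fold change of -2.47 (SE 0.422, edgeR adjusted p = 8.25e-04). In peach at 600 chill hours it was at 2.67 ± 1.41 CPM (SD, n = 7) in the endodormant and 0.407 ± 0.269 CPM (SD, n = 8) in the ecodormant libraries, a change of -2.69 (SE 0.522, edgeR adjusted p = 0.00171).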

As a response to abiotic stress, the heat shock transcription factor A-2 (*HSFA2*, Prupe.7G206900) found on LG 7 QTL qCR7-2008 was upregulated at ecodormancy. *HSFA2* accumulates under heat stress, similar to other heat shock proteins (Schramm et al., 2006). The targets of HSFA2 include the HSP70 (70-kDa heat shock) protein family (Prupe.7G108000 and Prupe.7G108400), which were also upregulated during ecodormancy in apricot. This agrees with a previous study reporting an induction of HSP70 before floral bud break in Japanese pear (*Pyrus pyrifolia*) (Takemura et al., 2015). However, some other heat shock proteins such as Hsp21, Hsp83, and Hsp40 were downregulated during ecodormancy in both apricot and peach, in contrast to the expression patterns of *HSP70* (**Supplementary Table 11**).

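In apricot Prupe.7G108000 changed by a log2 fold change of 2.01 (SE 0.331, edgeR adjusted p = 0.00888) and Prupe.7G108400 by 2.43 (SE 0.431, edgeR adjusted p = 0.00377), and with DESeq2's Wald test the adjusted p-values were 0.0571 and 0.0541. In peach the changes were 1.22 (SE 0.399, edgeR adjusted p = 0.533) and 0.94 (SE 0.796, edgeR adjusted p = 1), and neither was a DEG. Prupe.7G108400 changed by 2.89 in A660 and 0.76 in A2137 (edgeR adjusted p = 0.00151 for the difference).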

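In apricot the STP1 genes Prupe.5G083900, Prupe.5G090900 and Prupe.5G091100 were at or under 3 counts in every endodormant library, and at ecodormancy they were at least 44.2-fold, 10.5-fold and 8.98-fold higher (edgeR adjusted p = 2.91e-23, 9.23e-20 and 2.82e-16). Prupe.5G083900 was at 15.6 ± 15.2 CPM (SD, n = 5) in the ecodormant libraries. In peach Prupe.5G083900 changed by a log2 fold change of 5.60 (SE 0.616, edgeR adjusted p = 4.14e-10) and Prupe.5G091100 by 4.83 (SE 0.833, edgeR adjusted p = 3.00e-05), and Prupe.5G090900 was at least 15.3-fold higher (edgeR adjusted p = 3.25e-07). The 3 genes are on chromosome 5 by their identifiers and carry the same name, so the share of each in reads that fit several of them is uncertain.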

Three orthologs of sugar transporter protein 1 (Prupe.5G083900, Prupe.5G090900, and Prupe.5G091100 in LG5 QTL qCR5-2008 and qCR5-2009), which are regulated by sugar levels in plants, were significantly upregulated during ecodormancy in both apricot and peach, indicating that the sugar concentrations were likely increased during ecodormancy. This is consistent with a study in Japanese apricot (*Prunus mume*), which found that soluble sugars such as glucose and sucrose were at low levels at the beginning of dormancy, and gradually increased until dormancy release (Zhang et al., 2018). Sugar transportation and synthesis are important to budbreak in Japanese pear, Japanese apricot, and cherry (Marafon et al., 2011; Zhuang et al., 2015; Chmielewski et al., 2017; Fadón et al., 2018a). Dormant cherry buds accumulate starch throughout endodormancy and chilling induces the increase of starch and sucrose concentrations in Japanese pear buds (Marafon et al., 2011; Fadón et al., 2018a). Sugar transport may also have an active role in regulating dormancy transitions, as transgenic poplar expressing *Arabidopsis* sucrose phosphate synthase exhibits early bud flush (Park et al., 2009). The activity of α-amylase which hydrolases starch into sucrose is reported to increase after floral and vegetative buds release from endodormancy (Hussain et al., 2015). To resume growth from dormancy, buds not only use local sugars, but also transport carbohydrates from long distances (Tixier et al., 2019). Tixier et al. (2017) propose long-distance sugar transport in walnut sustains the fast growth resumption after dormancy release (Tixier et al., 2017). 

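BGAL7 (Prupe.7G194500) changed at ecodormancy by a log2 fold change of 9.02 (SE 0.555, edgeR adjusted p = 2.82e-19) in apricot and 6.92 (SE 0.725, edgeR adjusted p = 4.90e-11) in peach, where it was at 20.3 ± 6.51 CPM (SD, n = 8) at ecodormancy and 0.179 ± 0.213 CPM (SD, n = 7) at endodormancy. BGAL1 (Prupe.7G210000) changed by 4.02 (SE 0.312, edgeR adjusted p = 1.68e-12) in apricot and 5.64 (SE 0.462, edgeR adjusted p = 2.98e-14) in peach. The apricot change of BGAL1 came from A660 (4.93, SE 0.170), while in A2137 it was 0.10 (SE 0.258), a difference with an edgeR adjusted p of 1.00e-13.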

In this study two beta-galactosidase genes found in the QTLs qCR7-2008 and qCR-2009 (Fan et al., 2010), *BGAL7* (Prupe.7G194500), and *BGAL1* (Prupe.7G210000), were downregulated during ecodormancy in both apricot and peach. BGAL enzymes produce free galactose, which is the most dynamic sugar residue of the cell wall during fruit development in tomato (Smith and Gross, 2000). Down-regulation of *BGAL* during ecodormancy also supports the idea that the bud is increasing cell wall formation activities during ecodormancy. In *Arabidopsis* thaliana, BGAL7 and BGAL8 have been profiled as increasing expression during bud development, particularly in stamens and mature pollen for BGAL7 (Schmid et al., 2005; Berardini et al., 2015).

### Plant Hormones Are Involved in the Endodormancy to Ecodormancy Transition

Co-expression networks identified genes involved in signaling pathways of growth-related hormones during ecodormancy, including ABA responsive genes and GA responsive genes (**Figure 8A** and **Supplementary Tables 11** and **15**). 

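Prupe.4G080700 changed at ecodormancy by a log2 fold change of -2.94 (SE 0.649, edgeR adjusted p = 0.00431) in apricot and -4.48 (SE 0.384, edgeR adjusted p = 7.30e-13) in peach. Prupe.4G204600 changed by -4.63 (SE 0.520, edgeR adjusted p = 3.96e-09) in apricot and -2.97 (SE 0.283, edgeR adjusted p = 2.18e-09) in peach, where it was at 33.7 ± 4.63 CPM (SD, n = 7) at endodormancy and 4.57 ± 3.66 CPM (SD, n = 8) at ecodormancy.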

Two GA 2-oxidase genes (Prupe.4G080700 and Prupe.4G204600) were significantly downregulated during ecodormancy in both apricot and peach (**Supplementary Table 11**). GA 2-oxidase is the enzyme controlling the bioactive GA levels during plant development. It deactivates GA_1_ and GA_4_, two major bioactive GAs in plants (Yamaguchi, 2008). Downregulation of GA 2-oxidase genes may increase the bioactive GA levels after the transition from endodormancy to ecodormancy, reactivating plant growth. In *Prunus mume*, GA_3_ concentrations were found to increase during the dormancy phase transition, and the low chill genotype had higher GA_3_ levels than the high chill genotype during ecodormancy (Wen et al., 2016). The GA biosynthesis gene GA 20-oxidase was also expressed at a high level during ecodormancy (Wen et al., 2016). Unlike *Prunus mume*, there were no significant changes in GA 20-oxidase gene in our study in either peach or apricot, suggesting that the increase of GA levels in peach and apricot may be due to the suppression of GA deactivation rather than an increase of GA biosynthesis. In *Populus*, chilling was found to increase GA biosynthesis and signaling genes, leading to a suggested model where GA is required for dormancy release and acts by inducing removal of callose thus reopening pores and plasmodesmata for signaling to resume growth (Rinne et al., 2011).

ABA has an opposite effect as GA on dormancy. Our co-expression networks among peach and apricot identified three genes involved in ABA metabolic process (GO:0009687, FDR=0.0258), and 15 genes responsive to ABA stimulus (GO:0009737, FDR=1.71E-04); all were upregulated during ecodormancy. 

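Myb108 (Prupe.1G111700) changed at ecodormancy by a log2 fold change of 3.64 (SE 0.350, edgeR adjusted p = 3.73e-09) in apricot and 3.69 (SE 0.389, edgeR adjusted p = 1.85e-09) in peach, and Myb102 (Prupe.4G192000) by 4.42 (SE 0.448, edgeR adjusted p = 1.86e-09) and 4.51 (SE 0.610, edgeR adjusted p = 2.37e-07). The apricot change of Myb108 was 4.55 (SE 0.335) in A660 and 0.45 (SE 0.514) in A2137, with an edgeR adjusted p of 4.42e-06 for the difference. The identifier Prupe.3G316600 is not in the deposited counts, so the homeobox gene was not analysed here.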

Among these 18 genes, two Myb-containing domain genes *Myb108* (Prupe.1G111700) and *Myb102* (Prupe.4G192000) and one homeobox 7 (*HB7*, Prupe.3G316600) were differentially expressed in both species. Past studies reported that HB7 is a stress response protein positively regulated by the ABA pathway (Söderman et al., 1996; Georgii et al., 2019). The high expression level of *HB7* transcripts during ecodormancy in apricot and peach suggests high concentrations of ABA, which may be acting to repress bud break during ecodormancy. However, the two Myb proteins are shown to inhibit ABA accumulation and down-regulate ABA signaling (Cui et al., 2013; Piao et al., 2019). These genes may indicate counteracting or balancing influences on the ABA pathway during ecodormancy, to promote dormancy release and bud growth.

The small auxin up RNA (SAUR)-like auxin responsive gene family was also significantly upregulated during ecodormancy in both species. 

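Of the 6 SAUR-like genes, Prupe.2G194600, Prupe.7G167000, Prupe.8G080300 and Prupe.8G157800 rose in apricot by log2 fold changes from 2.13 (Prupe.2G194600) to 3.68 (Prupe.8G157800), with edgeR adjusted p-values of at most 0.00316. Prupe.8G081100 and Prupe.8G081700 were at or under 3 counts in every endodormant library and at least 1.06-fold and 1.45-fold higher at ecodormancy (edgeR adjusted p = 1.19e-06 and 7.79e-05). In peach all 6 rose, with changes from 2.52 (Prupe.2G194600) to 4.83 (Prupe.7G167000), with adjusted p-values of at most 0.00914.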

The upregulation of six *SAUR-like* genes (Prupe.2G194600, Prupe. 7G167000, Prupe.8G080300, Prupe.8G081100, Prupe.8G081700, and Prupe.8G157800) indicated that auxin levels may be increasing during ecodormancy compared to during endodormancy, consistent with the results found in grapevine that auxin concentrations rise from ecodormancy until budburst (Aloni et al., 1990). Moreover, the downregulation of auxin efflux carrier genes (Prupe.1G071800 and Prupe.5G004300) and upregulation of auxin influx carrier gene (Prupe.1G503100) indicated that increased auxin transporters contribute to increasing auxin levels. 

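At ecodormancy Prupe.1G071800 changed by a log2 fold change of -2.67 (SE 0.590, edgeR adjusted p = 0.00668) in apricot and -2.95 (SE 0.288, edgeR adjusted p = 5.63e-09) in peach, and Prupe.5G004300 by -2.74 (SE 0.486, edgeR adjusted p = 6.63e-04) and -2.56 (SE 0.350, edgeR adjusted p = 3.08e-05). Prupe.1G503100 changed by 3.69 (SE 0.328, edgeR adjusted p = 3.70e-10) in apricot and 4.21 (SE 0.347, edgeR adjusted p = 3.08e-13) in peach.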

Auxin transport has been proposed as a regulatory gate for dormancy control in apple (Porto et al., 2015). Our analyses identified auxin efflux carrier Prupe.1G071800 as a DEG located on a peach CR QTL qCR1d-2008, making it a strong candidate as a dormancy regulator in peach as well.

### Potential Implications

The seasonal transition from endodormancy to ecodormancy is a complex and tightly coordinated network of many processes, including environmental sensing, cold acclimation, abiotic stress response, hormone fluctuations, chill hour accumulation, and floral development. Examining the transcriptional patterns at multiple time points during dormancy in two species from two locations each with phenotypically varying genotypes enabled us to elucidate strong, reproducible patterns governing dormancy. Our co-expression networks and DEGs begin to untangle this process at the transcript level into two major gene expression patterns shown in **Figure 9**: 1) gene expression was gradually downregulated as dormancy progresses; 2) low gene expression during endodormancy that then peaks at ecodormancy. 

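Of the genes that the paper names by identifier in its text and Figure 4, 69 were tested in each species. In apricot 57 of them were DEGs after adjustment over all genes tested and 58 after adjustment over the list alone, and in peach 53 under either adjustment. The list was drawn largely from the paper's own DEGs in the same libraries, so these shares do not measure how stable the calls are. The paper gives a direction at ecodormancy for 56 of the tested genes in apricot, and 53 changed in that direction, of which 52 were DEGs. For peach the numbers were 52, 49 and 48. 

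**Figure D4:**
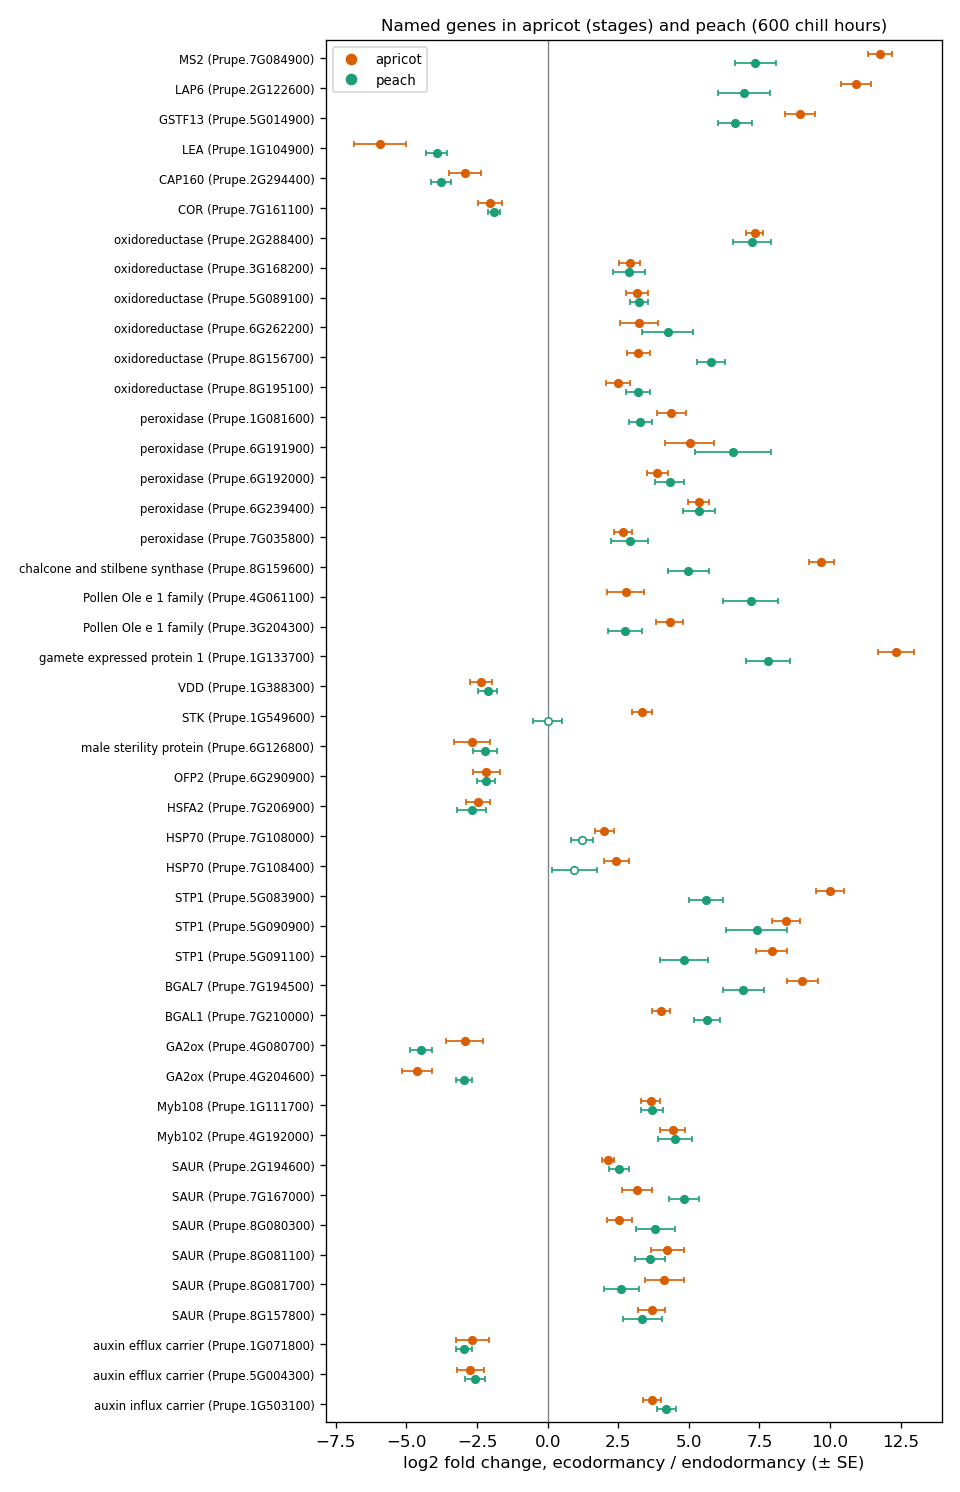
Log2 fold change between ecodormancy and endodormancy of the named genes other than DAM, cell cycle, chromatin and oppositely changed genes, in apricot (5 against 28 libraries) and in peach at 600 chill hours (8 against 7 libraries), with error bars of 1 SE; filled points are DEGs and open points are not. For genes at or under 3 counts in a group, such as GSTF13 and STP1 in apricot, the point is the estimate of the model and the change in the text is a lower bound; STK has 3.34 in apricot and 0.01 in peach.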

Functional annotation and gene ontology enrichment analysis defined the genes in the first pattern as involved in pathways including reproduction and chromatin modification. Genes expressed in the second pattern are involved in pollen development, cell wall formation, defense systems, oxidation-reduction, and hormone metabolic and transport pathways. Genes following the first pattern are likely responsible for chill accumulation and release of endodormancy, while genes following the second pattern may be responsible for preparing the bud for the final steps of floral maturation, such as development of pollen. These patterns form a framework of conserved biological pathways that determine winter dormancy and spring flower timing. This transcriptome knowledge contributes to the overall understanding molecular controls of phenological traits, which is particularly critical for tree crops that suffer major crop losses due to warm winters followed by late frosts in spring when trees have already bloomed and are damaged.

**Figure 9:**
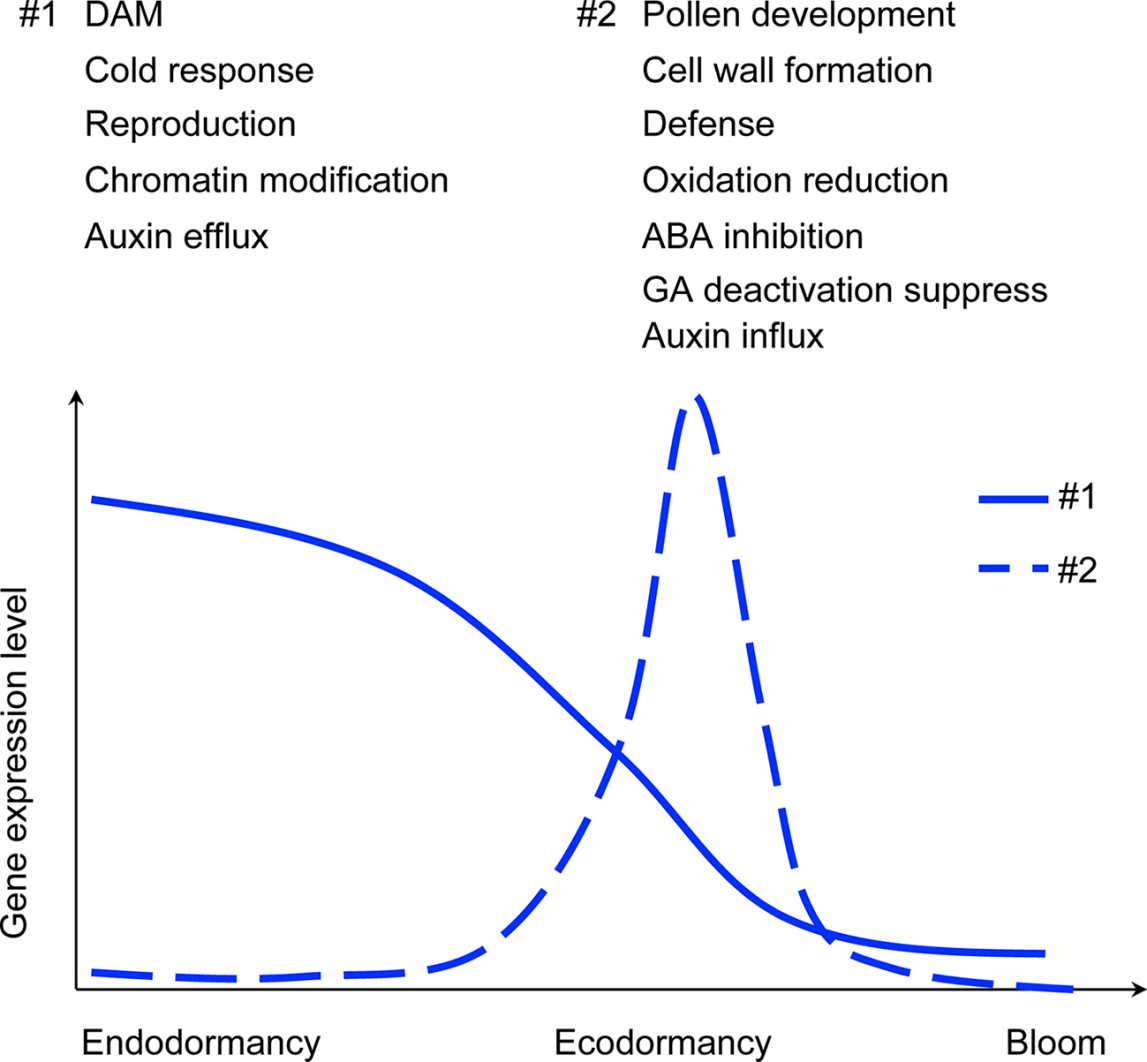
Diagram of two distinctive expression patterns during dormancy phase transition.

### Future Directions

Our analyses using time-series transcriptomic profiles from dormant buds over winter in peach and apricot identified 99 genes located on the CR QTL region and differentially expressed in both species. These candidate genes need to be examined in mapping populations for sequence or structural variants that might yield phenotypic differences and their transcriptional profiles examined against more dormancy time points. Further, the same material needs to be experimentally verified for the specific endo-vs-ecodormancy transition point. The biological pathways identified by the co-expression networks also point to chromatin remodeling and cell cycle pathways during chilling in the endodormancy stage as likely factors regulating dormancy transition and warrant additional research. The finding of increasing defense response at ecodormancy only in peach also needs further validation in other *Prunus* species.

## Data Availability Statement

All reported raw read data is available at the National Center for Biotechnology Information (NCBI) under the study of project accession PRJNA567655. Raw reads for apricot samples are available from the Sequence Read Archive (SRA) with accession IDs SAMN12791244 to SAMN12791303. Peach samples are available under the accession IDs SAMN12791304 to SAMN12791372. The raw counts of reads per gene derived after read mapping were deposited to NCBI Gene Expression Omnibus (GEO) with accession GSE138792.

## Author Contributions

AA, CD, ZL, MS, TZ, and VD conceived the project. VD, GR, and J-MA collected apricot samples and VD and AA extracted RNA. AC and TZ collected peach samples and CD, ZL, and DB extracted RNA. ZL and DB provided the peach bud imaging. DW performed RT-qPCR. JY and MS performed the data analyses and wrote the manuscript with contributions from all co-authors. All authors approved the manuscript.

## Funding

This project is supported by the Agriculture and Food Research Initiative Competitive Grant No. 2016-67014-24577 from the USDA National Institute of Food and Agriculture (Albert G Abbott, Christopher Dardick, Zongrang Liu, Margaret E Staton) and the French ANR CHEX ABRIWG No. ANR-11-CHEX-0002 (Albert G Abbott, Véronique Decroocq, and Jean-Marc Audergon).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Distinctive Gene Expression Patterns Define Endodormancy to Ecodormancy Transition in Apricot and Peach
**Source:** Front Plant Sci. 2020 Feb 28;11:180. doi: 10.3389/fpls.2020.00180
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Tables

Table 1. Metadata for apricot and peach RNASeq with NCBI SRA accession

Table 2. Summary of biological replicates for apricot and peach samples

Table 3. Apricot DEGs between early and late blooming genotypes at 0 chill hour

Table 4. Apricot DEGs between early and late blooming genotypes at 100 chill hours

Table 5. Apricot DEGs between early and late blooming genotypes at 400 chill hours

Table 6. Genes in apricot co-expression module ME2

Table 7. GO enriched terms of apricot ME2

Table 8. Genes in apricot co-expression module ME15

Table 9. GO enriched terms of apricot ME15

Table 10. PERMANOVA analysis of factors for peach transcriptome data

Table 11. DEGs in apricot and peach, respectively

Table 12. GO enriched terms of peach ME6

Table 13. GO enriched terms of peach ME4

Table 14. GO enriched terms of peach ME10

Table 15. ME4 GO enriched terms of integrated apricot and peach RNASeq

Table 16. ME11 GO enriched terms of integrated apricot and peach RNAseq

# Supplementary Figures

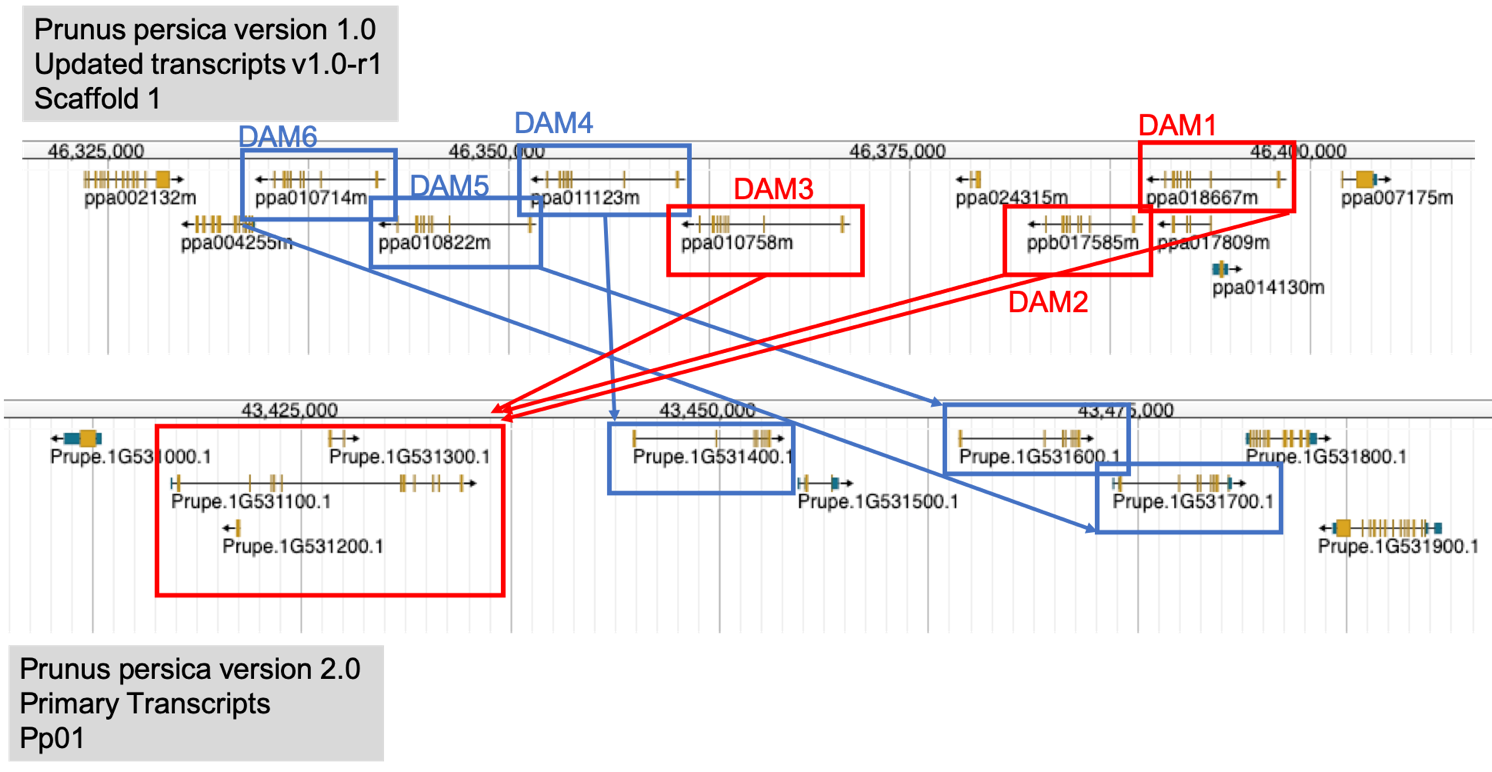

**Supplementary Figure 1.** The misannotation of DAM 1 – 3 in Prunus persica genome version 2.0. The entire region has been reversed in orientation along the chromosome (likely correctly), but the exons from DAM 1-3 are merged into a single large gene with a few exons separated into smaller genes (red lines and boxes).

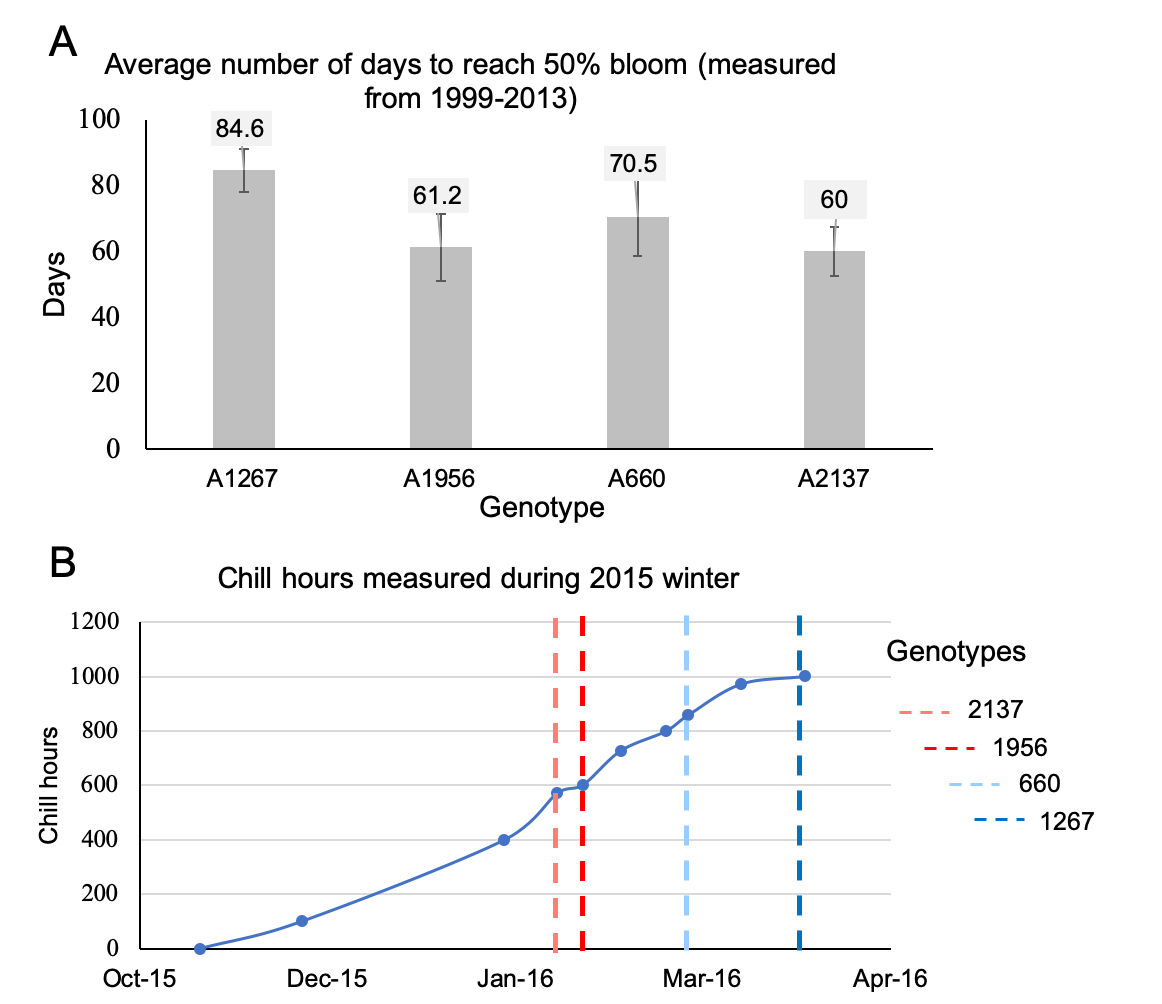

**Supplementary Figure 2.** Phenotypes measured for each Apricot genotype. (A) Days until 50% blooming for four apricot genotypes, averaged from measurements from 1999 to 2013 (Mean±SD). (B) Chill-hour accumulation in the year of sample collection and the sepal visible time for the four genotypes (vertical lines).

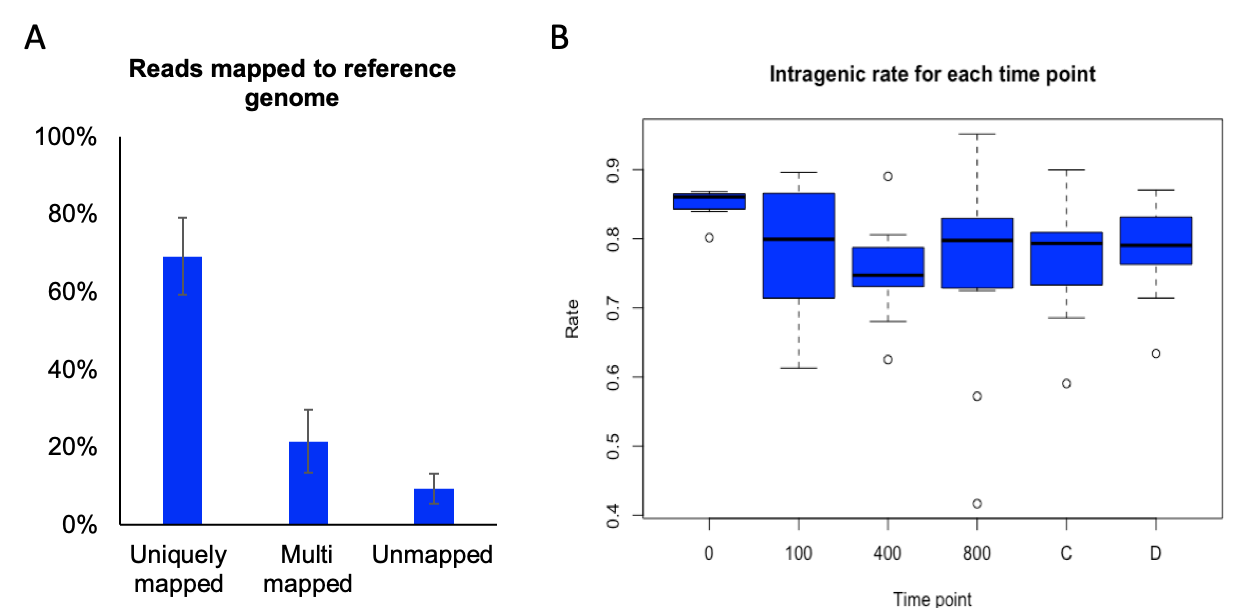

**Supplementary Figure 3**. The mapping rates of apricot samples. (A) Overall mapping rate of apricot RNA-seq samples (Mean+SD). (B) Intragenic rate of apricot RNA-seq reads mapped to peach genome v2.0. (C, sepal visible stage, D, petal visible stage)

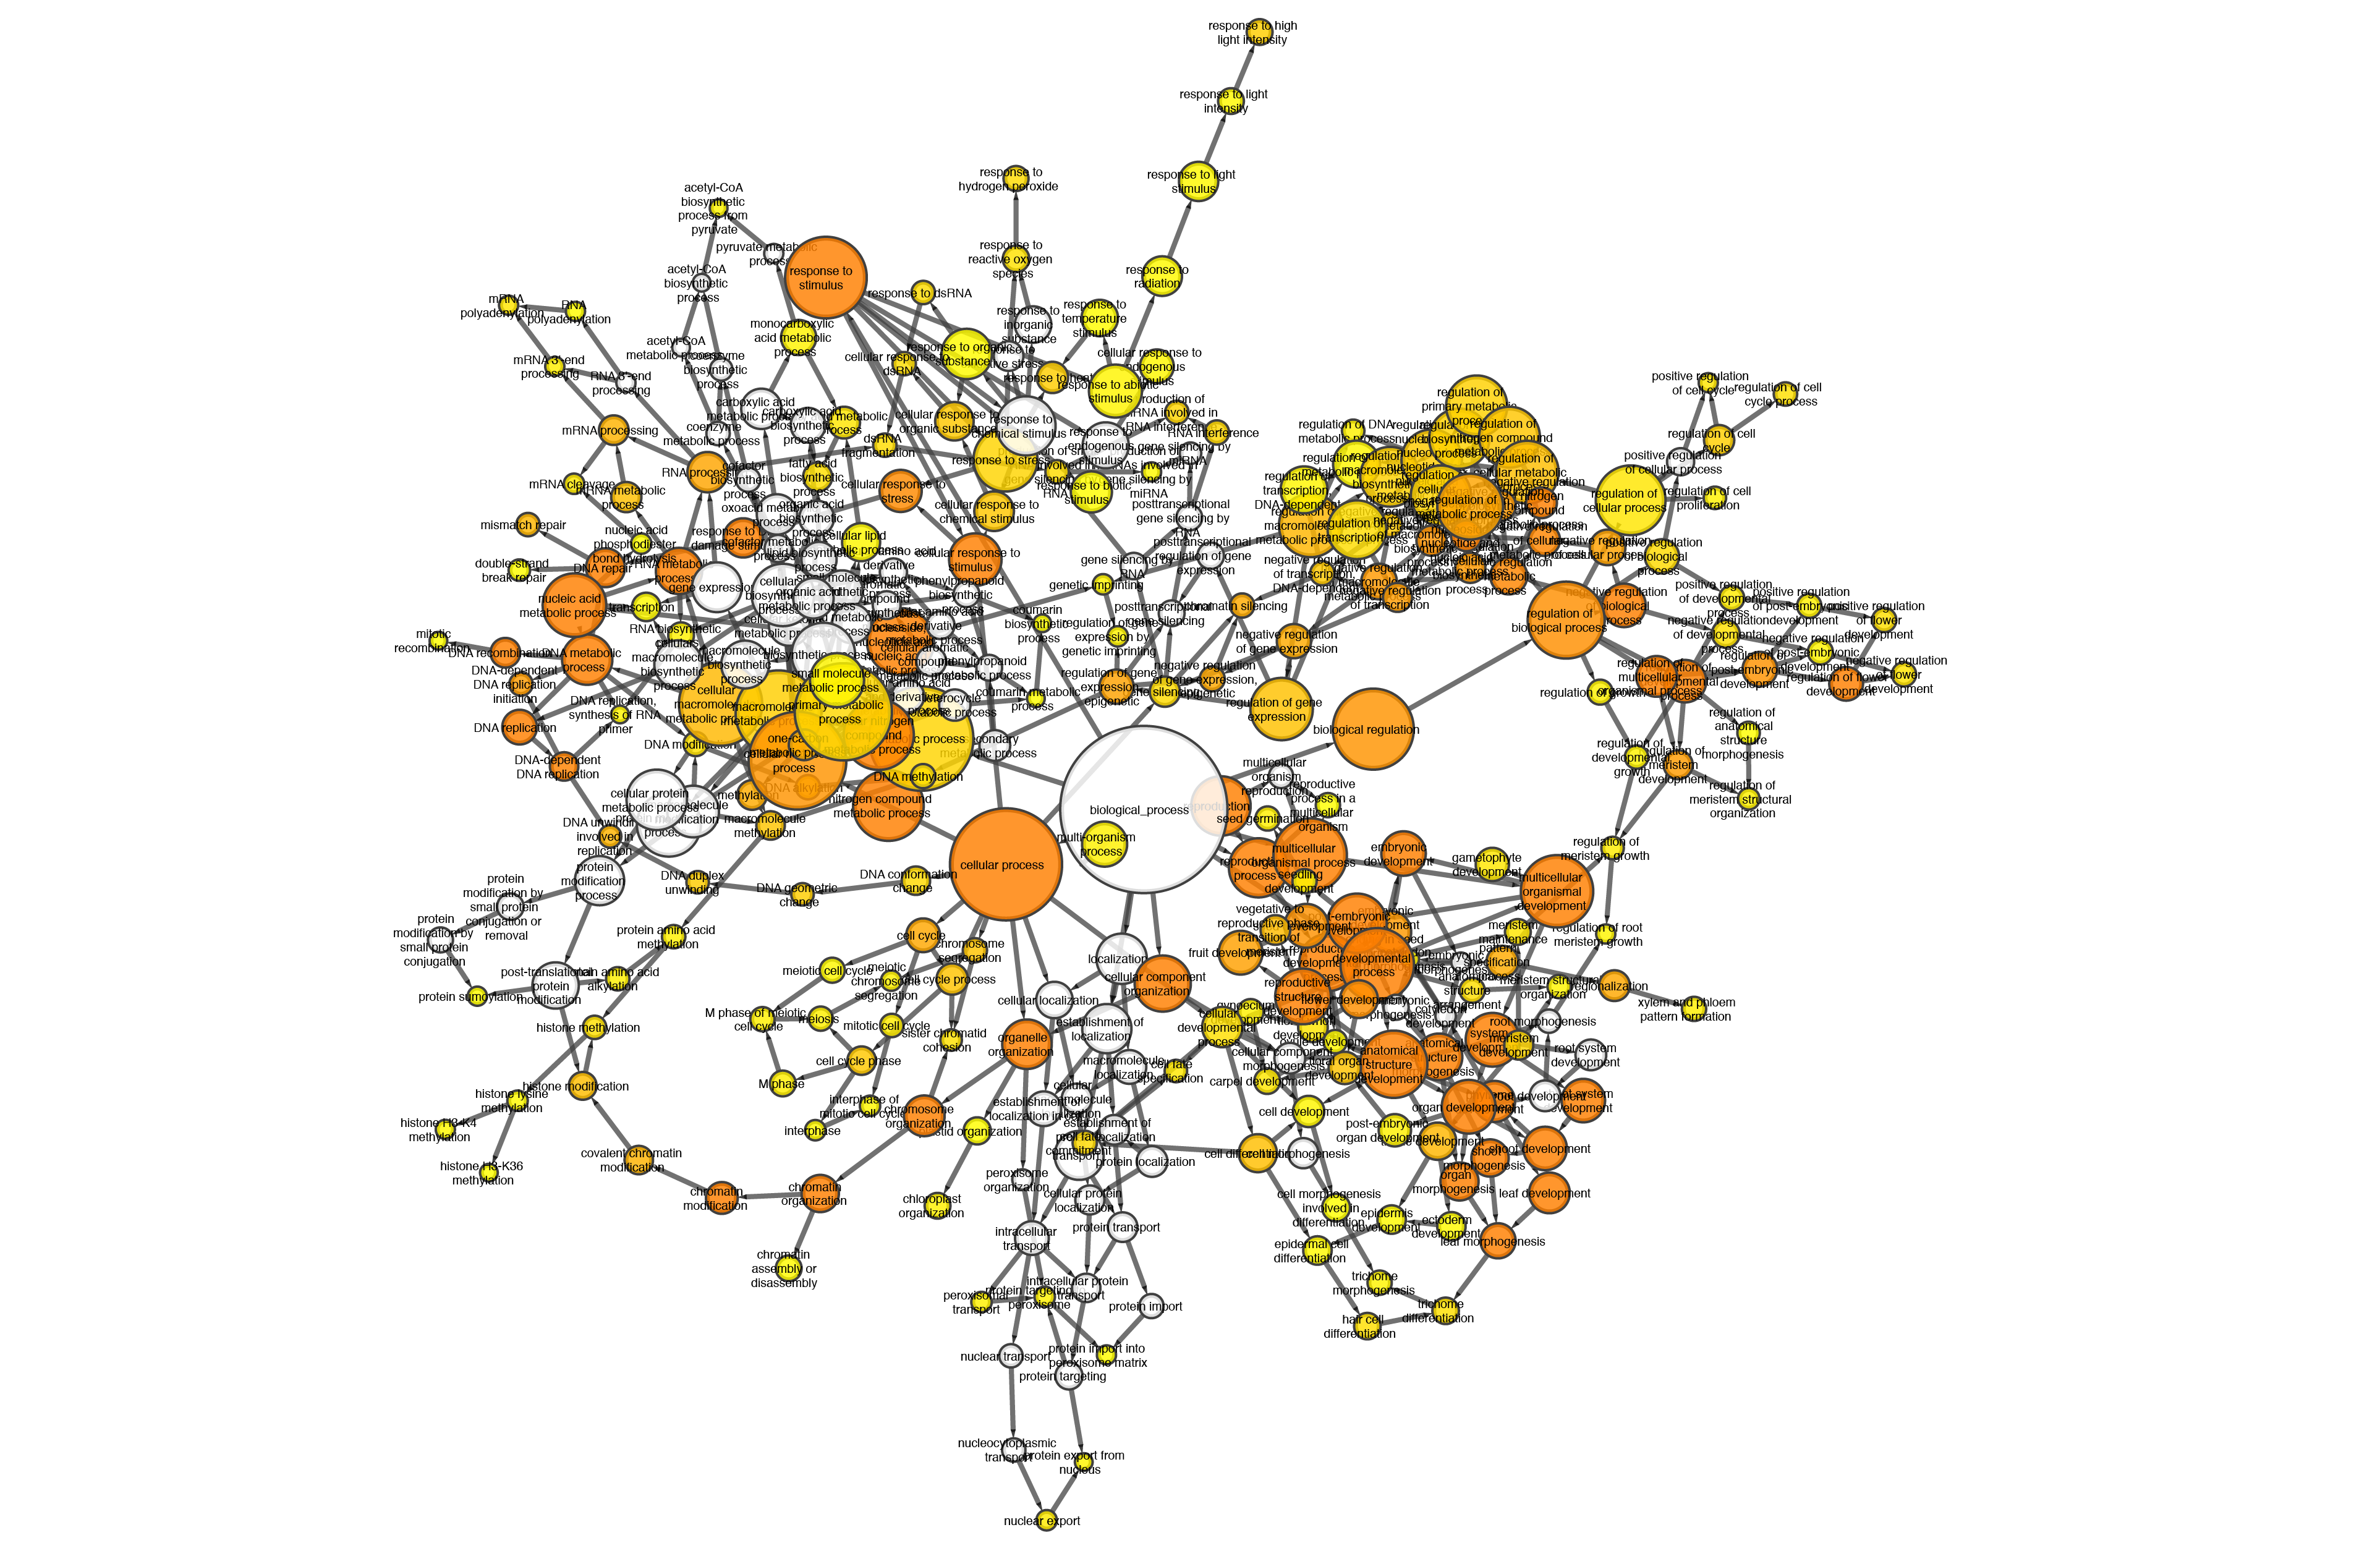

**Supplementary Figure 4**. GO enriched network in apricot Module 2 with labels.

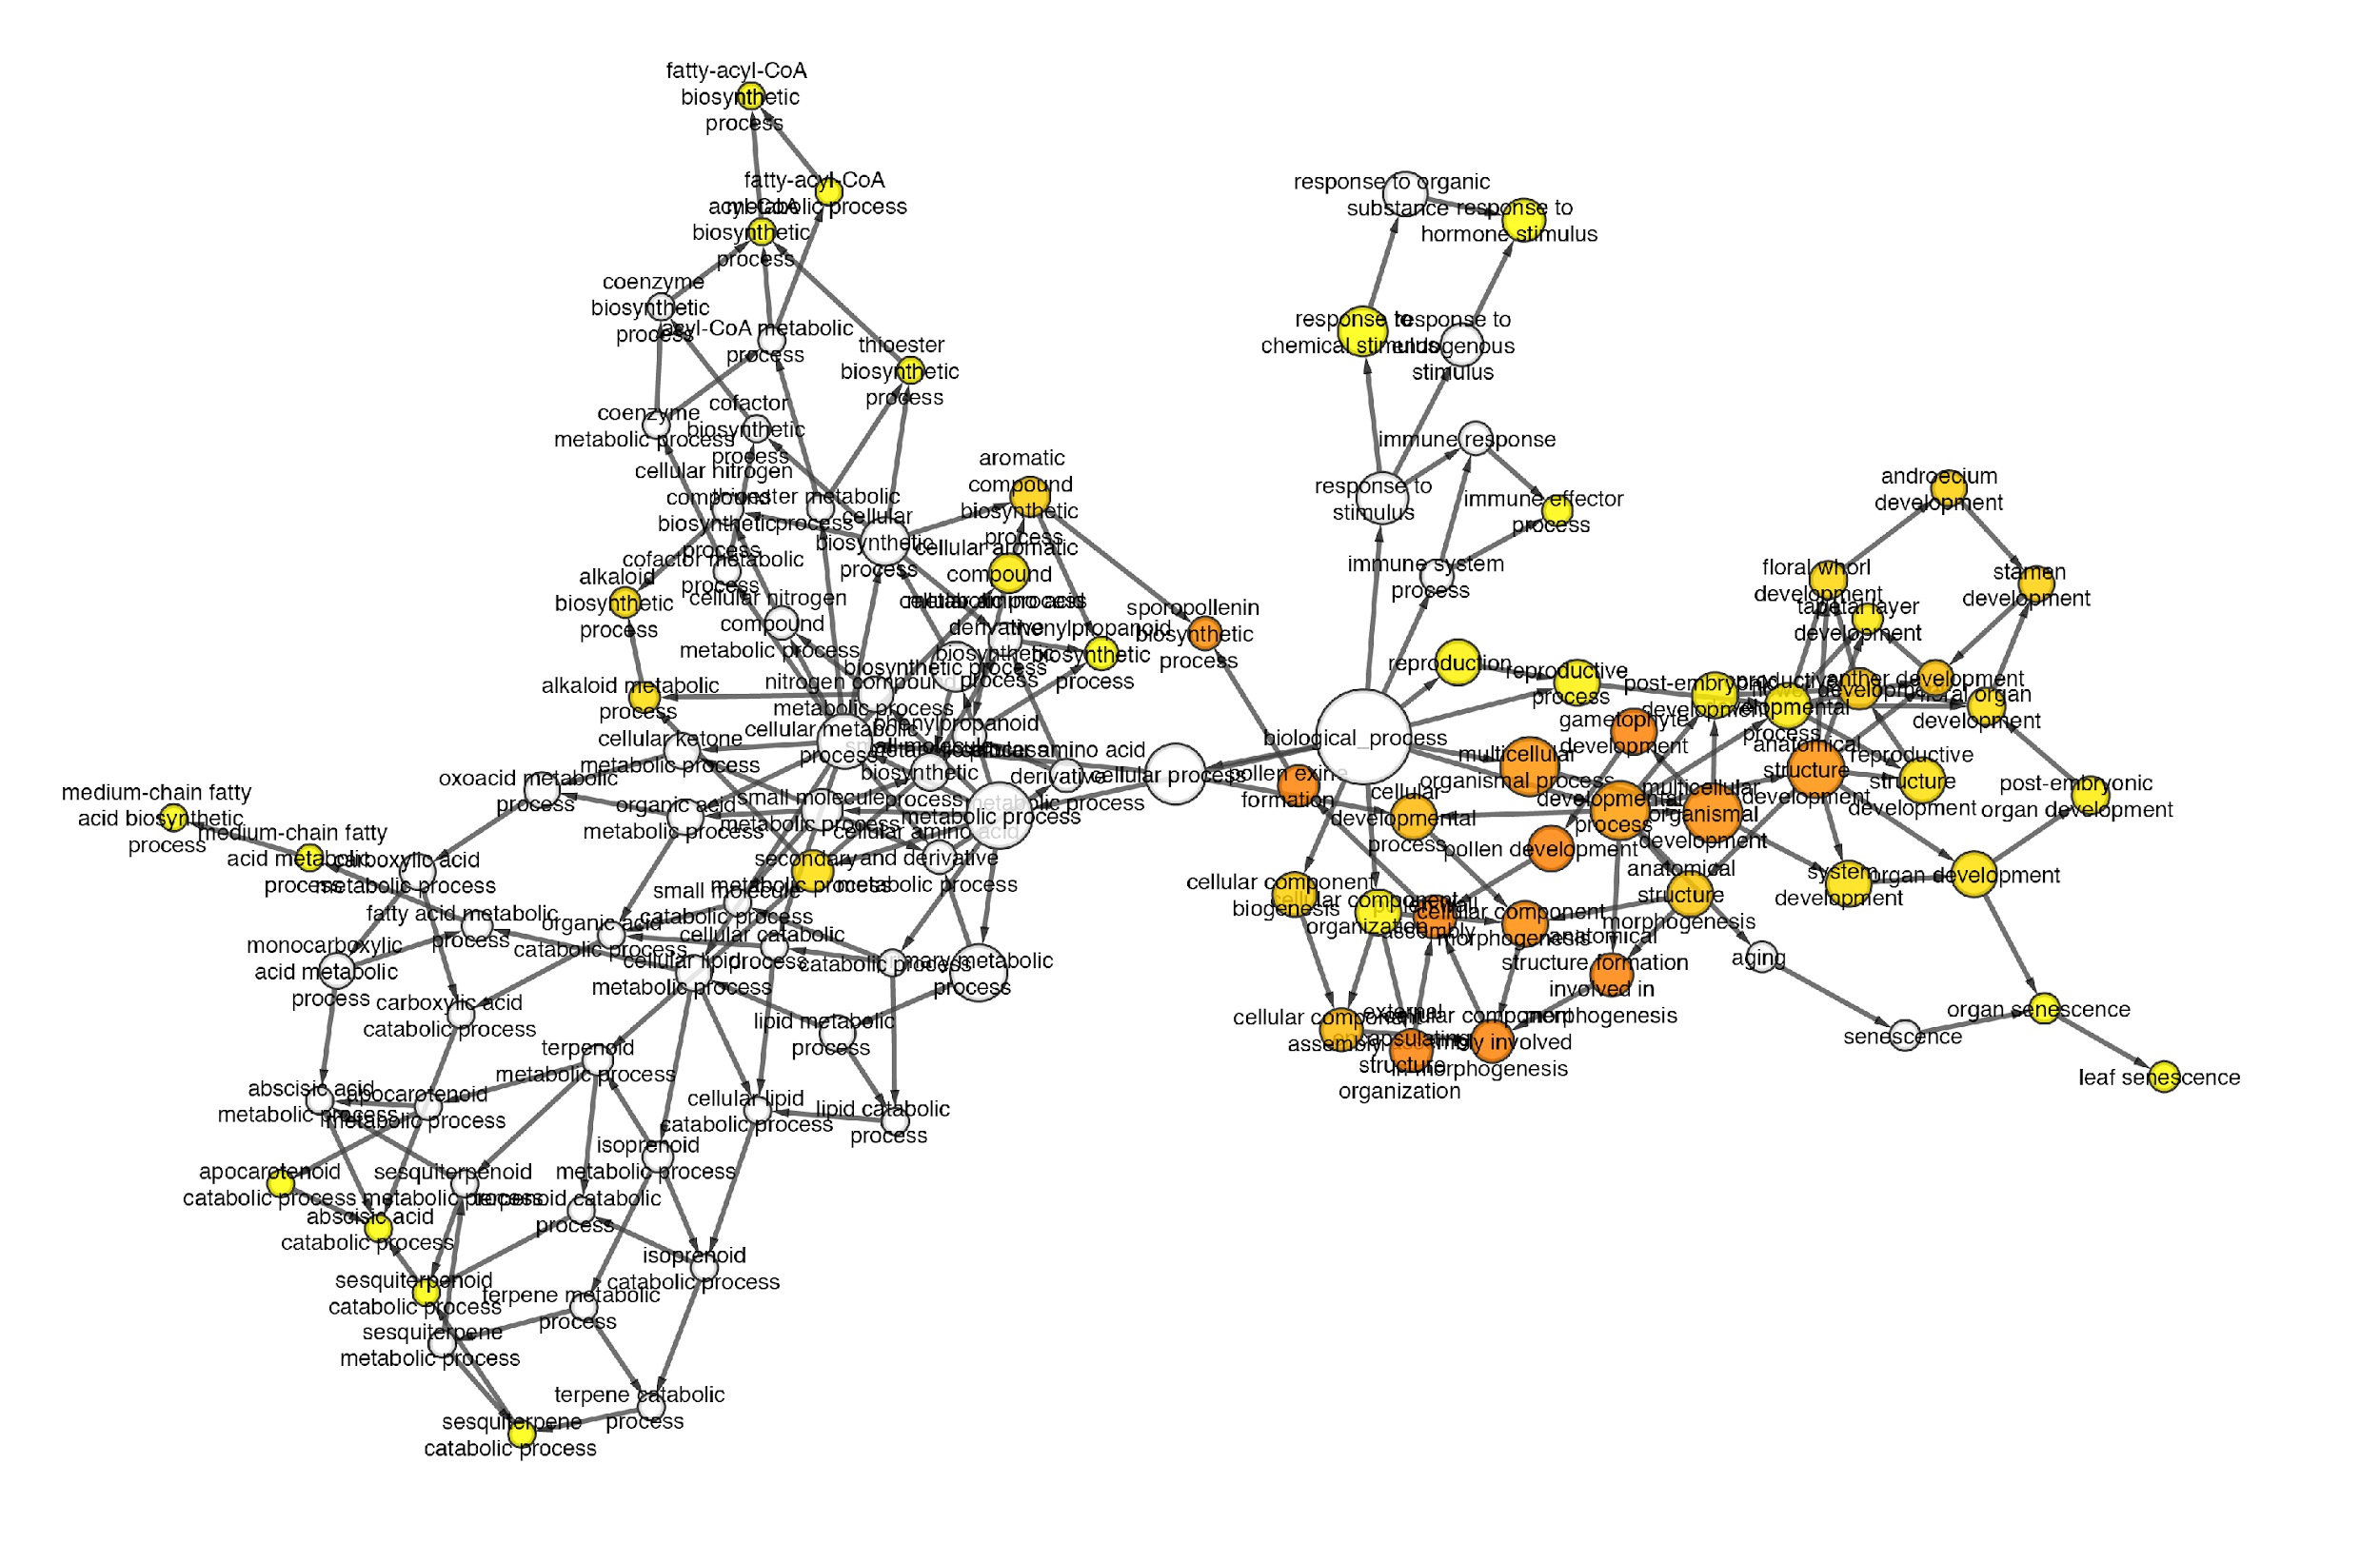

**Supplementary Figure 5**. GO enriched network in apricot Module 15 with labels.

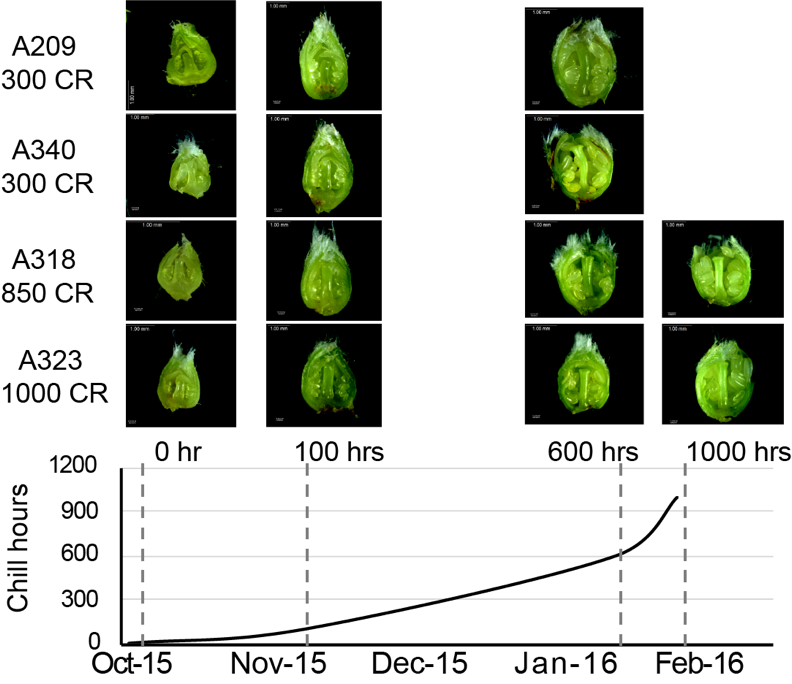

**Supplementary Figure 6**. A representative image of dissected floral buds from each of four peach genotypes at each sampling time point before pre-bloom.

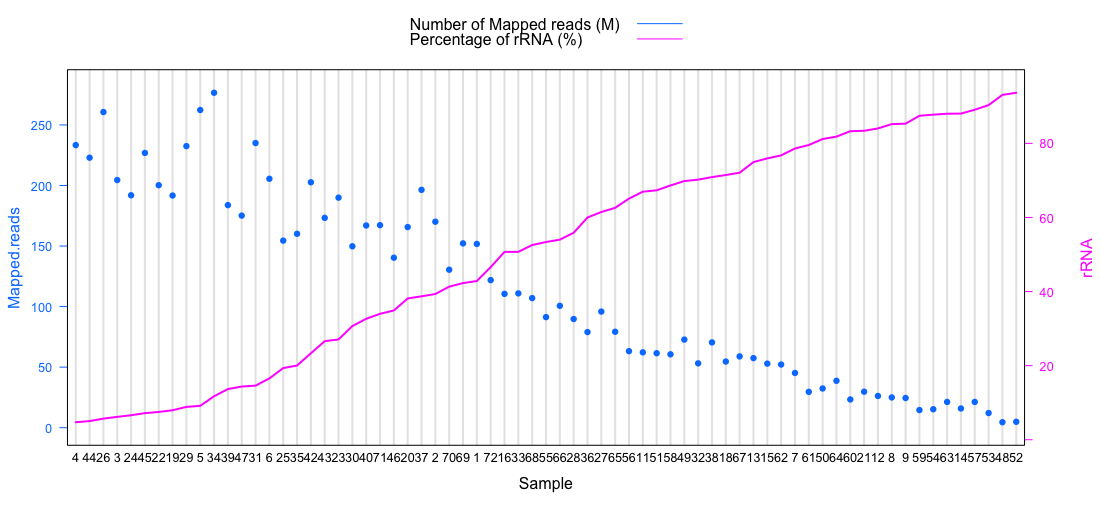

**Supplementary Figure 7**. The effect of rRNA contamination on read alignment. Number of reads aligned to the reference genome (blue) compared with percentage of rRNA (purple) in the libraries.

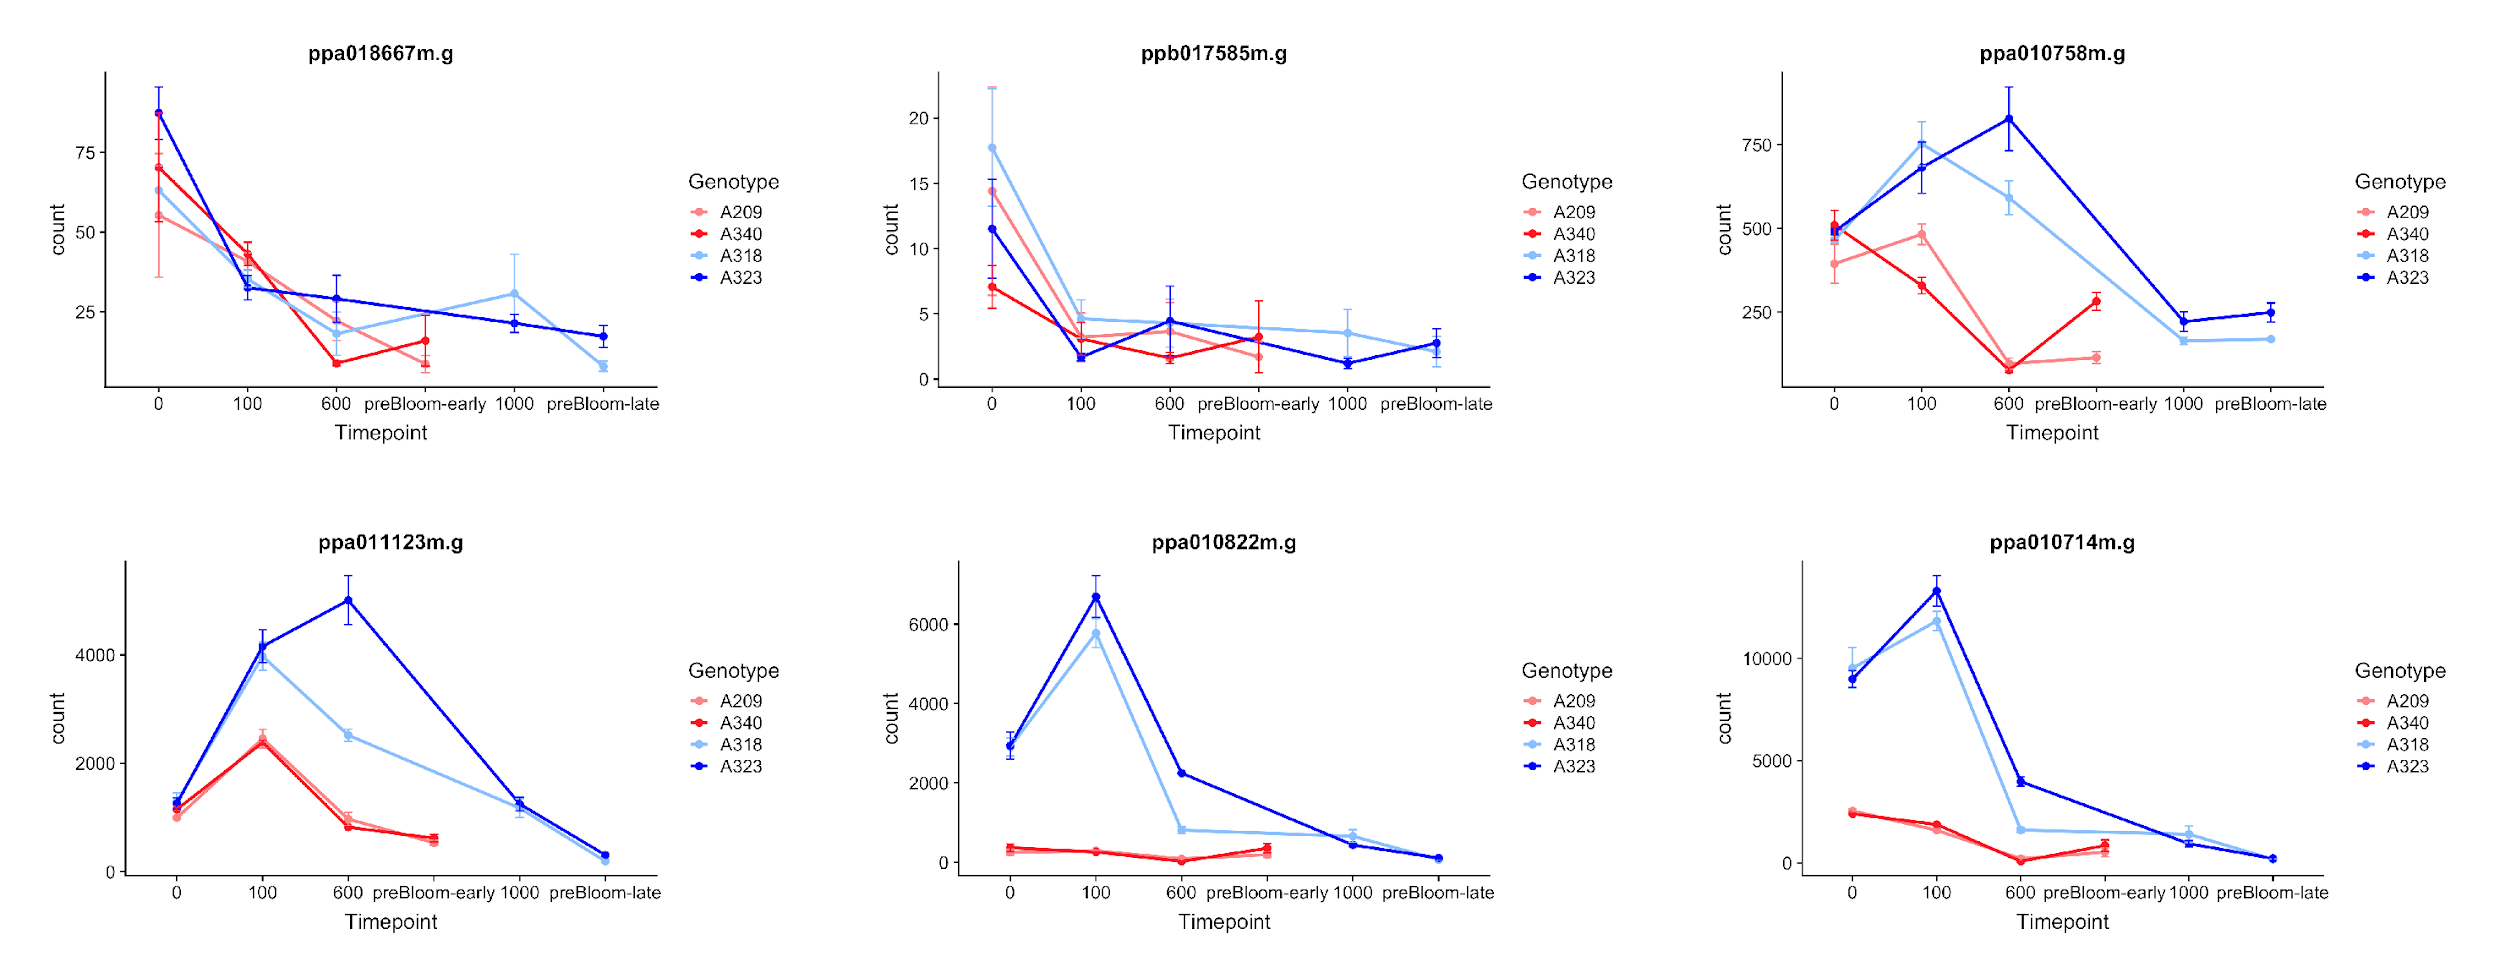

**Supplementary Figure 8**. The expression profiles of six DAM genes in peach during dormancy (Mean+SE). Top, DAM1-DAM3; bottom, DAM4-DAM6.

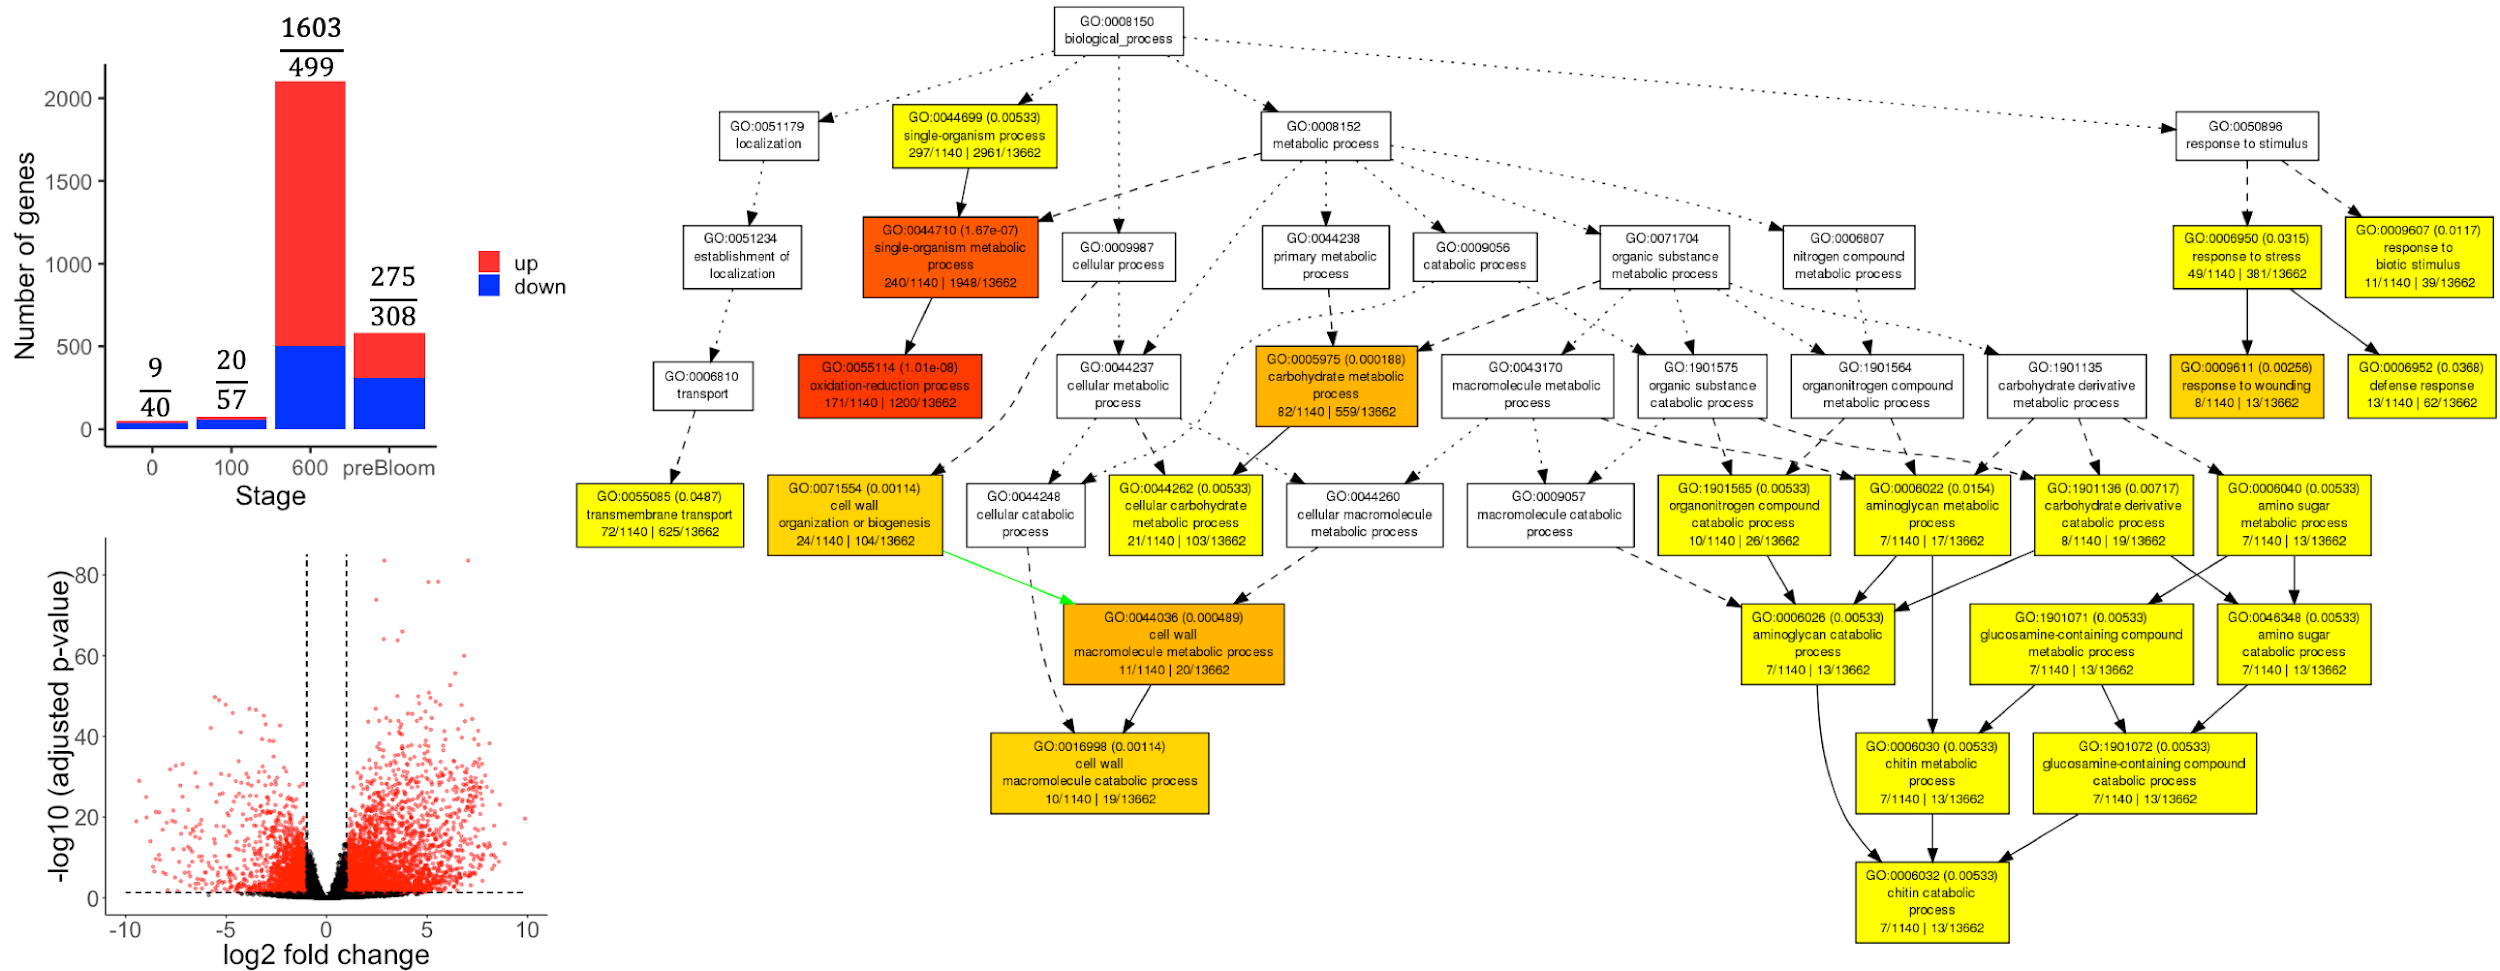

C

A

B

**Supplementary Figure 9**. The differentially expressed genes between peach low chill genotypes and high chill genotypes. (A) The number of DEGs between low chill and high chill genotypes at each time point. (B) Volcano plot of genes differentially expressed at 600 chill hours. Significant genes are in red. (C) The enriched GO terms of the significant DEGs.

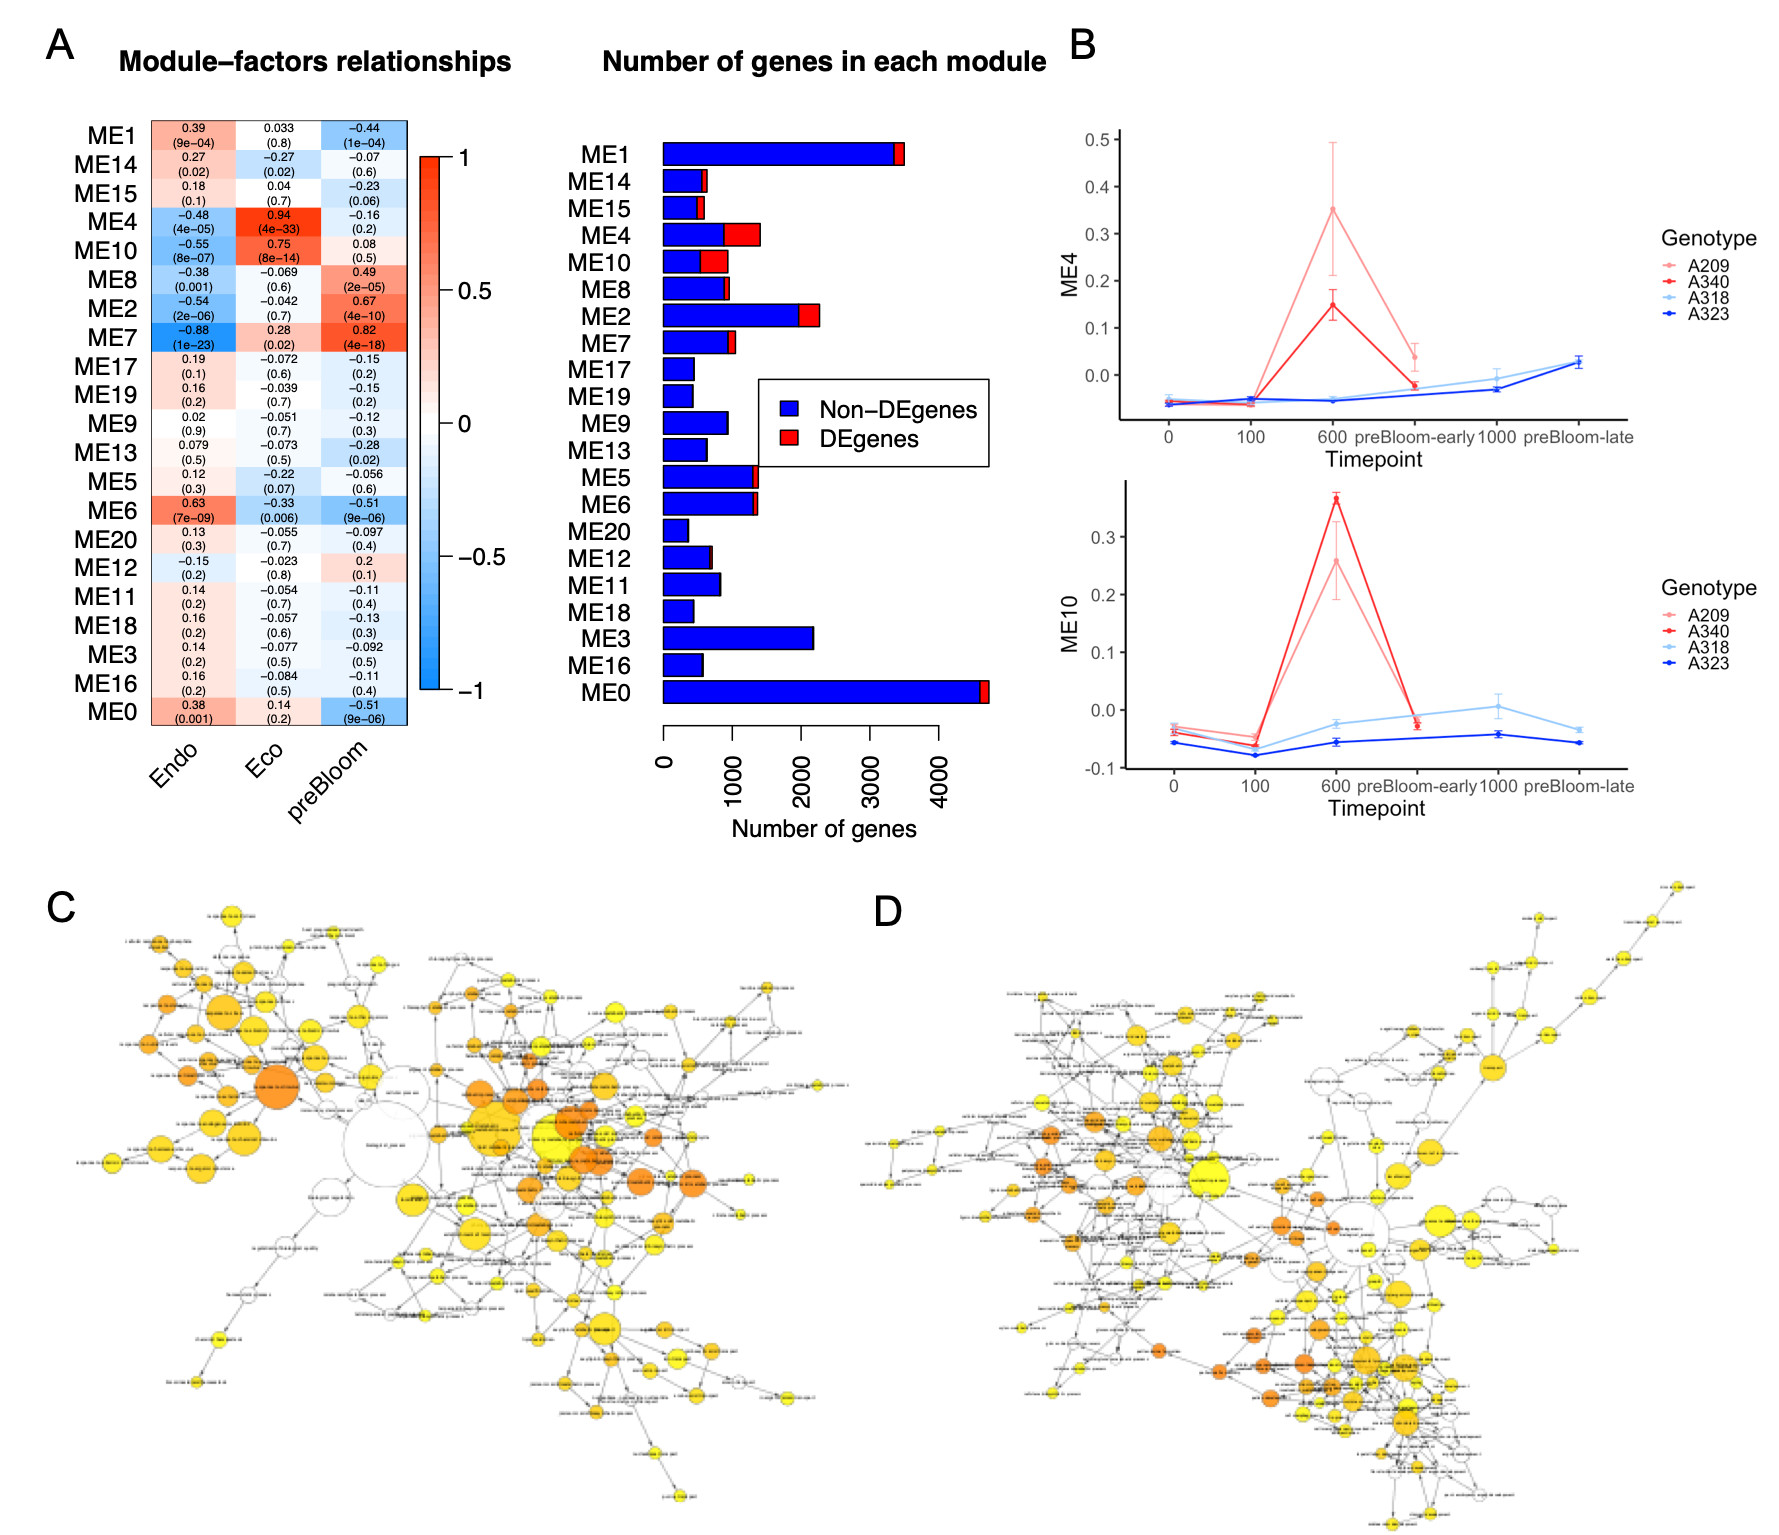

**Supplementary Figure 10**. The co-expression networks identified modules induced at ecodormancy in peach. (A) Left: Module-factor relationships between modules to developmental stages identified by PCA; right: the number of DEGs in each module. (B) The expression profiles of ME4 (top) eigengene and ME10 (bottom) eigengene from dormancy onset to pre-bloom. (C) The enriched GO network of ME4 genes. (D) The enriched GO networks of ME10 genes.

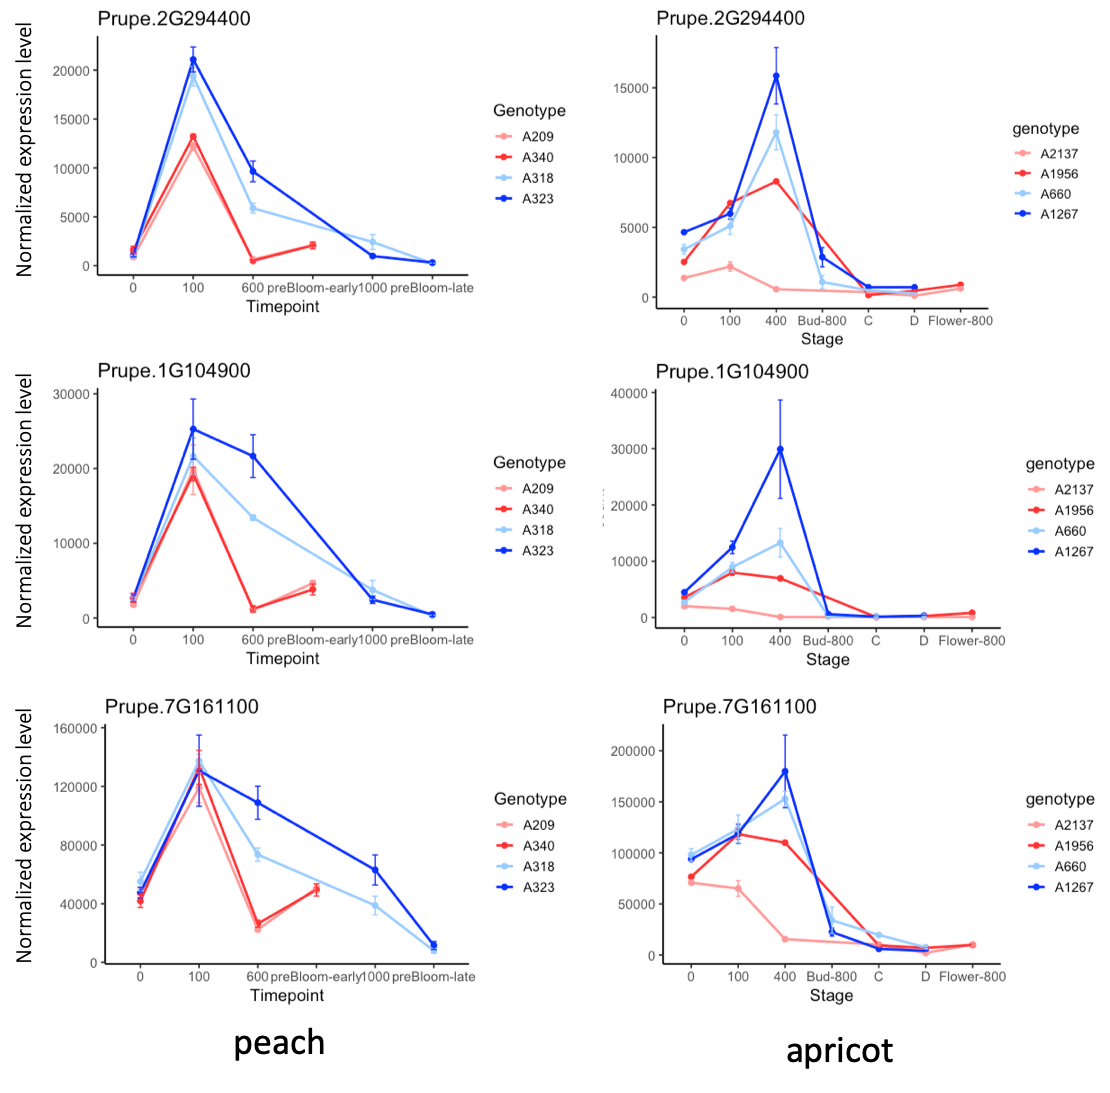

**Supplementary Figure 11**. The expression profiles of cold response genes in peach (left) and apricot (right).

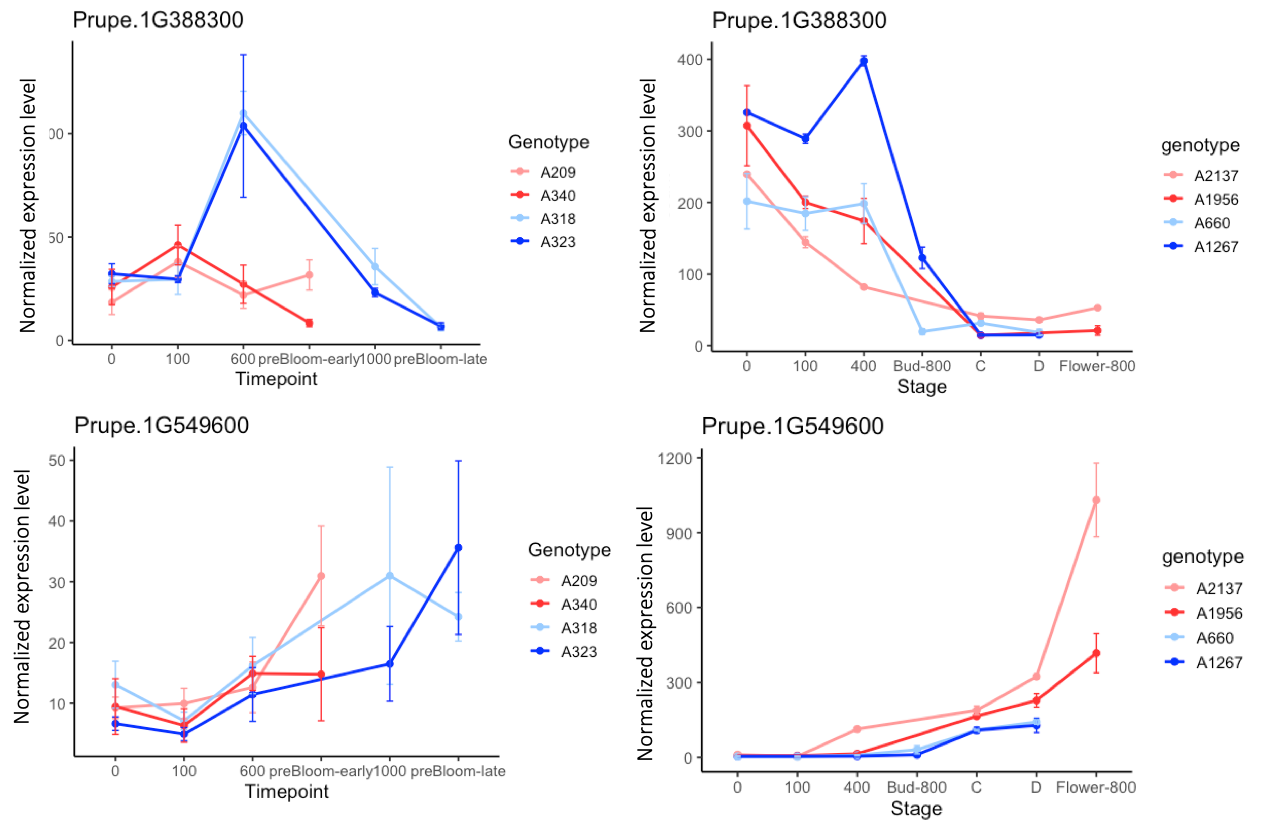

**Supplementary Figure 12**. The expression profiles of pollen related genes in peach (left) and apricot (right).

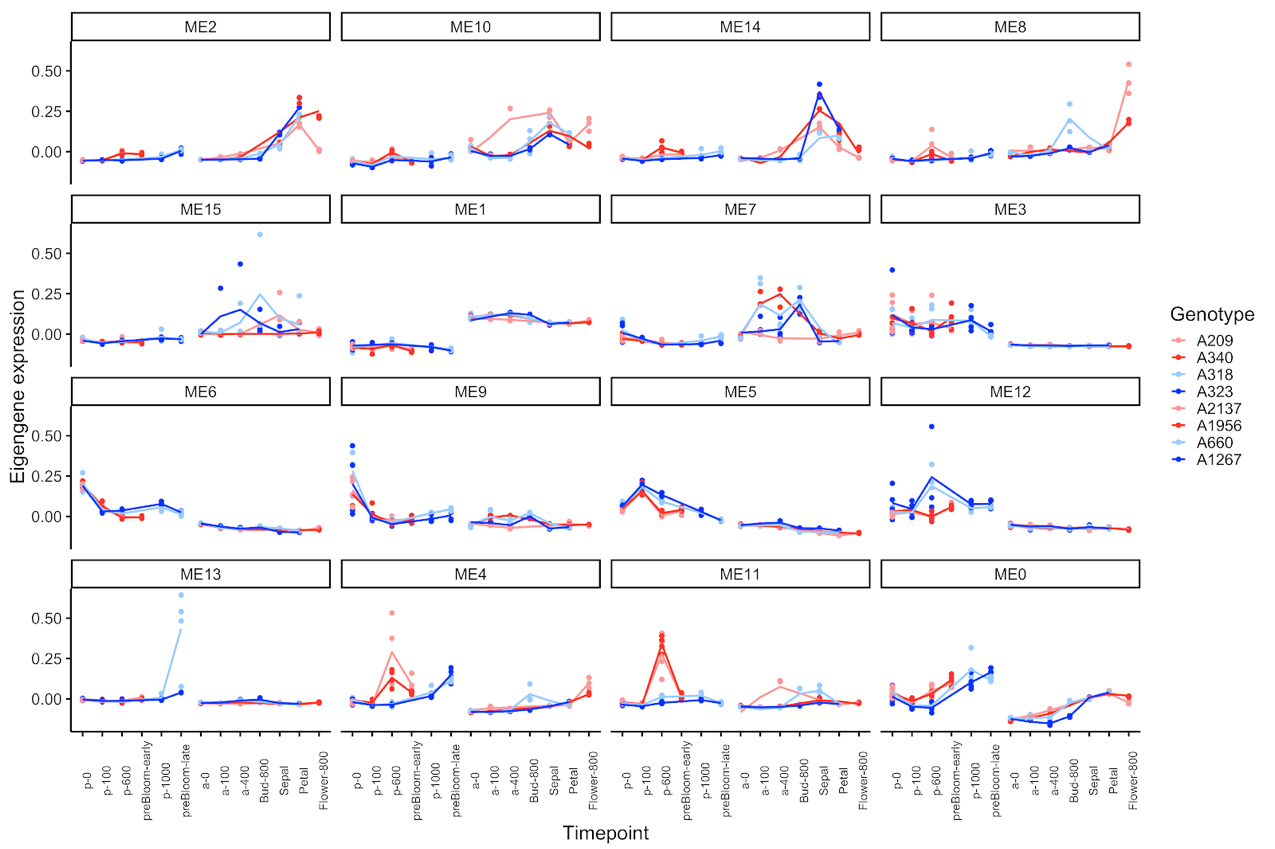

**Supplementary Figure 13**. The expression profiles of co-expression modules identified with the peach and apricot combined dataset. Two red lines represent low chill (early blooming) genotypes, two blue lines represent high chill (late blooming) genotypes. For every subplot, the left panel shows the eigengene expression in peach, while the right panel shows the eigengene expression in apricot.

How the deposited data were processed for this re-analysis (not part of the article)

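RNA was sequenced from floral buds (and flowers, for the early blooming apricots at 800 chill hours) in 60 apricot and 69 peach libraries, each from a single tree. The apricot libraries cover 4 genotypes (A2137 and A1956 early, A660 and A1267 late blooming) at 4 time points (800 chill hours and the earlier 0, 100 and 400) and at the sepal and petal visible stages. The peach libraries cover 4 genotypes (A209 and A340 low chill, A318 and A323 high chill) at 0, 100 and 600 chill hours and pre-bloom, and at 1000 chill hours for the high chill genotypes. Genotype, time point and replicate number were taken from the sample labels, phenotypes and developmental stages from the paper. The labels give no library batches.

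The authors deposited one table per library with raw counts for 26872 genes and no normalization. According to the methods, the authors trimmed the reads (50 bp single-end for apricot, 150 bp paired-end for peach) with skewer, removed reads from rRNA in peach, aligned with STAR to the Prunus persica genome v2.0, counted reads over exons with HTSeq-count, and replaced the gene models of the DAM region by the 6 DAM genes of the v1.0 annotation. The text does not state the versions of these tools, the strand setting, or how reads shared between gene copies were counted. The counts were used as deposited. None of their identifiers is in the name table of the reference at hand, so genes are named as in the paper.

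Total counts were 7593825 to 26253101 in apricot (median 14127969.5) and 494799 to 26858662 in peach (median 9692141). A level of 3 counts, taken as the smallest that a library can show, is 0.114 to 0.395 CPM in apricot and 0.112 to 6.06 CPM in peach, and covers counting error only. A fold change against a group whose libraries are all at or under 3 counts is given as a lower bound. The smallest chi-square per gene between 2 libraries of a group was 8.09 in apricot (50 pairs) and 3.73 in peach (99 pairs), so no library is a copy of another of its group; libraries of different groups were not compared in this way.

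Differential expression was computed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1: filterByExpr (minimum count 10, minimum total count 15), TMM normalization, glmQLFit, and glmTreat against a fold change of 2, with a Benjamini-Hochberg adjusted p-value below 0.05 over all genes tested. All libraries of a species entered each fit, in 5 developmental stages (apricot), in groups by phenotype and time point (12 in apricot, 9 in peach), or in groups by genotype and time point (24 and 18). Groups with 1 library stayed in the fits, and steps that start or end at such a group carry no p-value. Ecodormancy was compared with endodormancy in the stages of the paper, in peach as low against high chill genotypes at 600 chill hours, and early with late, or low with high chill, genotypes at each time point. Changes of single genes between phenotypes or within a genotype were tested against no change (glmQLFTest), and the standard error is the log2 fold change divided by the square root of the F statistic. The difference between A2137 and A660 in their change at ecodormancy was tested as an interaction contrast in edgeR. Named genes were those that the text or figure labels of the paper name by identifier, and the 3 with the largest log2 fold change in each direction among the genes called in the apricot stage and the peach 600 chill hour comparisons whose libraries do not overlap between the groups.

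PCA used DESeq2 1.42.0 regularized log values of the 500 most variable genes, and PERMANOVA used vegan 2.7.1 (adonis2, Bray-Curtis distances, 9999 permutations). Eigengenes were computed from the genes that the paper lists for ME2 and ME15, with 100000 permutations for each correlation. Random gene lists matched on mean expression numbered 10000. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The fits were tested on simulated data, negative binomial counts with the group sizes and depths of the libraries and 200 genes changed: 157 of them were called in the stage comparison, 138 at 0 and 160 at 400 chill hours in apricot, and 169 at 600 chill hours and 173 at pre-bloom in peach, with at most 1 unchanged gene called and none in the wrong direction.

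The alternatives tried were DESeq2's Wald test against a 2-fold change, a test against no change with a 2-fold change required afterwards, DESeq2's size factors in edgeR, no low-count filter, the compared libraries alone in the fit, groups by genotype and time point, the replicate number as a block, leaving out libraries with a total count under the species median divided by 4, leaving out single libraries or genotypes, other transformations and distances for PCA and PERMANOVA, and other forms of the eigengenes. The block takes its pairing from the replicate numbers of the labels. Other splits of the libraries, at most 100 for each comparison, and other pairings of the genotypes were fitted as well.

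GO enrichment, the construction of co-expression modules, the modules built from both species, QTL positions, RT-qPCR values, the share of rRNA and genes named without an identifier in the counts were not analysed here, because the deposited counts do not contain what they need or the tool was not at hand.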

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

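Every test in this part was chosen only after the result was seen, except the first test of a shared change of different size in A2137 and A660.

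A single library lay far from the other 3 libraries of the same genotype and time point in 9 groups of DAM levels in peach. In all 94 groups were tested, DAM levels of 4 peach libraries each and 4 groups of 5 apricot libraries for the eigengenes, where chance gives 4.7. DAM1 was at 4.96 CPM in replicate 2 of A318 at 600 chill hours (the others 1.11 to 1.77) and at 2.76 CPM in replicate 4 of A323 at 100 chill hours (4.72 to 4.90). DAM2 was at 0.594 CPM in replicate 3 of A209 and at 1.37 CPM in replicate 3 of A340 at pre-bloom, from 2 and 7 counts, with no count in the other libraries. DAM4 was at 153 CPM in replicate 2 of A340 at 0 chill hours (139 to 141). DAM5 was at 229.7 CPM in replicate 1 of A323 at 0 chill hours (428 to 453) and at 25.4 CPM in replicate 1 of A323 at pre-bloom (9.08 to 9.79). DAM6 was at 74.2 CPM in replicate 1 of A209 at 600 chill hours (5.64 to 14.4) and at 60.3 CPM in replicate 1 of A323 at pre-bloom (11.4 to 19.2). Counting error at the depth of each library was tested with an exact binomial test of its count against the pooled counts of the other 3. In the order above the unadjusted p-values were 3.97e-14, 0.0081, 0.0364, 0.00189, 0.0917, 1.79e-69, 1.21e-14, 6.11e-159 and 1.18e-50. Each library was picked for its place, so the p-values were also adjusted (Bonferroni) over the 380 libraries looked at. Counting error was not excluded for DAM1 in A323 (adjusted p = 1), for DAM2 in A209 and A340 (1 and 0.718) and for DAM4 in A340 (1), and the other 5 adjusted p-values were at most 1.51e-11. Reads shared between the tandem DAM copies, rRNA removal and differences between trees were not tested. The libraries of a group share genotype and time point, so the design gives no biological explanation and none was tested.

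The change from endodormancy to ecodormancy differed between A2137 (2 libraries at 400 chill hours against 3 earlier ones) and A660 (3 libraries at 800 chill hours against 9 earlier ones) in 8962 of 22472 genes at an adjusted interaction p-value below 0.05, and in 10522 at an unadjusted one. The median absolute difference of those genes was 1.18 on the log2 scale, and 1952 genes passed a test of the difference against 2-fold. The change was the larger one in A2137 in 4395 genes and in A660 in 4567. Normalization was tested with DESeq2's size factors in place of TMM, and again 8962 genes differed, of which 8655 were the same genes. A single A660 library was tested by leaving each of the 3 out in turn: at least 8455 genes differed (8455 without replicate 3, 8513 without replicate 1 and 9557 without replicate 2), and at least 7506 were the same genes. A shared change of different size was tested by direction: 32.02% of the genes that differ (2870) changed in the same direction in both genotypes, but choosing genes by their difference favours opposite directions, so this does not decide. With genes chosen in one genotype, 84.7% (1820) of the 2148 called in A2137 changed in the same direction in A660, and 76.4% (2599) of the 3403 called in A660 did so in A2137. Across all genes tested the 2 changes correlated at r = 0.594, and of 1092 genes called in both genotypes 1047 had the same direction. Normalization and a single A660 library do not account for the difference, and a shared change of different size is not excluded. Genotype and chill hours change together here, since A2137 was sampled at 400 and A660 at 800 chill hours, so a difference between genotypes cannot be told apart from one between sampling times. The labels give no library batches, and none could be tested.

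Between 600 and 1000 chill hours, a step for which the paper reports no gene counts, 2234 genes passed the 2-fold test in A318 (4 libraries each) and 618 in A323 (3 and 4 libraries). Between 0 and 1000 chill hours 522 genes passed in A318. Low depth of the libraries at 1000 chill hours was tested by thinning the 600 chill hour libraries to those depths. Compared with themselves they gave 0 genes in A318, with 7 at an unadjusted p-value below 0.05, and 0 genes in A323 with 9, which does not decide, since a library and its thinned copy share all variation but sampling. Compared with the libraries at 1000 chill hours they gave a median of 484 genes in A318 (460 to 516 over 5 draws) and of 433 in A323 (413 to 455). Thinning also lowers the number of genes that can be called, so in A318 a difference in depth is not excluded as the source of most calls, while in A323 the number fell less. Whether the same genes were called was not counted. A mislabelled sample was tested for A318 with the 14 genes that tell A318 from A323: 2 of the 4 libraries at 1000 chill hours had over 50% of them on the A318 side (57.1% and 78.6%), and the other 2 had 50% and 42.9%. The A318 result cannot be told apart from a mislabelled or mixed sample. These genes needed a median of only 3 CPM in the higher genotype, and the shallowest of the A318 libraries had 529219 counts. Missing counts at such depth can put a gene on the wrong side, so the test does not separate low depth from mislabelling. The 4 A323 libraries at 1000 chill hours had 85.7% to 100% of the same genes on the A323 side. A candidate explanation for the change in A323 is chill accumulation between the sampling times, but the share of rRNA in the libraries was not analysed here and remains open.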

How the results depend on the processing

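No test in this part was chosen after the result was seen, except the fit of peach at 0 chill hours without replicate 4 of A323, which was chosen after seeing the data. All other alternatives were set before the data were examined.

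The 9 counts of DEGs were recomputed under alternatives that gave 113 values, of which 79 stayed within 1.5 times the count reported and 34 did not. In the order ecodormancy against endodormancy, then early against late apricot at the 4 time points from 0 to 800 chill hours, then low against high chill peach at 0, 100 and 600 chill hours and pre-bloom, the counts reported were 1762, 14, 176, 972, 2972, 59, 99, 2688 and 1031. Testing against no change and requiring a 2-fold change afterwards gave 3755, 47, 1070, 3015, 5682, 176, 525, 4980 and 3596, with 1850 genes shared by both species, 137 of them in opposite directions, and 3700 genes over 0, 100 and 400 chill hours in apricot. Keeping only the libraries of the compared groups in the fit gave 1098, 5, 12, 25 and 1648 in apricot and 32 in peach at 0 chill hours, with 11 shared genes in opposite directions and 35 genes over the 3 apricot time points. DESeq2's Wald test gave 25, 116 and 560 at 0, 100 and 400 chill hours in apricot and 585 at pre-bloom in peach, with 7 shared genes in opposite directions and 646 over the 3 apricot time points. Contrasts of genotype means from groups by genotype and time point gave 154 and 666 in apricot at 0 and 100 chill hours, 1847 over the 3 time points, and 158 in peach at 100 chill hours. At pre-bloom that setting had a median log2 fold change of all genes of -0.11, the only shift beyond 0.1 among the settings of these 9 counts. Ecodormancy against endodormancy gave 857 DEGs in A2137 alone and 1163 in A660 alone. At 400 chill hours leaving out A2137 gave 88 DEGs and leaving out A1956 gave 2896. Without the low-count filter 36 shared genes had opposite directions. The cause was not tested for any of these changes. DESeq2's size factors kept each of the 9 counts within 1.5 times the reported one (1813, 14, 169, 979, 2942, 58, 98, 2709 and 1018).

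Leaving out one library each gave 1549 to 1680 DEGs over 5 fits for ecodormancy against endodormancy, 8 to 13 over 7 fits at 0 chill hours, 59 to 293 over 4 fits at 100, 478 to 1377 over 4 fits at 400, and 2648 to 2815 over 5 fits at 800 chill hours. In peach, leaving out replicate 4 of A323 at 0 chill hours, chosen after seeing the data, gave 56. Leaving out the libraries under 2423035.2 counts removed no apricot library and gave 56, 101, 2888 and 852 in peach.

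The share of DEGs that were higher in the early blooming or low chill genotypes moved by over 10 percentage points in places. At 0 chill hours in apricot 13 of 14 were higher, against 17 higher and 8 lower with DESeq2, 30 and 17 with the test against no change, and 99 and 55 with contrasts of genotype means. Of the 176 genes at 100 chill hours 152 were higher and 24 lower, and contrasts of genotype means gave 355 higher and 311 lower, the largest shift of all; the test against no change gave 715 and 355, and the compared libraries alone 9 and 3. At 400 chill hours 884 were higher and 88 lower, against 15 and 10 with the compared libraries alone, 2103 and 793 without A1956, 990 and 411 with contrasts of genotype means, 2366 and 649 with the test against no change, and 70 and 18 without A2137. At 800 chill hours the share shifted without A1956 (1372 higher, 1287 lower). In peach at 100 chill hours 31 were higher and 68 lower, and with the test against no change 327 were higher and 198 lower, so the majority changed side. The cause was not tested.

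Replicate numbers entered as a block, since the labels number the replicates within each group, gave 1694, 13, 164, 900, 2952, 57, 98, 2691 and 1029 DEGs. Same-numbered libraries of different genotypes are different trees, and the residuals of same-numbered libraries of one time point correlated at -0.0185 in apricot and 0.0232 in peach, against 0.0106 and -0.00514 for other pairs. Same-numbered libraries of one genotype may come from the same tree at different time points, which the labels do not state; their residuals correlated at 0.0742 in apricot and -0.00105 in peach, against -0.0402 and 0.00152 for other numbers. No block for each tree was fitted.

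The share of variance of PC1 with all genes in place of 500 was 48.4% in apricot (75.1% reported) and 23.4% in peach (43.7%), where PC2 had 13.3% (20.6%). The cause was not tested. Of the A318 libraries at 1000 chill hours, 75% were closer to the endodormant mean, and 100% were with all genes and with Euclidean distances over the 500 genes. PERMANOVA gave time point 40.7% without the libraries of low total count (37.8% reported) and genotype 9.52% with Euclidean distances (8.53%). The correlations of both eigengenes stayed within their jackknife error under the 6 alternatives run.

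Of 800 values of named genes, 786 kept their direction and their side of the threshold, 11 lost the call, 2 gained it and 1 reversed. STK in peach, at 0.01, was at -0.060 with the replicate block. Of 342 values of DAM genes within a genotype, 335 stayed, 1 lost the call, 4 gained it and 2 reversed: DAM4 in A660 from 100 to 400 chill hours, at 0.00, was at -0.0086 with DESeq2's Wald test and at -0.0089 with its size factors. In the apricot stage comparison DESeq2's Wald test did not call DAM3, COR, OFP2, Prupe.4G061100 and the HSP70 genes Prupe.7G108000 and Prupe.7G108400. It called DAM2 at 0 and DAM4 at 400 chill hours between early and late apricot, which edgeR did not. DAM2 at 800 chill hours was past the threshold in none of the 4 alternatives (adjusted p from 0.0532 to 0.0607). DAM3 at 800 chill hours (-0.97, edgeR adjusted p = 0.0436) lost its call with DESeq2's size factors in edgeR (adjusted p = 0.0527).

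The smallest absolute log2 fold change called was 4.31 at 0 chill hours in apricot, with 3 and 4 libraries, 1.77 at 100 and 1.46 at 400 chill hours, and 1.29 in peach at 600 chill hours. In the simulated data with the same 3 and 4 libraries 54 of 100 genes changed 4-fold were called. Far more genes were called there (138) than in the real comparison at 0 chill hours (14), and the adjustment is milder when more genes change. The simulation therefore does not decide whether group size sets the first of these values. In peach the level that 3 counts can show reached 6.06 CPM in the shallowest library, which limits DAM1 and DAM2 at pre-bloom and 1000 chill hours.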

Differences from the paper's values

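None of the tests in this part was chosen after the result was seen.

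Between early and late blooming apricot 14 genes differed at 0 chill hours, against the paper's 25. Of the alternatives set before the data were examined, DESeq2's Wald test gave 25 and the others did not close the gap. Supplementary Table 3 lists 33 genes by the paper, 25 higher and 8 lower, against 14, 13 and 1 here. DESeq2's Wald test (25, with 17 higher and 8 lower) and the test against no change (47, with 30 higher) fell within 1.5 times the paper's number of listed genes and of those higher, and only DESeq2's did for those lower.

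At 100 chill hours 176 genes differed, against the paper's 114 in the text and Supplementary Table 4. DESeq2's Wald test (116), DESeq2's size factors (169), no low-count filter (166) and the replicate block (164) had a count within 1.5 times the paper's, and the other alternatives did not. Of these genes 152 were higher, against the paper's 92, and among the alternatives DESeq2's Wald test gave 93.

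For 400 chill hours the count was 972, against the paper's 553 in the text and Supplementary Table 5. The alternatives that closed the gap were DESeq2's Wald test (560), the fits without A2137 400 CH replicate 2 (478) and replicate 3 (522), and the fit without genotype A1267 (713). The paper lists 496 as higher and 57 as lower, against 884 and 88 here. The number higher was closed by DESeq2's Wald test (504), without A2137 400 CH replicates 2 and 3 (442 and 486) and without A1267 (612), and the number lower by DESeq2's Wald test (56). Over 0, 100 and 400 chill hours together 1104 genes differed, against the paper's 640, and DESeq2's Wald test alone closed this gap, with 646.

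Flowers of the early and buds of the late blooming genotypes at 800 chill hours differed by 1112 genes lower in the early ones, against the paper's 719. The count was within 1.5 times the paper's with DESeq2's Wald test (721), with the compared libraries alone (760), without A2137 800 CH replicates (975 to 978), without A1956 800 CH replicates (1035 and 1047), without genotype A2137 (958) and without genotype A1267 (1043). The remaining alternatives did not close the gap.

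In peach at pre-bloom 475 genes were higher and 556 lower in the low chill genotypes, against the paper's about 280 and about 310 in Supplementary Figure 9A, read by eye. DESeq2's Wald test (277 and 308), leaving out the libraries of low total count (398 and 454) and fitting the compared libraries alone (307 and 411) closed both gaps, and the others did not.

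Of the genes called in both species 17 had opposite directions, against the paper's 6, and DESeq2's Wald test, with 7, was the alternative that closed the gap. The ME15 eigengene correlated with ecodormancy at 0.871, against the paper's about 0.75 in Fig. 3A, read by eye; none of the alternatives closed the gap (0.839 without logarithms, 0.862 with TMM normalization, 0.855 with the mean of the genes).

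Some directions and rankings also differ. The paper describes HSFA2 (Prupe.7G206900) as higher at ecodormancy, while here its log2 fold change was -2.47 in apricot and -2.69 in peach and it was called as lower in both. BGAL7 and BGAL1 are given in the paper as lower at ecodormancy in both species, and here they were called as higher, with changes of 9.02 and 4.02 in apricot and 6.92 and 5.64 in peach. COR (Prupe.7G161100) is stated to change in peach and not in apricot, while edgeR also called it in apricot (-2.05); DESeq2's Wald test did not, with an adjusted p of 0.0731 (0.0140 to 0.0731 over its alternatives). The RT-qPCR genes are stated to be those with the highest fold change, and here Prupe.1G133700 (12.34) and Prupe.3G183000 (11.93) rose more than MS2 (11.76).

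The paper states that the DAM genes are lower in early than in late blooming apricot throughout. Here the signs were the same, but at 0 chill hours no DAM gene passed the test (DESeq2's Wald test called DAM2, at -2.65), at 100 chill hours DAM1 (-0.33) and DAM4 (-1.37) did not, and at 400 chill hours DAM4 (-2.24) did not, although DESeq2's Wald test called it. At 800 chill hours DAM4 (-1.53) did not pass either, and DAM3 (-0.97) passed but lost its call with DESeq2's size factors. It also states that DAM1 rose at 400 chill hours in the late blooming genotypes. The step was 0.93 in A1267, which DESeq2's Wald test called and edgeR did not, and 0.23 in A660. DAM1 is among the genes stated to decrease at ecodormancy, and its apricot change of -1.48 did not pass the 2-fold test in edgeR or in its 4 alternatives; the test against no change with a 2-fold change required afterwards called it (adjusted p = 0.0322). DAM6 is stated to fall steadily in each apricot genotype, and its step from 0 to 100 chill hours in A660 was 0.04. A rise of DAM6 in peach at early time points is stated, and the steps were 0.39 in A318 and 0.60 in A323, within the spread between libraries. In apricot a rise of DAM5 at early time points is stated, and the step in A660 from 0 to 100 chill hours was 0.37, which did not pass the test. DAM4 is stated to change little in A2137 during dormancy, while its step from 100 to 400 chill hours was -0.95 and passed the test.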

Other observations

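In this part, only the tests of replicate 4 of A323 at 0 chill hours were chosen after the result was seen.

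Other splits of the compared libraries were fitted with the libraries of the comparison alone, keeping the group sizes and the number of same-numbered pairs that are parted, since the remaining splits part other numbers of pairs. For ecodormancy against endodormancy 1 of the 100 splits drawn, the real one, gave as many DEGs (1098, with at most 73 in another), but the authors formed these groups from the same expression values, so this count does not test the stage. Between early and late apricot 2 of the 12 splits gave as many at 0 chill hours (5, with 9 in the other), too few splits to decide. At 100 and 400 chill hours 1 of the 54 splits did (12 and 25 DEGs), and at 800 chill hours 1 of the 100 (1648, with at most 1067 in another). At 100 and 400 chill hours no other split of these sizes keeps each genotype whole. Any difference between genotypes would set the real split apart there, so these counts do not test bloom time. In peach the real split stood alone among 100 at 0 chill hours (32), 100 chill hours (94, with at most 28 in another), 600 chill hours (2434, at most 705) and pre-bloom (718, at most 4).

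Differences between genotypes unrelated to bloom time or chilling requirement were tested with the 3 ways of pairing the 4 genotypes. In apricot at 100 chill hours 3 of the 3 pairings gave at least the 12 genes of the real one, with 179 for A1267 and A2137 against the others. At 400 chill hours 2 of the 3 gave at least 25, again with more (52) for A1267 and A2137, and at 800 chill hours 1 of the 3 (1648, against 29 and 36). In peach 1 of the 3 pairings, the real one, gave as many at each time point: 32 at 0 chill hours (at most 1 in another), 94 at 100 (at most 6), 2434 at 600 (at most 3) and 718 at pre-bloom (at most 1). With 3 pairings the share is never under 0.05, so the phenotype could not be separated from other differences between the genotypes, and at 100 and 400 chill hours in apricot the real pairing was not the largest.

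Lasting differences between the genotypes are a candidate explanation for the genes called late in dormancy. Of the 2688 genes called in peach at 600 chill hours, 20.7% (556) had the same sign and an absolute log2 fold change above 1 at 100 chill hours, and 66% (1774) had the same sign. In apricot 31.1% (302) of the 972 genes called at 400 chill hours had the same sign and a change above 1 at 100 chill hours, and 67.3% (654) had the same sign. Lasting differences above 2-fold therefore do not account for most of these genes in either species, while smaller lasting differences are not excluded. Of the 99 peach genes called at 100 chill hours, 85 had the same sign and a change above 1 at 0 chill hours and 52 were called at both. Fewer genes were called in peach at pre-bloom (1031) than at 600 chill hours. Lower depth of the pre-bloom libraries was tested by thinning the 600 chill hour libraries to those depths, which left a median of 2385 genes (2368 to 2413 over 5 draws), so depth does not account for the lower number.

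A mislabelled sample was tested by how each library's deviations from its time point resembled the other libraries of its genotype. All 60 apricot libraries matched their own genotype best, and 29 of the 69 peach libraries matched another one. Since the median correlation with the own genotype was 0.121 in peach and 0.382 in apricot, this measure tells peach genotypes apart poorly, and mislabelled peach libraries are not excluded by it. With genes that each tell a pair of genotypes apart, 3 peach libraries had under 50% of the genes on their own side. One is replicate 4 of A323 at 0 chill hours, with 0 of the 9 genes on the A323 side, where the other A323 libraries of that time point had 8 or 9. Low depth does not explain it, as its total count was 16382876. This library may be a mislabelled A318 sample, and the data hold no genotype of the tree to settle it. The others were replicate 1 of A340 at pre-bloom (8 of 19, total count 2303355) and replicate 3 of A318 at 1000 chill hours (6 of 14, total count 1509999).

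Whether the apricot ecodormancy genes also rise in low chill peach buds at 600 chill hours was tested with the ME15 genes, chosen from apricot libraries only. The median log2 fold change of the 233 genes tested in peach was 2.13, at percentile 100 of 10000 random lists matched on mean expression (95% of them from -0.06 to 0.28). Of these genes 124 were DEGs in peach, 122 of them higher at ecodormancy. This is consistent with a shared ecodormancy program in both species, as a hypothesis; the genotypes of the compared groups differ as well. The mean of the standardized ME15 genes was 0.805 ± 0.201 in A209 and 0.788 ± 0.265 in A340 at 600 chill hours (SD, n = 4), and 0.423 ± 0.794 in A318 at 1000 chill hours (SD, n = 4), where one library reached 1.59.

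Low depth of the A318 libraries at 1000 chill hours was tested as the reason why most of them lie closer to the endodormant than to the ecodormant libraries. Of the 8 ecodormant libraries, each thinned to the 4 depths (32 thinned copies), 0% lay closer to the endodormant mean, so a loss of counts alone does not account for it. The copies come from the libraries that define the ecodormant mean, and other features of shallow libraries were not tested. No biological explanation for their place between the stages was tested.

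In the ecodormant apricot group, replicate 3 of A660 at 800 chill hours lay between the stages, with a PC2 of -3.67 and an ME15 eigengene of 0.0439, while the other 4 libraries lay at or below -31.8 on PC2.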
